# Exposure to PFAS chemicals induces sex-dependent alterations in key rate-limiting steps of lipid metabolism in liver steatosis

**DOI:** 10.3389/ftox.2024.1390196

**Published:** 2024-06-05

**Authors:** Archana Hari, Mohamed Diwan M. AbdulHameed, Michele R. Balik-Meisner, Deepak Mav, Dhiral P. Phadke, Elizabeth H. Scholl, Ruchir R. Shah, Warren Casey, Scott S. Auerbach, Anders Wallqvist, Venkat R. Pannala

**Keywords:** PFAS, PAH, steatosis, MIE, PPAR signaling, bile acid synthesis, gluconeogenesis, lipid synthesis

## Abstract

Toxicants with the potential to bioaccumulate in humans and animals have long been a cause for concern, particularly due to their association with multiple diseases and organ injuries. Per- and polyfluoro alkyl substances (PFAS) and polycyclic aromatic hydrocarbons (PAH) are two such classes of chemicals that bioaccumulate and have been associated with steatosis in the liver. Although PFAS and PAH are classified as chemicals of concern, their molecular mechanisms of toxicity remain to be explored in detail. In this study, we aimed to identify potential mechanisms by which an acute exposure to PFAS and PAH chemicals can induce lipid accumulation and whether the responses depend on chemical class, dose, and sex. To this end, we analyzed mechanisms beginning with the binding of the chemical to a molecular initiating event (MIE) and the consequent transcriptomic alterations. We collated potential MIEs using predictions from our previously developed ToxProfiler tool and from published steatosis adverse outcome pathways. Most of the MIEs are transcription factors, and we collected their target genes by mining the TRRUST database. To analyze the effects of PFAS and PAH on the steatosis mechanisms, we performed a computational MIE-target gene analysis on high-throughput transcriptomic measurements of liver tissue from male and female rats exposed to either a PFAS or PAH. The results showed peroxisome proliferator-activated receptor (PPAR)-α targets to be the most dysregulated, with most of the genes being upregulated. Furthermore, PFAS exposure disrupted several lipid metabolism genes, including upregulation of fatty acid oxidation genes (*Acadm*, *Acox1*, *Cpt2*, *Cyp4a1*-*3*) and downregulation of lipid transport genes (*Apoa1*, *Apoa5*, *Pltp*). We also identified multiple genes with sex-specific behavior. Notably, the rate-limiting genes of gluconeogenesis (*Pck1*) and bile acid synthesis (*Cyp7a1*) were specifically downregulated in male rats compared to female rats, while the rate-limiting gene of lipid synthesis (*Scd*) showed a PFAS-specific upregulation. The results suggest that the PPAR signaling pathway plays a major role in PFAS-induced lipid accumulation in rats. Together, these results show that PFAS exposure induces a sex-specific multi-factorial mechanism involving rate-limiting genes of gluconeogenesis and bile acid synthesis that could lead to activation of an adverse outcome pathway for steatosis.

## 1 Introduction

Per- and polyfluoro alkyl substances (PFAS) are synthetic compounds, comprised of at least one aliphatic unit of perfluorocarbon, with surfactant and heat-resistant properties that make them useful for many commercial products (AbdulHameed et al., 2019; Roth et al., 2021; Wang et al., 2022; Louisse et al., 2023). However, despite their benefits, exposure to PFAS chemicals has been associated with an increased occurrence of adverse health outcomes (Khalil et al., 2016; Fenton et al., 2021; Schultz et al., 2023) due to their bioaccumulation, with PFAS chain length and chemical functional group attachment affecting the bioaccumulation process (Fenton et al., 2021; Haug et al., 2023). In addition, the PFAS dose and length of exposure have been shown to affect the adverse outcomes (Wan et al., 2012; Fenton et al., 2021). Long-chain PFAS [“legacy” PFAS, such as perfluorooctanoic acid (PFOA)] have longer half-lives and consequently more detrimental outcomes than shorter-chain PFAS [“emerging” PFAS, such as ammonium 2,3,3,3-tetrafluoro-2-(heptafluoropropoxy)-propanoate (HFPO-DA)], leading to the discontinuation of long-chain PFAS production and use of shorter-chain PFAS as safer alternatives (Heintz et al., 2022). The United States Environmental Protection Agency (EPA) has announced a National Primary Drinking Water Regulation (NPDWR) to establish legally enforceable levels, called Maximum Contaminant Levels (MCLs), and health-based, non-enforceable Maximum Contaminant Level Goals (MCLGs) for six PFAS in drinking water (PFOA and PFOS as individual contaminants and PFHxS, PFNA, PFBS, and HFPO-DA as a PFAS mixture). The regulation requires monitoring the levels of the six previously mentioned PFAS in public water systems and implementation of methods to reduce contamination if initial monitoring reveals levels exceeding the MCLs (United States Environmental Protection Agency, 2024a; United States Environmental Protection Agency, 2024b). Due to such increasing concerns about the persistent bioaccumulation and toxic associations of PFAS chemicals, particularly in the liver, there is a growing need to study the effects of PFAS compounds at various exposure lengths and doses as well as during acute exposures.

Similarly, polycyclic aromatic hydrocarbons (PAH), another class of chemical made of fused carbon and hydrogen aromatic rings that are byproducts of the incomplete combustion of organic compounds, are known to bioaccumulate in marine organisms (D’Adamo et al., 1997; Liu et al., 2023). In addition, long-term PAH exposure has been associated with tumor development in various organs in humans (Rengarajan et al., 2015; Mallah et al., 2022). Similar to PFAS toxicants, the dose and duration of PAH exposure are known to affect the severity of the outcome (Patel et al., 2020). While the carcinogenic effects of PAH make them a chemical of concern, there is limited information on the toxic effects of PAH on the liver, which is a primary site of PAH metabolization (Zhou et al., 2024). Current studies only report associations of PAH exposure with impaired liver function (Xu et al., 2021; Choi et al., 2023; Zhou et al., 2024) and lack information on the molecular mechanisms underlying specific hepatotoxic endpoints.

Most of the existing studies on PFAS and PAH exposure include only males, and the few studies that include both males and females provide conflicting evidence regarding the sex-dependent effects of PFAS. Based on their experiments on mice, Roth et al. reported that female mice show a greater likelihood of developing hepatic toxicity due to PFAS exposure (Roth et al., 2021). Based on their analysis of data from male and female patients and murine data from Schlezinger et al. (Schlezinger et al., 2020), Sen et al. reported that females are likely more sensitive to PFAS exposure than males (Sen et al., 2022). In contrast, Kim et al. reported that exposure to perfluorooctane sulfonate (PFOS) caused a larger disruption of lipid metabolism in the liver of male rats compared to female rats and that the no-observed-adverse-effect level (NOAEL) value was lower in male *versus* female rats (Kim et al., 2011). The discrepancy observed in these results can be due to variation in study design, such as choice of chemical, animal species and diet, and length and means of toxicant exposure, which makes it further challenging to compare such studies directly and make conclusions regarding sex-specific effects of the toxicants. This demands inferences from experiments that follow the same protocol to study various chemicals and both sexes. Furthermore, most epidemiological studies on human populations indirectly assessed PFAS toxicity by measuring serological biomarkers of injury, such as alanine aminotransferase (ALT) and aspartate aminotransferase (AST). For example, Costello et al. (Costello et al., 2022) provided a detailed systematic review of evidence from studies that associated PFAS exposure and ALT levels, in humans and rodents, and concluded that PFAS exposure correlated with increased ALT levels, indicating liver injury. Similarly, various human-health assessment studies have associated PFAS exposure with alterations in serum lipids and increased ALT (Steenland et al., 2009; Nelson et al., 2010; Gallo et al., 2012; Eriksen et al., 2013; Attanasio, 2019; Li et al., 2020). Some studies even associated PFAS exposure with sex-dependent outcomes, such as thyroid dysfunction and reproductive disorders (Melzer et al., 2010; Blake et al., 2018; Hammarstrand et al., 2021; Xie et al., 2021; Sang et al., 2024). Studies using serum measurements of liver injury markers, however, do not provide insights into the PFAS-induced molecular mechanisms of liver injury, particularly for specific endpoints, such as steatosis, hepatocellular carcinoma, and inflammation.

Of all the possible toxicity-induced liver injury phenotypes, many rodent and human studies have consistently linked PFAS exposure with various degrees of lipid accumulation in the liver (Wan et al., 2012; Bagley et al., 2017). The increased buildup of lipids in the liver leads to an adverse outcome called hepatic steatosis, which can progress to liver cirrhosis or non-alcoholic fatty liver disease (NAFLD). Thus, understanding the progression from exposure to steatosis can help elucidate the molecular mechanisms of PFAS-induced liver injury via steatosis. Steatosis adverse outcome pathways (AOPs) are frameworks that link a molecular initiating event (MIE) (such as molecular binding to a toxicant) to steatosis through a sequence of biological steps organized into intermediate effects (e.g., upregulation of specific genes or increased fatty acid synthesis) and key events (such as liver triglyceride accumulation) (Ankley et al., 2010; Mellor et al., 2016). Although researchers have described various steatosis AOPs, how PFAS exposure leads to steatosis via the previously described AOPs remains underexplored to our knowledge.

While existing studies report various metabolic pathways and mechanisms by which PFAS cause steatosis, they do not describe the effect of dose response or organism sex and include an analysis of only a limited set of pathways. Thus, there is a need for further studies on the effects of PFAS and PAH exposure on the liver that explore known AOP mechanisms of steatosis induction and how the mechanisms vary by sex.

In this study, we analyzed rat gene expression responses to PFAS and PAH with regard to steatosis AOP mechanisms, with a focus on identifying responses that are dependent on toxicant class, dose, or sex. We obtained gene expression data, which are publicly available in the National Toxicology Program (NTP) Chemical Effects in Biological Systems databases, from previously published reports (Auerbach et al., 2023a; Auerbach et al., 2023b; Auerbach et al., 2023c; Auerbach et al., 2023d) that detailed experiments where male and female Sprague Dawley rats were subjected to a daily dose of either PFAS or PAH for five consecutive days and transcriptomics data were collected on the sixth day for targeted RNA-sequencing analysis (TempO-Seq). The experiments tested four chemicals (2,3-Benzofluorene, 6:1 fluorotelomer alcohol, 10:2 fluorotelomer alcohol, and perfluorohexanesulfonamide) that were selected from a list of data-poor compounds identified as high priority by the EPA (Kim et al., 2011; Li et al., 2020; Costello et al., 2022; Sen et al., 2022). Here, we used the results for the whole transcriptome that was extrapolated from the targeted RNA-sequencing platform. We analyzed the gene expression responses of these four chemicals to identify the sex-dependent molecular mechanisms by which PFAS and PAH induce a steatosis outcome in rat livers, including the key MIEs and intermediate genes. Some of the mechanisms involved disruption of a higher number of genes in male rats than in female rats and some even at doses lower than the minimum dose that induced gene disruptions in female rats. We identified the peroxisome proliferator-activated receptor (PPAR)- and hepatocyte nuclear factor 4α (HNF4 α )-mediated pathways in our study, consistent with previously reported mechanisms in mouse and human hepatocytes (Takacs and Abbott, 2007; Wolf et al., 2008; Beggs et al., 2016; Louisse et al., 2023). By analyzing an independent but similar dataset from male Sprague Dawley rats exposed to PFOA (Gwinn et al., 2020), we found supporting evidence for the expression of the genes that we identified and determined to be sex- and toxicant class-specific. Our results show that PFAS chemicals exhibit sex-specific differences in the molecular mechanisms by which they might activate a steatosis AOP. Specifically, we observed dysregulation of certain key genes belonging to the bile secretion pathway. Overall, the results suggest that the PPAR signaling and bile secretion pathways potentially play important roles in the sex-dependent activation of a steatosis AOP for PFAS exposures. Finally, the approach employed in this study can be applied to determine the activation of steatosis AOP mechanisms in any liver gene expression dataset and the lowest dose at which an activation response occurs in the case of toxicant exposure.

## 2 Materials and methods

### 2.1 Chemical selection rationale

Auerbach et al. performed experiments with four chemicals [2,3-Benzofluorene, 6:1 fluorotelomer alcohol (FTOH), 10:2 FTOH, and perfluorohexanesulfonamide (PFHxSAm)] after selecting them from a list of data-poor compounds identified by the EPA and published their data as part of NIEHS reports (Auerbach et al., 2023a; Auerbach et al., 2023b; Auerbach et al., 2023c; Auerbach et al., 2023d). Prior to these experiments, existing literature lacked *in vivo* toxicological information on these four chemicals, and there were no quantitative risk assessment values for these chemicals according to the EPA CompTox Chemicals Dashboard (United States Environmental Protection Agency, 2022; United States Environmental Protection Agency, 2023; United States Environmental Protection Agency, 2024a). We wanted to analyze the potential of these compounds to cause hepatic steatosis particularly to provide toxicity data on these understudied chemicals.

### 2.2 Animal exposure experiments

All the experiments were performed by Auerbach *et al.* using male and female Sprague Dawley rats, and detailed descriptions of the experimental study design and protocols have been published in previous NIEHS reports (Auerbach et al., 2023a; Auerbach et al., 2023b; Auerbach et al., 2023c; Auerbach et al., 2023d). Briefly, 6- to 7-week-old male and female Sprague Dawley (Hsd:Sprague Dawley) rats were obtained from Envigo (Haslett, MI) and, after a quarantine period, randomly assigned to one of 10 dose groups for each chemical (n = 5 for each sex in each dose condition; n = 10 controls for each sex). 2,3-Benzofluorene, 6:1 FTOH, and PFHxSAm were formulated at doses of 0.15, 0.50, 1.40, 4, 12, 37, 111, 333, or 1,000 mg/kg and 10:2 FTOH at doses of 0.07, 0.20, 0.70, 2, 6, 18, 55, 160, or 475 mg/kg. Vehicle controls included corn oil (2,3-Benzofluorene and 6:1 FTOH) and acetone:corn oil (1:99) (PFHxSAm and 10:2 FTOH). The chemicals 10:2 FTOH and PFHxSam were obtained from SynQuest Laboratories Inc. (Alachua, FL) while 6:1 FTOH and 2,3-Benzofluorene were obtained from Apollo Scientific, Ltd. (Stockport, UK) and Finetech Industry Limited (London, UK), respectively. The chemicals were tested for purity using gas chromatography and/or mass spectrometry. All chemicals had a purity ≥95%, with 6:1 FTOH having the highest purity (99%), followed by 2,3-Benzofluorene (98.7%), 10:2 FTOH (97.8%), and PFHxSAm (95%). To select the dose levels for each chemical, median lethal dose (LD_50_) predictions were obtained from the OPEn structure-activity/property Relationship App (OPERA) (Mansouri et al., 2018). The rats in each dose group received one of the four study chemicals or vehicle (control group) by oral gavage for 5 consecutive days (days 0–4). On day 5, in random order, the rats were euthanized by CO_2_/O_2_ (70%/30%) anesthesia, and samples from the left liver lobe were collected within 5 min. About 250 mg of each tissue were cryopreserved in RNA*later* until processing for RNA isolation.

Total RNA was extracted from the cryopreserved liver samples using RNeasy 96 QIAcube HT kits (catalog no. 74171, Qiagen Inc., Valencia, CA). After RNA purity and quality checks, the samples were stored until processing for sequencing using the rat S1500^+^ TempO-Seq platform (Yeakley et al., 2017; Mav et al., 2018). For sequencing, 1 μL of each RNA sample was hybridized with the S1500^+^ beta detector oligo pool mix followed by nuclease digestion and polymerase chain reaction (PCR) amplification. The PCR amplification products were cleaned using a PCR clean-up kit (Machery-Nagel, Mountain View, CA) before sequencing on a HiSeq 2500 Sequencing System (Illumina, San Diego, CA). Sequencing data were processed using Illumina’s BCL2FASTQ software with all parameters set to default.

The TempO-Seq sequences were then aligned to the probe sequences from the target platform using Bowtie version 1.2.2 (Langmead et al., 2009). Samples were filtered out if they had values below the following thresholds: sequencing depth <300K, total alignment rate <40%, unique alignment rate <30%, number of aligned reads <300K, or percentage of probes with at least five reads <50%. All liver samples met the inclusion criteria. Outliers were removed following identification by principal component, hierarchical cluster, and inter-replicate correlation analyses. Unattenuated equivalent counts were calculated using the attenuation factors provided in the platform documentation and were subsequently normalized at the probe level by applying reads per million normalization. Following normalization, a pseudo-count of one was added to each normalized expression value, and these values were log2 transformed. In this study, we used the normalized log-transformed values from the S1500^+^ dataset and extrapolated them to the whole transcriptome (∼17K genes) using a principal component regression (Jolliffe, 1982) approach implemented in GeniE version 3.0.4 (Sciome, 2022). The extrapolation training data included publicly available Affymetrix GeneChip Rat Genome 230 2.0 Microarray samples (∼40K) from Gene Expression Omnibus (GEO) and the Open TG-GATES Database (Igarashi et al., 2015).

Using the extrapolated log-transformed whole transcriptome (∼17K genes) dataset, we identified differentially expressed genes per dose by performing a one-way analysis of variance (ANOVA) as implemented in the anovan function in the Statistics and Machine Learning Toolbox (v12.3) on MATLAB R2022a and then estimating the false discovery rate to correct for multiple comparisons. We used the resulting gene fold change values for all the subsequent analyses.

### 2.3 Selection of MIEs and target genes

We used the webtool ToxProfiler to select the potential protein targets that act as MIEs for steatosis (AbdulHameed et al., 2021). ToxProfiler uses the structure of a chemical to predict the probability of it binding to an established toxicity target. Therefore, we provided the structures of the PFAS and PAH chemicals administered in the rat experiments as input to ToxProfiler. To test if functional group attachments affect target binding, we added additional PFAS compounds to the input list. Supplementary Table S1 in Supplementary Material S1 contains the list of compounds and their SMILES that we input to ToxProfiler. We identified additional nuclear receptor MIEs from published steatosis AOPs reviewed by Mellor et al. (Mellor et al., 2016). Furthermore, we also included additional steatosis-specific MIEs by mining the EPA-AOP database (EPA-AOP DB) (Mortensen et al., 2021) by searching for AOPs with “steatosis” or “fatty liver” in the name field. We then extracted MIEs for these AOPs from the AOP-Wiki (Society for Advancement of AOPs, 2012) using the corresponding AOP ID. We provide a complete list of MIEs identified from EPA-AOP DB and AOP-Wiki in Supplementary Datasheet S1.

To collect the genes that are targets of the potential MIEs, we used the TRRUST database (Han et al., 2018), which is a curated repository of human and mouse transcription factor and target interactions, and downloaded the table of human transcription factor and regulatory interactions, which contains genes that act as transcription factors mapped to their target genes and the type of interaction (activation, repression, or unknown). From the downloaded table, we extracted targets of the 28 MIEs identified in the previous step and converted their gene symbols to rat gene symbols using online DAVID gene ID conversion tool (Huang et al., 2008). We counted the number of activated genes for each MIE at each toxicant dose based on whether a gene was up- or downregulated with a log2 fold change (FC) value of ≥0.6 or ≤ −0.6, respectively. Furthermore, we considered gene responses to be dose-based if there was an observed increase in the FC value in the same direction (up- or downregulation) as the increase in the toxicant dose. This dose association is reported only based on the observed trend in the direction of the FC.

### 2.4 Visual analysis of MIE-target gene network

We first generated an Excel table containing columns of source nodes (MIEs) and target nodes (target genes) and imported it into the Cytoscape desktop app (Shannon et al., 2003). We provide this table as part of Supplementary Datasheet S1. We applied the default and automatic preferred layout to visualize the MIE-gene network. We used dark blue squares to represent the MIE transcription factors and circle nodes to represent the target genes. To further visualize network-level dysregulation, we imported the gene expression FC values for the target genes at the highest dose level of a toxicant in our study. We then used the FC values to color the target nodes as either a green node to indicate negative FC or downregulation of the gene or a red node to indicate positive FC or upregulation. We have also visualized this information as a heatmap (Supplementary Datasheet S2) to trace gene patterns that showed sex- or toxicant class-dependent expression.

### 2.5 Software

We used the Statistics and Machine Learning Toolbox (v12.3) to perform the ANOVA, using the anovan function, on MATLAB R2022a (MathWorks Inc, 2022), the Cytoscape desktop app (Shannon et al., 2003) for network visualizations, and the pandas (The Pandas Development Team, 2023), numpy (Harris et al., 2020), seaborn (Waskom, 2021), and matplotlib (Hunter, 2007) packages for data analysis and heatmap visualizations on Python 3.10.

## 3 Results

### 3.1 Identification of steatosis MIEs and their target genes in the exposure dataset

To identify MIEs associated with PFAS, we first performed a chemical structure-based prediction of protein targets for toxicity using the webtool ToxProfiler. Figure 1A shows the ToxProfiler predictions in the form of a matrix, with rows representing chemicals and columns representing toxicity targets, and lists the three PFAS and one PAH that were part of the 5-day rat exposure study (indicated in bold font) as well as a few additional PFAS chemicals that we included to determine the effect of functional group attachment on the binding of PFAS to toxicity targets (see Supplementary Material S1, Supplementary Table S1). Our results showed that all PFAS compounds have a consistent binding profile (predominantly nuclear receptors) independent of the functional group attachments or the chain length and that this binding profile is different from that predicted for the PAH. We then augmented the ToxProfiler results with MIE information from the US EPA-AOP DB (Mortensen et al., 2021) and AOP-Wiki (Society for Advancement of AOPs, 2012). The EPA-AOP DB search returned 52 AOPs for “fatty liver” and 11 AOPs for “steatosis.” We then extracted MIEs for these AOPs from AOP-Wiki and obtained 25. Since the ToxProfiler results included many nuclear receptors, we checked the literature for the association between nuclear receptors and steatosis and identified a review paper by Mellor *et al.* (Mellor et al., 2016) that lists and describes nuclear receptors that can act as MIEs in steatosis. We integrated this reviewed list with our MIEs from ToxProfiler and AOP-Wiki. The final list included 28 MIEs, which are listed with their sources in Supplementary Datasheet S1. Figure 1B shows the sources of MIEs and the number of MIEs common between the sources in the form of a Venn diagram. There were 6 MIEs that were common to all sources: AHR, ESR1/ESR2, GR/NR3C1, PPARγ, PPARα, and PXR. We collected the target genes associated with the 28 transcription factors that act as MIEs from the TRRUST database and then mapped them to the rat 5-day exposure data. 

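The data mapped here are probe counts from liver and kidney of 416 Sprague Dawley rats, 832 libraries in all, with 5 dosed animals for each sex and dose of a chemical and 10 vehicle animals for each sex of a chemical. The doses of a chemical share their vehicle animals, while each chemical and each sex has vehicle animals of its own. The highest dose compared in liver was 1000 mg/kg for 2,3-Benzofluorene, 1000 mg/kg (female) and 333 mg/kg (male) for 6:1 FTOH, 475 mg/kg for 10:2 FTOH and 111 mg/kg for PFHxSAm. The single male at 1000 mg/kg 6:1 FTOH was left out. In TempO-Seq, paired detector oligonucleotides anneal to an RNA and are joined and amplified, so a gene is read by the count of its probe. The count tables hold 2,654 probes for 2,604 gene symbols, 34 genes have more than 1 probe, and a gene with several probes counts once per probe below. The study's own values were scaled to RPM and extrapolated to the whole transcriptome with GeniE 3.0.4, whereas the values given in these paragraphs use the measured probes only, so genes without a probe, such as Tat, Acsl1 and Angptl4, are not analysed here. Liver libraries held 920003 to 2266834 counts (median 1503704) and kidney libraries 24929 to 2700736 (median 1661820), where the study's lower limit was 300K. By chemical and sex, the median liver depth ran from 1383128 (6:1 FTOH, male; range 1070633 to 1578758, n = 51) to 1756362 (10:2 FTOH, male; range 1300651 to 2250840, n = 55). Each liver comparison tested 1,751 to 1,843 probes with edgeR after TMM scaling, and the biological coefficient of variation in the 2,3-Benzofluorene livers was 0.1723. Values below are log2 FC of dosed over vehicle animals with their standard error (SE), with p adjusted by Benjamini and Hochberg over all probes of a comparison. Calls are at an adjusted p under 0.05. Probes of near-identical paralogs (Cyp2b1 and Cyp2b2, Acot1 and Acot2, the Cyp4a2 and Sult2a families) can share signal. The sample labels name water/tween as the vehicle of 6:1 FTOH, 10:2 FTOH and PFHxSAm, where the methods name corn oil or acetone:corn oil.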

Out of the 28 MIEs identified, 19 mapped to transcription factors annotated in the TRRUST database. Figure 1C shows a summary of the final list of MIEs that act as transcription factors and the genes they modulate as a network diagram. Most of the target genes (indicated as white circles) clustered around their transcription factors (indicated as blue squares) except for genes modulated by more than one transcription factor. Figure 1D shows the list of MIEs, the number of target genes for each MIE, and the number of target genes mapped to the rat 5-day exposure data. 

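Among the measured probes, PPARα keeps 13 of its 31 targets, PPARγ 30 of 58, HNF4α 22 of 34, ESR1 37 of 62 and AHR 11 of 16, and LXRα (NR1H3) keeps 1 of 4. The targets that responded differ between these sets. For PPARα they include Acadl, the mitochondrial long-chain acyl-CoA dehydrogenase, with a log2 FC of 1.27 in female livers at 1000 mg/kg 6:1 FTOH (SE 0.18, n = 5 against 10). For AHR they include Cyp1a2, a drug-metabolizing monooxygenase, at 3.93 (SE 0.16, adjusted p = 4.4e-40) in female livers at 1000 mg/kg 2,3-Benzofluorene. After the expression filter, 139 to 146 target probes of all MIEs could be tested in a comparison. The factor genes themselves were also read: Hnf4a fell in female livers at the highest 6:1 FTOH dose, -0.61 (SE 0.15, adjusted p = 5.8e-04), Nr3c1, which encodes the glucocorticoid receptor, fell in male livers there, -0.76 (SE 0.11, adjusted p = 7.2e-09), and Esr1, which encodes estrogen receptor α, fell in both sexes, -1.24 (SE 0.20) and -1.31 (SE 0.21).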

The MIEs androgen receptor (AR) and estrogen receptor 1 (ESR1) mapped to a high number of genes in the rat exposure data since they have many targets. We used the genes mapped in this section for our further analysis.

**FIGURE 1:**
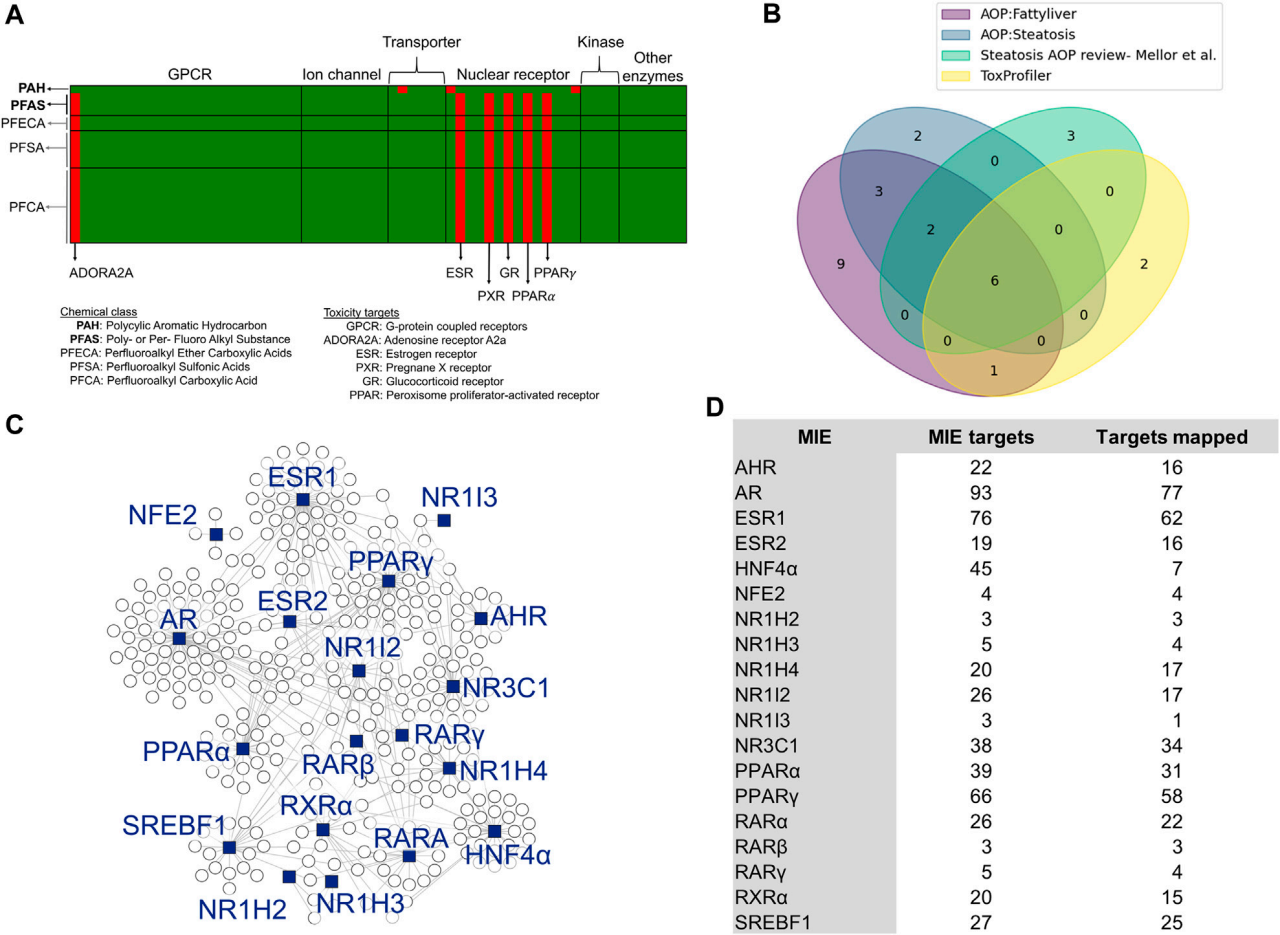
Selection of molecular initiating events (MIEs) and their target genes. **(A)** Binding targets of PFAS and PAH chemicals as predicted using ToxProfiler. Each row represents a chemical, and each column represents a toxicity target. Red cells denote a high probability of binding between a chemical and a toxicity target, such as ESR, PXR, and GR for PFAS compounds. **(B)** Overlap of MIEs collected from different sources. **(C)** Network visualization of steatosis-associated MIEs analyzed in this study and their target genes. The blue squares represent MIEs acting as transcription factors to the genes represented by the circle nodes. **(D)** List of MIEs analyzed in this study, the number of genes they modulate, and the number of those genes that map to the rat PFAS and PAH exposure dataset.

We counted the target genes that were either upregulated (FC ≥ 0.6) or downregulated (FC ≤ −0.6) for each MIE to identify exposure-induced toxicity mechanisms. Table 1 shows the number of target genes dysregulated for each MIE at each toxicant dose. 

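Counted on measured probes with the study's rule of a log2 FC of at least 0.6 in size, 6:1 FTOH changed 43 of 141 target probes in female livers at 1000 mg/kg and 54 in male livers at 333 mg/kg. PFHxSAm changed 23 and 38 of 139 at 111 mg/kg, 10:2 FTOH 20 and 38 of 146 at 475 mg/kg, and 2,3-Benzofluorene 22 and 23 of 140 at 1000 mg/kg. Among these targets, Apoa1, which encodes the main protein of high-density lipoprotein, fell in male livers, -1.43 (SE 0.18) with 6:1 FTOH and -2.05 (SE 0.14) with PFHxSAm, and Ugt1a1, a bilirubin glucuronosyltransferase, rose by 1.24 (SE 0.15) and 1.38 (SE 0.13). At an adjusted p under 0.05, with no rule on size, the target counts (female/male) were 60/69 for 6:1 FTOH, 27/55 for PFHxSAm, 25/62 for 10:2 FTOH and 23/25 for 2,3-Benzofluorene. In vehicle-like conditions the size rule alone still counts probes: at 0.15 mg/kg 2,3-Benzofluorene it gives 6 in females and 3 in males with 0 at an adjusted p under 0.05.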

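PPARα targets moved in the largest numbers with 6:1 FTOH, and with PFHxSAm in male livers. Of 11 tested PPARα targets, those with a log2 FC of at least 0.6 in size numbered 7 (female) and 9 (male) with 6:1 FTOH, 1 and 9 with PFHxSAm, 0 and 1 with 10:2 FTOH and 2 and 4 with 2,3-Benzofluorene. With an adjusted p under 0.05 as well, the same counts are 5, 8, 0, 9, 0, 1, 1 and 2. The smaller of the first counts shift: without 1 animal the count is 2 in 10:2 FTOH females without 227 or 318 (1 in 7 other runs of 15), 2 in 10:2 FTOH males without 311 or 313 and 2 in PFHxSAm females without 117, 186 or 190, with no filter it is 3 in each sex with 10:2 FTOH, and with the stricter filter it is 1 and 0 there and 1 and 2 with 2,3-Benzofluorene. PPARγ targets numbered 10 and 9 of 25 with 6:1 FTOH and 2 and 7 of 23 with PFHxSAm. The members include Plin2, which encodes a lipid droplet coat protein, at 2.30 (SE 0.19, adjusted p = 2.6e-18) in 6:1 FTOH males and 1.16 (SE 0.12) in PFHxSAm males, and Lpl, the lipoprotein lipase, at 1.92 (SE 0.27) in 6:1 FTOH males (n = 5 dosed and 10 vehicle animals). As a set ranked against all other probes by camera with an estimated correlation between members, PPARα targets gave an adjusted p = 0.436 in 6:1 FTOH females, 0.0684 in 6:1 FTOH males and 0.00764 in PFHxSAm males. Without male 413 the value of 6:1 FTOH males is 0.0329, and with the dosed and vehicle groups alone that of PFHxSAm males is 0.078 (0.109 under scaling by library totals).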

The results show that most of the targets modulated by PPAR were dysregulated upon exposure to toxicants. 

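In the livers of PFHxSAm males, 6 PPARα targets had a log2 FC of 0.6 or more and 3 of -0.6 or less, and with 6:1 FTOH the split was 5 and 2 in females and 6 and 3 in males. HNF4α targets split the other way: 1 and 8 of 17 in 6:1 FTOH males, 0 and 7 of 18 in PFHxSAm males and 1 and 6 of 18 in 10:2 FTOH males. With both directions together, the 7 of PFHxSAm males become 4 with the stricter filter, and the 7 of 10:2 FTOH males become 11 with no filter and 4 under limma. The PPARα target Plin2 rose by 1.24 (SE 0.19, adjusted p = 8.1e-08) in 6:1 FTOH females (n = 5 against 10). Of the HNF4α targets, Apoa1 fell in 10:2 FTOH males, -1.45 (SE 0.18, adjusted p = 6.8e-11), and Apoc3, an apolipoprotein that slows lipoprotein clearance, fell in 6:1 FTOH males, -1.27 (SE 0.21, adjusted p = 2.2e-07). As sets against all other probes, HNF4α targets had an adjusted p = 0.127 in 6:1 FTOH males and 0.115 in PFHxSAm males with an estimated correlation.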

A closer look at the number of dysregulated MIE targets revealed that most of the PPAR targets were upregulated while the HNF4α targets were downregulated (Supplementary Material S1, Supplementary Table S2). 

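Targets of ESR1 and NR3C1 with a log2 FC of at least 0.6 in size at the highest 6:1 FTOH dose numbered 12 and 6 in female livers and 14 and 5 in male livers, of 33 and 21 tested. In PFHxSAm males they numbered 8 and 4, in 10:2 FTOH males 9 and 4, and in 2,3-Benzofluorene males 6 and 3. Of the ESR1 targets, Egfr, the epidermal growth factor receptor, fell in 6:1 FTOH females, -1.74 (SE 0.34, adjusted p = 1.7e-05), while Abcg2, an efflux transporter of the canalicular membrane, rose in 6:1 FTOH females and males, 0.67 (SE 0.11) and 0.88 (SE 0.12), and Esr1 itself fell in PFHxSAm males, -1.39 (SE 0.16, adjusted p = 2.5e-11).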

Following the PPAR targets, nuclear receptor subfamily 3 group C member 1 (NR3C1), ESR1, and AR modulated the greatest number of dysregulated targets. In addition, we found that the number of dysregulated genes was generally higher in male rats compared to female rats exposed to the same dose of toxicant. Furthermore, male rats showed dysregulation responses at doses lower than the first dose at which female rats showed any dysregulation. For example, female rat livers exhibited dysregulation of only one or two targets of PPARα and PPARγ in response to 111 mg/kg 6:1 FTOH while male rat livers showed a dysregulation of 6–11 targets in response to 37 mg/kg of the same toxicant. 

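Measured over all probes at the highest dose, males had more changed genes than females with each PFAS and fewer with 2,3-Benzofluorene. The counts (female and male) were 691 and 790 with 6:1 FTOH at 1000 and 333 mg/kg, 298 and 553 with 10:2 FTOH, 314 and 565 with PFHxSAm, and 206 and 159 with 2,3-Benzofluorene. At the matched 333 mg/kg of 6:1 FTOH, females had 332. Genes that changed in PFHxSAm males include Cps1, the first enzyme of the urea cycle, at -0.90 (SE 0.12, adjusted p = 1.8e-09), and Lpin1, a phosphatidate phosphatase of glycerolipid synthesis, at -1.12 (SE 0.28, adjusted p = 7.5e-04). Lpin1 also fell in 10:2 FTOH males, -1.69 (SE 0.30). Under scaling by library totals the median of all genes in PFHxSAm males moves to -0.342 and the count becomes 879. The medians there for the other comparisons that move by more than 0.1 are -0.22 and -0.19 (6:1 FTOH, female and male), 0.143 (10:2 FTOH, female) and -0.101 (2,3-Benzofluorene, male). With the dosed and vehicle libraries of the main plate alone, 2,3-Benzofluorene gives 111 and 88 genes and 10:2 FTOH females 163.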

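The lowest dose from which at least 10 genes changed at it and at each higher dose was 111 mg/kg in females and 12 mg/kg in males for 6:1 FTOH, 55 and 18 mg/kg for 10:2 FTOH, 37 and 4 mg/kg for PFHxSAm, and 12 mg/kg in both sexes for 2,3-Benzofluorene. Leaving out 1 animal moves the step of 2,3-Benzofluorene to 37 mg/kg in 5 of 20 runs in females and 10 of 20 in males, that of 6:1 FTOH in females to 333 mg/kg in 3 of 25 and that of PFHxSAm in males to 12 mg/kg without animal 154, while it moves to lower doses for 10:2 FTOH, 18 mg/kg in females without 227 or 317 and 6 mg/kg in males without 216, and for 6:1 FTOH males, 4 mg/kg without 413. In other settings 2,3-Benzofluorene starts in females at 37 mg/kg (main plate alone, dosed and vehicle groups alone, 20 genes asked for) and in males at 37 mg/kg (library totals, no filter, plate as a term, limma, dosed and vehicle groups alone) or 111 mg/kg (main plate alone, 20 genes), 6:1 FTOH in females at 333 mg/kg (main plate alone, no filter, 20 genes) and in males at 4 mg/kg (DESeq2, dosed and vehicle groups alone, 5 genes), 10:2 FTOH in females at 18 mg/kg (DESeq2, stricter filter, 5 genes) and in males at 6 mg/kg (the same and plate as a term, dosed and vehicle groups alone), and PFHxSAm in females at 12 mg/kg (DESeq2) and in males at 12 mg/kg (dosed and vehicle groups alone) or 0.5 mg/kg (5 genes). Ehhadh, the bifunctional enzyme of peroxisomal beta-oxidation, changed in males from 12 mg/kg 6:1 FTOH on, 2.22 (SE 0.42, adjusted p = 1.4e-04), and in females at 37 mg/kg it stood at 0.40 (SE 0.43, adjusted p = 0.999). Cyp1a2 rose from 4 mg/kg 2,3-Benzofluorene on in both sexes, 0.99 (SE 0.16, adjusted p = 1.1e-05) in females and 1.13 (SE 0.16, adjusted p = 2.0e-07) in males (n = 5 against 10). Isolated calls also occur below these steps: 75 genes in females at 4 mg/kg 6:1 FTOH with 0 at 12 mg/kg and 26 in females at 0.2 mg/kg 10:2 FTOH, where animals 378 and 246 carry male in place of female transcripts, and 17 in females at 0.15 mg/kg PFHxSAm, where animal 129 carries both. In males 12 genes were called at 0.5 mg/kg PFHxSAm, with 5 at 1.4 mg/kg and both sets of transcripts in vehicle animal 105, and 138 at 1.4 mg/kg 2,3-Benzofluorene.

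**Figure D1:**
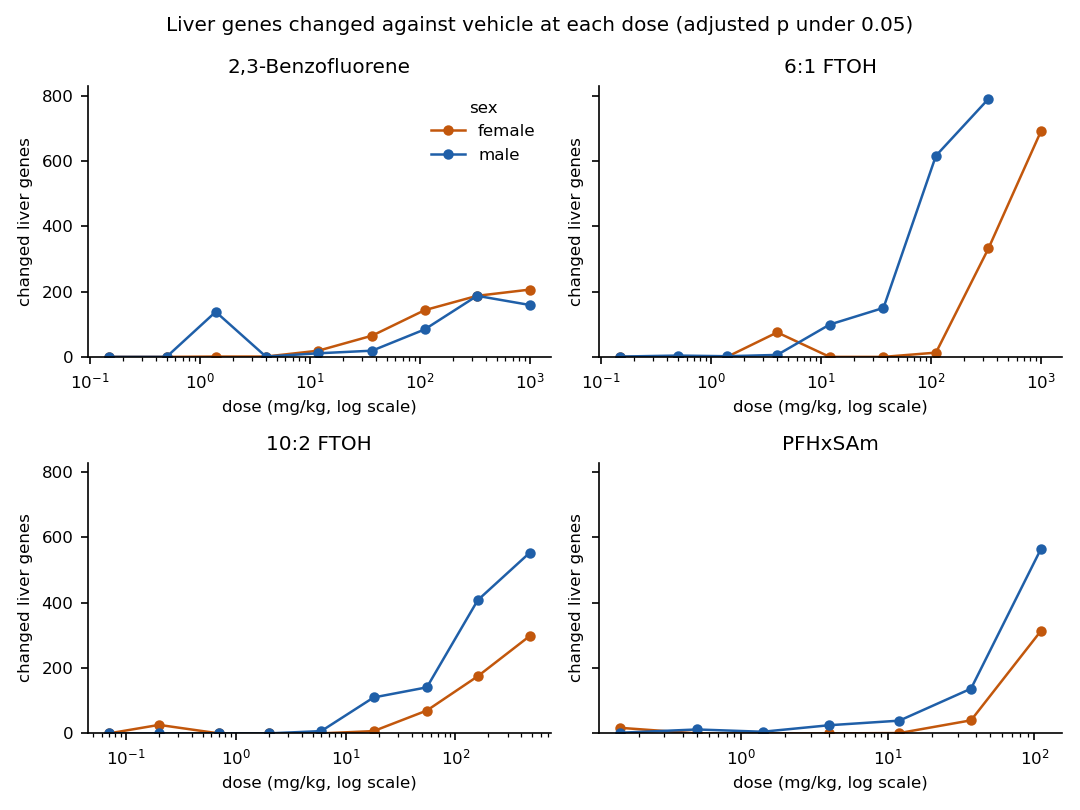
Numbers of liver genes higher and lower than vehicle (adjusted p under 0.05) at each dose of each chemical in female and male rats, n = 5 dosed and 10 vehicle animals per sex.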

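At 111 mg/kg 6:1 FTOH, female livers had 2 PPARα and 4 PPARγ targets with a log2 FC of at least 0.6 in size, 1 of each with an adjusted p under 0.05. At 37 mg/kg, male livers had 6 of each, 5 and 4 with an adjusted p under 0.05. Outside the target sets, Fabp1, the liver fatty acid-binding protein, was 1.06 (SE 0.15, adjusted p = 1.5e-08) in males and 0.21 (SE 0.15, adjusted p = 0.695) in females at these doses (n = 5 against 10). No difference between the sexes was tested at these doses.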

The PAH chemical 2,3-Benzofluorene induced dysregulation of the least number of target genes compared to the other toxicants. 

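With 2,3-Benzofluorene, Cyp1a1, the main inducible enzyme of polycyclic hydrocarbon oxidation, had 0 or 1 count in all vehicle livers together and 146 counts in the 5 females and 26 in the 5 males at 1000 mg/kg. Of 16 tested genes of the NRF2 response list, 13 rose in females (camera adjusted p = 2.7e-06) and 7 in males (0.0157), 14 and 7 when adjusted over the list alone. Akr7a3, an aflatoxin aldehyde reductase, rose by 2.74 (SE 0.29, adjusted p = 1.9e-12) and 2.00 (SE 0.25, adjusted p = 4.7e-10), Gsta3, a glutathione transferase, by 0.65 (SE 0.14) and 1.13 (SE 0.14), and Ugt1a1 by 1.08 (SE 0.12) and 1.25 (SE 0.12). As a set, AHR targets gave an adjusted p = 1.7e-05 in females and 1.1e-04 in males, although only 2 and 3 of 10 rose. Listed peroxisomal beta-oxidation genes did not rise as a group: 1 rose (0 to 1 without 1 animal) and 2 fell of 16 in females, 0 and 4 in males (0.792 and 0.183). Car3, a carbonic anhydrase of hepatocytes, fell in females, -3.03 (SE 0.39, adjusted p = 3.3e-09) (n = 5 against 10 in each comparison).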

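In females 10:2 FTOH raised genes of matrix and contractile cells. At 475 mg/kg Acta2, the smooth muscle actin of activated stellate cells, was higher by 4.44 (SE 0.41, adjusted p = 2.4e-15), Tagln, an actin-binding protein of the same cells, by 2.83 (SE 0.26, adjusted p = 2.4e-15), Tnc, a matrix glycoprotein, by 3.89 (SE 0.43, adjusted p = 4.6e-12), and Col1a2, a fibrillar collagen chain, by 1.14 (SE 0.16, adjusted p = 3.4e-08). Tagln also rose in females with 6:1 FTOH and PFHxSAm, 1.05 (SE 0.28) and 1.28 (SE 0.31). In males Tnc rose by 4.53 (SE 0.46, adjusted p = 2.0e-14) and Acta2 by 2.79 (SE 0.36, adjusted p = 4.5e-10), and the change of Col1a2 was lower than in females, the male-minus-female difference being -1.26 (SE 0.24, adjusted p = 4.0e-04). Of 6 tested markers of the stellate list 4 rose in females (camera adjusted p = 0.0025; 4 adjusted over the list alone) and 2 in males with 1 lower (0.877). Cyp26b1, which degrades retinoic acid, rose by 2.53 (SE 0.58) and 2.88 (SE 0.37). PFHxSAm at its highest dose raised Cyp3a1, a xenobiotic monooxygenase, by 2.06 (SE 0.21, adjusted p = 7.2e-13) in females. The measured genes of the unfolded protein response list gave 7 lower of 7 in 10:2 FTOH males (0.196). That count is 3 to 7 when 1 animal is left out. Xbp1, a transcription factor of that response, stood at -0.95 (SE 0.17, adjusted p = 4.8e-06). The doses of 10:2 FTOH and PFHxSAm differ, so their counts stand side by side and were not tested against each other (n = 5 against 10).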

Out of the three PFAS, PFHxSAm did not affect as many genes in female rats as in male rats, and 10:2 FTOH induced the lowest number of MIE target dysregulations in both male and female rats.

**TABLE 1:** Number of target genes disrupted (FC ≤ −0.6 or FC ≥ 0.6) for each MIE across three highest doses of PFAS chemicals (6:1 FTOH, 10:2 FTOH, and PFHxSAm) and a PAH chemical (2,3-Benzofluorene) exposures for male and female rats. MIEs were obtained from ToxProfiler and published AOPs and their target genes were obtained from TRRUST database.

	2,3-Benzofluorene						6:1 FTOH						10:2 FTOH						PFHxSAm					
	Female			Male			Female			Male			Female			Male			Female			Male		
Dose (mg/kg)	111	333	1,000	111	333	1,000	111	333	1,000	37	111	333	55	160	475	55	160	475	12	37	111	12	37	111
AHR	3	3	4	6	5	7	0	4	9	3	7	10	2	2	2	5	5	7	0	0	3	2	3	4
AR	0	2	1	2	3	2	0	1	5	2	3	6	3	5	5	2	3	9	0	0	3	1	2	5
ESR1	0	3	4	2	2	3	1	3	11	3	6	12	3	3	1	1	5	9	0	0	4	2	2	5
ESR2	0	1	1	0	0	0	0	1	1	0	1	3	1	1	1	0	1	2	0	0	2	0	1	1
HNF4α	0	1	2	2	1	3	1	2	3	4	8	7	2	4	3	0	1	3	0	2	3	2	4	7
NFE2	0	1	1	0	0	0	0	0	0	0	0	0	0	0	1	0	0	1	0	0	0	0	0	0
NR1H2	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0
NR1H3	0	0	1	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	1	1	0	0	1
NR1H4	1	1	1	1	0	0	1	1	2	1	4	3	0	1	1	0	0	3	0	0	1	0	1	2
NR1I2	1	1	1	1	2	1	0	2	2	0	3	3	0	1	1	1	1	3	0	0	1	0	0	3
NR1I3	1	1	1	1	1	1	0	1	1	0	1	1	0	0	0	1	1	1	0	0	1	0	0	0
NR3C1	1	2	2	2	2	3	0	2	6	0	3	6	1	1	2	2	1	5	0	0	2	1	1	3
PPARα	2	2	4	3	2	5	3	14	17	12	19	20	0	2	1	2	8	10	0	1	5	2	5	18
PPARγ	2	4	5	2	2	3	2	8	16	7	11	18	2	3	7	1	5	10	0	0	4	2	2	9
RARα	2	2	3	2	1	2	0	4	5	0	4	4	2	2	4	1	2	2	0	1	4	0	0	4
RARβ	0	0	0	0	0	0	0	0	0	0	2	2	0	0	0	0	0	1	0	0	0	0	0	1
RARγ	0	0	0	0	0	0	0	0	1	0	1	1	0	0	1	0	1	1	0	0	0	0	0	1
RXRα	2	2	2	2	1	1	1	2	2	0	3	2	1	2	2	1	1	2	0	0	2	0	1	3
SREBF	1	0	1	3	4	3	2	6	9	4	5	7	1	0	5	2	2	3	1	0	3	4	1	6

PAH, polycyclic aromatic hydrocarbons; PFAS, per- or polyfluoro alkyl substances; FC, fold change; FTOH, fluorotelomer alcohol; MIE, molecular initiating event; PFHxSAm, perfluorohexanesulfonamide; AHR, aryl hydrocarbon receptor; AR, androgen receptor; ESR1/2, estrogen receptor 1/2; HNF4α, hepatocyte nuclear factor 4α; NFE2, nuclear factor erythroid 2; NR1H2/3/4, nuclear receptor subfamily 1, group H, member 2/3/4; NR1I2, nuclear receptor subfamily 1, group I, member 2; NR3C1, nuclear receptor subfamily 3, group C, member 1; PPARα/γ, peroxisome proliferator-activated receptor α/γ; RAR, retinoic acid receptor; RXR, retinoid X receptor; SREBF1, sterol regulatory element binding transcription factor 1.

To understand the overall expression patterns of the mapped genes that indicate activation of MIEs leading to steatosis, we superimposed the FC values of the genes from the rat PFAS and PAH exposure data on the MIE-target gene network in Figure 1C. The resultant network diagrams and genes dysregulated at the highest dose of each toxicant are shown in Figure 2, with nodes in green indicating downregulation of the gene (FC ≤ −0.6) and nodes in red indicating upregulation (FC ≥ 0.6). Our results here again suggested that the male rats showed disruption of a higher number of target genes compared to the female rats. Furthermore, we could visualize that 6:1 FTOH was the most potent chemical and disrupted the highest number of genes, in particular upregulating many of the PPARα targets. 

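Tested gene by gene at a dose given to both sexes, the response differed between male and female livers for 276 genes with 6:1 FTOH (333 mg/kg), 198 with PFHxSAm (111 mg/kg), 65 with 10:2 FTOH (475 mg/kg) and 42 with 2,3-Benzofluorene (1000 mg/kg). The response was the larger in males for 243, 167, 54 and 22 of them. Cd36, a fatty acid translocase, had a male-minus-female difference of 3.80 (SE 0.31, adjusted p = 8.4e-18) with 6:1 FTOH (4.23 in males and 0.42 in females), and Sult1c2a, a sulfotransferase, of -2.55 (SE 0.27, adjusted p = 1.3e-12). With PFHxSAm, Cyp4a1, a fatty acid omega-hydroxylase, differed by 3.84 (SE 0.23, adjusted p = 6.2e-25) and Acaa1a, the peroxisomal 3-ketoacyl-CoA thiolase, by 2.51 (SE 0.18, adjusted p = 1.3e-19). With 10:2 FTOH, Slc17a3, an organic anion transporter, differed by 0.86 (SE 0.15, adjusted p = 1.4e-04) and Sema6d, a semaphorin, by -0.92 (SE 0.17, adjusted p = 2.3e-04). With 2,3-Benzofluorene, Akr1d1, the steroid 5β-reductase of bile acid synthesis, rose in males and fell in females, a difference of 1.19 (SE 0.13, adjusted p = 7.2e-11), and Tsku, a secreted proteoglycan, fell in males and rose in females, -2.81 (SE 0.39, adjusted p = 1.2e-07). Genes called in both sexes mostly moved the same way: 237 of 247 with 6:1 FTOH, 204 of 208 with PFHxSAm, 199 of 200 with 10:2 FTOH and 60 of 65 with 2,3-Benzofluorene. Restricted to the main plate the number of differing genes is 164 for 6:1 FTOH, 32 for 10:2 FTOH and 18 for 2,3-Benzofluorene, and under scaling by library totals it is 401 for PFHxSAm. With each sex at its own highest dose it is 132 for 6:1 FTOH, without a filter 27 for 2,3-Benzofluorene and under limma 414 for PFHxSAm. Male 413 at 333 mg/kg 6:1 FTOH carries female sex markers, and without the libraries of that kind the 6:1 FTOH number is 436.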

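6:1 FTOH raised most of the measured genes listed for fatty acid oxidation. Of 16 listed peroxisomal and omega-oxidation probes, 13 rose and 0 fell in females at 1000 mg/kg, and 14 rose and 1 fell in males at 333 mg/kg (0 to 1 fell without 1 animal; 13 and 14 higher when adjusted over the list alone). Ranked against all probes with an estimated correlation, the list had adjusted p = 0.0608 and 0.0684. Of 15 listed mitochondrial oxidation and ketogenesis probes 15 and 14 rose and 0 fell (adjusted p = 0.0553 and 0.0684 with an estimated correlation). The fit behind these set tests holds libraries 378 and 413, which carry transcripts of the other sex. Without the libraries of that kind the PPARα set of 6:1 FTOH males had a camera adjusted p = 0.00472 in place of 0.0684. That run was chosen after the data were seen and is not given for these lists. Cyp4a1 reached 5.34 (SE 0.40, adjusted p = 1.0e-20) in males, Cpt1b, a muscle-type carnitine palmitoyltransferase, 5.34 (SE 0.50, adjusted p = 3.9e-16), Crat, a carnitine acetyltransferase, 3.08 (SE 0.22), and Eci1, a mitochondrial enoyl-CoA isomerase, 3.05 (SE 0.33) in females and 3.98 (SE 0.34) in males. Cyp2b1, a monooxygenase induced through CAR, rose in females by 7.68 (SE 0.67, adjusted p = 1.1e-16), and 12 of 13 measured genes of the CAR and PXR response list rose there (adjusted p = 0.0252). At a matched 111 mg/kg the PFAS alcohol and the sulfonamide differed in males in 35 of 1650 genes and, of 369 changed with both, 365 had the same sign, with a 6:1 FTOH minus PFHxSAm difference of 0.59 (95% interval 0.031 to 1.15, adjusted p = 0.319) for Ehhadh. In females at that dose 55 genes differed, with Acot2, a mitochondrial acyl-CoA thioesterase, at -1.33 (95% interval -1.78 to -0.87, adjusted p = 9.3e-04) and Cyp2b1 at -2.51 (95% interval -3.40 to -1.61, adjusted p = 9.3e-04). Leaving out 1 animal gives 24 to 62 such genes in females and 19 to 59 in males, and other settings give 32 (limma) to 71 (DESeq2) in females, with 36 under library totals, and 29 (no filter) to 65 (DESeq2) in males, with 54 under library totals. Against 2,3-Benzofluorene at 111 mg/kg, 330 genes differed in 6:1 FTOH males and 24 in females (16 without animal 409 to 45 without vehicle animal 441, and 50 under DESeq2). Markers of other cells moved with the highest 6:1 FTOH dose as well: of 3 red cell genes 2 fell in females and 3 in males, with Hbb, a globin, at -1.23 (SE 0.30) and -1.77 (SE 0.31), and Pecam1, an endothelial adhesion molecule, fell in males, -1.58 (SE 0.30, adjusted p = 8.4e-06) (n = 5 against 10).

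**Figure D2:**
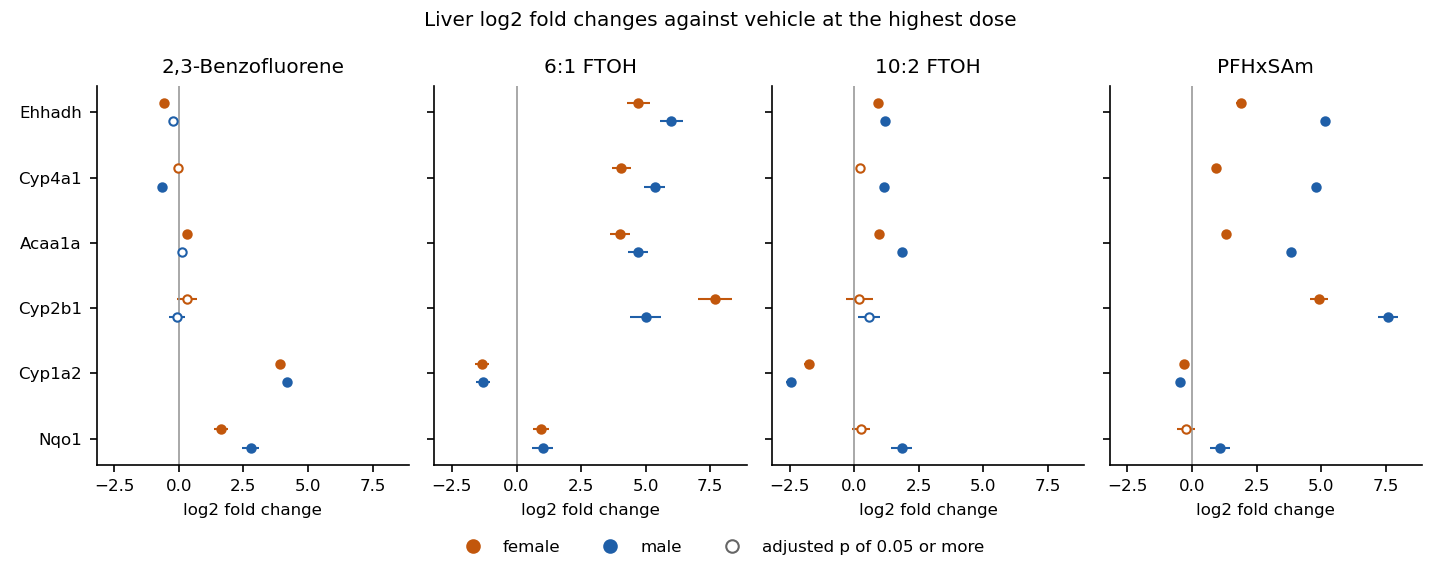
Log2 FC with standard error of genes named in the text at the highest dose of each chemical in female and male livers, n = 5 dosed and 10 vehicle animals.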

The expression of these genes in the form of a heatmap (Supplementary Datasheet 2) further helped identify genes that *1*) responded identically across all the chemicals (consistent up- or downregulation), *2*) showed a PFAS- or PAH-specific response, or *3*) showed a sex-specific response. For example, we identified that the gene *Abcc3* was consistently upregulated in response to all the chemicals irrespective of sex, suggesting that some of the responses are toxicant- and sex-independent. Similarly, we identified *Cyp1a2* that was upregulated on exposure to the PAH and downregulated on exposure to any of the PFAS compounds, indicating responses that differed based on the class of chemical. 

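Abcc3, which encodes a basolateral export pump for conjugated bile acids and drugs (MRP3), rose in each of the 8 comparisons. The log2 FC in females and males was 1.62 (SE 0.21, adjusted p = 3.3e-09) and 2.11 (SE 0.27, adjusted p = 8.0e-10) with 2,3-Benzofluorene, 1.32 (SE 0.20, adjusted p = 3.5e-08) and 2.78 (SE 0.23, adjusted p = 1.3e-18) with 6:1 FTOH, 1.54 (SE 0.24, adjusted p = 2.6e-07) and 3.43 (SE 0.27, adjusted p = 1.5e-19) with 10:2 FTOH, and 0.96 (SE 0.22, adjusted p = 7.1e-04) and 1.92 (SE 0.26, adjusted p = 2.7e-09) with PFHxSAm. In 10:2 FTOH males the mean rose to 132 ± 17.1 CPM against 12.1 ± 4.28 CPM (mean ± SD, n = 5 and 10). The rise was larger in males with 6:1 FTOH, where males exceeded females by 2.16 (SE 0.32, adjusted p = 2.0e-07) at 333 mg/kg, and with 10:2 FTOH, by 1.89 (SE 0.38, adjusted p = 6.9e-04). The differences with 2,3-Benzofluorene, 0.48 (SE 0.35, adjusted p = 0.566), and PFHxSAm, 0.96 (SE 0.35, adjusted p = 0.0581), are not resolved. In all, 3 of 1,723 genes tested everywhere rose in all 8 comparisons, Abcc3, Me1, the cytosolic malic enzyme that supplies NADPH, and Nr1d2, a clock repressor, against 3.62e-05 if the comparisons were independent.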

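Cyp1a2 rose with 2,3-Benzofluorene in males by 4.20 (SE 0.16, adjusted p = 3.3e-42) and fell with 6:1 FTOH and 10:2 FTOH in both sexes: -1.33 (SE 0.28, adjusted p = 4.7e-05) and -1.29 (SE 0.28, adjusted p = 6.8e-05) with 6:1 FTOH, -1.76 (SE 0.19, adjusted p = 2.2e-12) and -2.44 (SE 0.20, adjusted p = 9.1e-19) with 10:2 FTOH (females and males, n = 5 against 10). With PFHxSAm the change was small, -0.32 (SE 0.12, adjusted p = 0.0488) and -0.45 (SE 0.12, adjusted p = 0.00225). At the matched 111 mg/kg the 6:1 FTOH minus PFHxSAm difference in males was -1.27 (95% interval -1.60 to -0.95, adjusted p = 3.9e-06), and the PFHxSAm minus 2,3-Benzofluorene difference -3.83 (95% interval -4.21 to -3.45, adjusted p = 2.4e-16). The 6:1 FTOH male value rests on 1 animal: without male 413, which has 4770.3 CPM against 293.89 to 599.05 CPM in the other 4, it is -2.81 (adjusted p = 1.1e-20). It also reads -0.73 (adjusted p = 0.0749) with the main plate alone, and the PFHxSAm female call is lost without any 1 of 9 animals (-0.30, adjusted p = 0.0854 without vehicle female 111) while the male value is -0.73 under scaling by library totals.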

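Igfbp1, a hepatic binding protein of insulin-like growth factors that is repressed by insulin, fell in male livers with 6:1 FTOH, -2.29 (SE 0.43, adjusted p = 6.4e-06), PFHxSAm, -1.89 (SE 0.44, adjusted p = 4.0e-04), and 2,3-Benzofluorene, -1.48 (SE 0.45, adjusted p = 0.0176), and stood at -0.38 (SE 0.41, adjusted p = 0.527) with 10:2 FTOH. In female livers it stood at 0.66 (SE 0.37, adjusted p = 0.156) with 6:1 FTOH, 0.86 (SE 0.39, adjusted p = 0.115) with PFHxSAm, 0.56 (SE 0.40, adjusted p = 0.416) with 2,3-Benzofluorene and 0.21 (SE 0.40, adjusted p = 0.794) with 10:2 FTOH, none of them called at the highest dose. At lower doses of 6:1 FTOH it rose in females, 1.88 (SE 0.36, adjusted p = 0.00163) at 111 mg/kg and 1.42 (SE 0.36, adjusted p = 0.00248) at 333 mg/kg. The male-minus-female difference was tested directly: -3.70 (SE 0.56, adjusted p = 4.9e-07) with 6:1 FTOH, -2.75 (SE 0.58, adjusted p = 3.5e-04) with PFHxSAm, -2.03 (SE 0.59, adjusted p = 0.0412) with 2,3-Benzofluorene and -0.59 (SE 0.57, adjusted p = 0.667) with 10:2 FTOH. Across the doses of 6:1 FTOH the female trend is upward, 0.15 (SE 0.032, adjusted p = 6.9e-05) per dose step. The adjusted p of 2,3-Benzofluorene males is 0.0734 with the dosed and vehicle groups alone, 0.067 without animal 439, 0.0505 without animal 533 and 0.0931 without animal 535. Without vehicle female 340 the 6:1 FTOH female value is 1.06 (adjusted p = 0.0135), and with the dosed and vehicle groups alone PFHxSAm females have 0.84 (adjusted p = 0.0347).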

We also identified genes with sex-dependent responses, such as the gene *Igfbp1* that was consistently downregulated in male rats but upregulated in female rats. We labeled these nodes in the network diagrams in Figure 2. Our results indicate that sex and the class of the chemical can affect the responses of these target genes and that the variation in these gene responses may potentially differentially activate the steatosis AOP.

**FIGURE 2:**
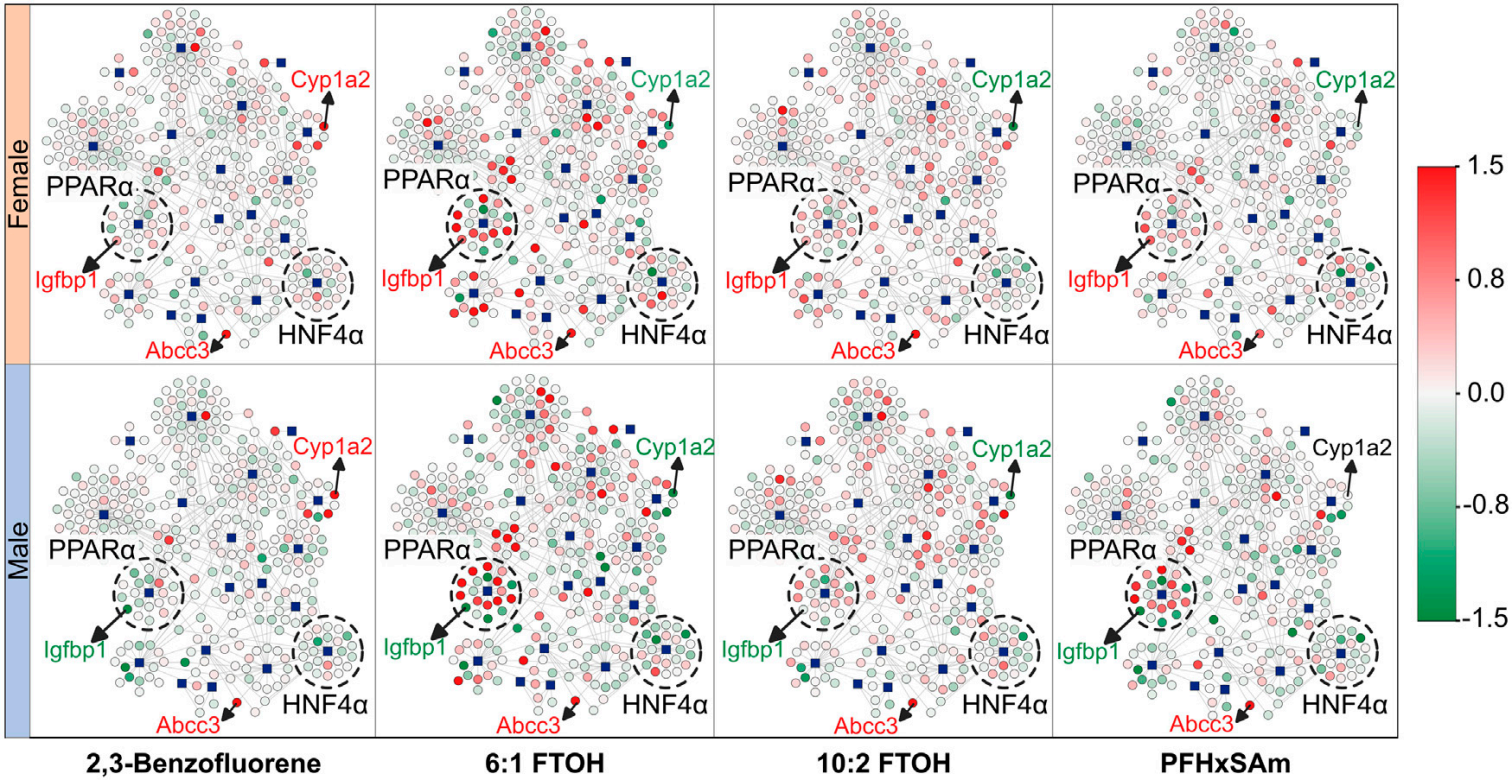
Molecular initiating event (MIE)-target gene network showing the expression response in male and female rats after exposure to the highest dose of each toxicant. The blue square nodes represent the MIEs, and the circle nodes denote the target genes. Nodes in green indicate downregulation of the gene [log fold change (FC) ≤ 0.0], and nodes in red indicate upregulation of the gene (log (FC) ≥ 0.0). Labeled genes represent examples of genes with expression independent of rat sex or toxicant class (*Abcc3*) and genes with expression dependent on sex (*Igfbp1*) or toxicant class (*Cyp1a2*). Dashed circles highlight MIEs and their targets that were found to be predominantly up- (PPARα) or downregulated (HNF4α) due to toxicant exposure. MIEs were obtained from ToxProfiler and published AOPs and their target genes were obtained from TRRUST database.

### 3.2 Identification of individual genes with rate-limiting function and chemical class- or sex-dependent expression

Given the individual differences in gene expression profiles between chemicals and by sex in the heatmap (Supplementary Datasheet S2), we further explored all the target genes independently across all the doses of all four chemicals in the 5-day rat studies, for both male and female rats. Our analysis identified several genes with key functional roles that are consistently up- or downregulated for each chemical, some of which even showed a dose-based trend. These included genes that have crucial rate-limiting liver metabolic functions, such as *Pck1* in gluconeogenesis, *Cyp7a1* in bile acid synthesis, and *Scd* in the synthesis of monounsaturated fatty acids. 

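The pathways of these 3 enzymes moved unevenly. Of 6 tested genes of the gluconeogenesis list, 5 fell in PFHxSAm males, 3 in 2,3-Benzofluorene males and 3 in 10:2 FTOH males. With 6:1 FTOH 3 fell in females and 2 in males. In PFHxSAm females 1 fell, in 2,3-Benzofluorene and 10:2 FTOH females 0 and 0, and none rose in any comparison. Without 1 animal the count is 2 to 3 in 2,3-Benzofluorene males, 0 to 1 in PFHxSAm females and 0 to 1 in 10:2 FTOH females. The PFHxSAm male list has an adjusted p = 0.0547 by camera with 5 lower when adjusted over the list alone. Slc37a4, the glucose 6-phosphate transporter, fell there, -0.98 (SE 0.10, adjusted p = 5.1e-13), and in 6:1 FTOH males, -0.81 (SE 0.090). Of 11 lipogenesis genes 9 rose in 6:1 FTOH females (adjusted p = 0.004; 9 adjusted over the list alone), led by Fasn, the fatty acid synthase, 1.92 (SE 0.17, adjusted p = 3.9e-17), Acly, the ATP citrate lyase, 1.61 (SE 0.19, adjusted p = 2.2e-11), and Elovl6, a fatty acid elongase, 2.88 (SE 0.24). In males 7 rose and 2 fell with 6:1 FTOH (0.411; 6 to 7 and 1 to 2 without 1 animal), and 1 rose and 4 fell with PFHxSAm (0.778; 2 to 4 fell without 1 animal), where Thrsp, a regulator of lipogenesis, fell, -1.51 (SE 0.27, adjusted p = 3.1e-06), and Pklr, the liver pyruvate kinase, fell, -1.47 (SE 0.29, adjusted p = 2.3e-05). Of 4 measured genes of the bile acid synthesis list at most 2 fell in a comparison (n = 5 against 10 throughout), too few for a set test.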

Figure 3 shows the observed expression pattern of these genes at the three highest dose levels of each toxicant in male and female rats. The logarithmic FC values of the genes *Cyp7a1* and *Pck1* showed a sex-dependent downregulation only in male rats, whereas they were upregulated in their female counterparts. 

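Cyp7a1, cholesterol 7α-hydroxylase, fell in males with PFHxSAm, -3.11 (SE 0.62, adjusted p = 3.0e-05), and 10:2 FTOH, -1.29 (SE 0.48, adjusted p = 0.0328), and stood at -0.62 (SE 0.53, adjusted p = 0.525) with 2,3-Benzofluorene and -0.18 (SE 0.38, adjusted p = 0.74) with 6:1 FTOH. In females it stood above vehicle and short of a call: 1.02 (SE 0.43, adjusted p = 0.0899) with PFHxSAm, 0.94 (SE 0.38, adjusted p = 0.0772) with 10:2 FTOH, 0.98 (SE 0.47, adjusted p = 0.173) with 2,3-Benzofluorene and 0.19 (SE 0.37, adjusted p = 0.72) with 6:1 FTOH. Pck1, phosphoenolpyruvate carboxykinase, fell in males with all 4 chemicals, -3.79 (SE 0.43, adjusted p = 3.2e-12) with 6:1 FTOH, -2.89 (SE 0.41, adjusted p = 1.1e-08) with PFHxSAm, -2.11 (SE 0.33, adjusted p = 8.6e-07) with 2,3-Benzofluorene and -1.38 (SE 0.39, adjusted p = 0.00357) with 10:2 FTOH, and also in 6:1 FTOH females, -1.44 (SE 0.41, adjusted p = 0.00251). The sex difference of Pck1 was -3.49 (SE 0.54, adjusted p = 5.8e-07), -2.17 (SE 0.54, adjusted p = 0.00242), -2.40 (SE 0.44, adjusted p = 1.8e-04) and -2.00 (SE 0.53, adjusted p = 0.0155) in the same order of chemicals, and that of Cyp7a1 -4.14 (SE 0.76, adjusted p = 2.7e-05) with PFHxSAm and -2.24 (SE 0.62, adjusted p = 0.021) with 10:2 FTOH, while with 6:1 FTOH it was 0.49 (SE 0.55, adjusted p = 0.616) and with 2,3-Benzofluorene -1.60 (SE 0.71, adjusted p = 0.262). The paper reasons that lower Pck1 reduces the conversion of oxaloacetate to phosphoenolpyruvate and leaves more acetyl CoA for cholesterol and fatty acid production. The adjusted p of Cyp7a1 in 10:2 FTOH males is 0.0533 under scaling by library totals, 0.0977 with the main plate alone, 0.0636 under limma and 0.0532 to 0.11 without animal 217, 313, 314, 218, 311 or 312. Female Cyp7a1 passes the threshold with PFHxSAm without vehicle female 115 (1.29, adjusted p = 0.0298), with 2,3-Benzofluorene without vehicle female 445 (1.40, 0.0409) and with 10:2 FTOH without vehicle female 223 (1.16, 0.0245), and with the main plate alone Pck1 has adjusted p = 0.0661 in 10:2 FTOH males and 0.0518 in 6:1 FTOH females.

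**Figure D3:**
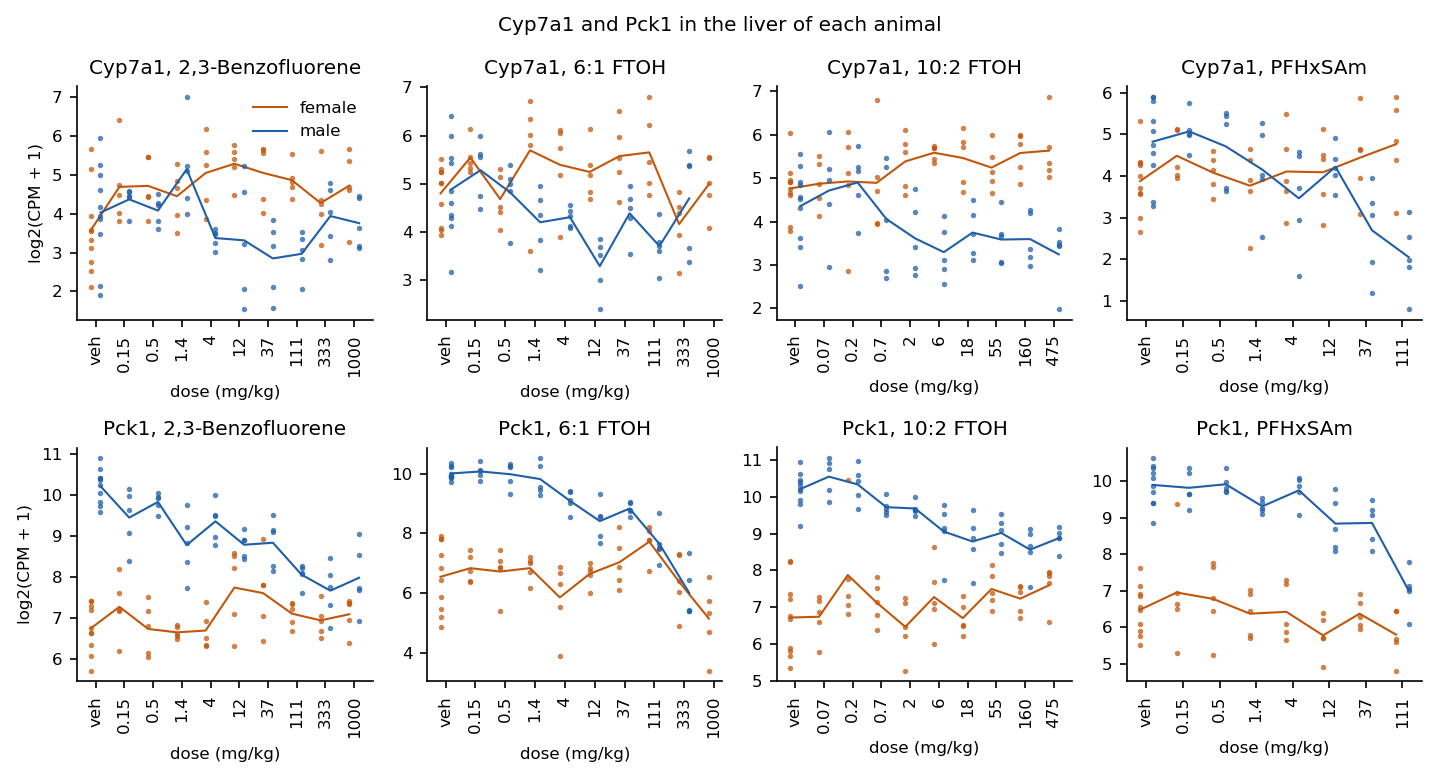
Cyp7a1 and Pck1 in CPM for each vehicle animal and each animal at the highest dose, by chemical and sex.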

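Scd, stearoyl-CoA desaturase, rose in 6:1 FTOH females at 1000 mg/kg, 3.73 (SE 0.29, adjusted p = 6.8e-19), to 66.0 ± 63.1 CPM against 4.86 ± 2.07 CPM (mean ± SD, n = 5 and 10), and in 10:2 FTOH females at 475 mg/kg, 0.86 (SE 0.23, adjusted p = 0.00465). In 6:1 FTOH males at 333 mg/kg it stood at 0.23 (SE 0.39, adjusted p = 0.664), in 10:2 FTOH males at 0.27 (SE 0.24, adjusted p = 0.429), and with PFHxSAm at -0.71 (SE 0.35, adjusted p = 0.166) in females and -0.39 (SE 0.39, adjusted p = 0.516) in males. With 2,3-Benzofluorene it stood at 0.31 (SE 0.30, adjusted p = 0.571) in females and 0.61 (SE 0.30, adjusted p = 0.217) in males. No male-minus-female difference of Scd was resolved: 0.30 (SE 0.43, adjusted p = 0.856) with 2,3-Benzofluorene, -0.20 (SE 0.55, adjusted p = 0.857) with 6:1 FTOH at 333 mg/kg, -0.59 (SE 0.34, adjusted p = 0.372) with 10:2 FTOH and 0.32 (SE 0.54, adjusted p = 0.81) with PFHxSAm. Its neighbor in lipogenesis Insig1, a brake on SREBP processing, rose in 6:1 FTOH females, 1.64 (SE 0.24, adjusted p = 2.0e-08), and fell in 10:2 FTOH males, -1.25 (SE 0.31, adjusted p = 7.7e-04). With the main plate alone the 10:2 FTOH female value is 0.77 (adjusted p = 0.0727), and under limma PFHxSAm females have -0.86 (adjusted p = 0.0377).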

The gene *Scd,* which plays a crucial role in fatty acid metabolism, showed a PFAS-specific upregulation in both male and female rats and was downregulated in response to the PAH chemical. Furthermore, we observed a dose-based trend for *Cyp7a1* in male rats exposed to PFHxSAm and in female rats exposed to 10:2 FTOH or PFHxSAm such that the FC continuously increased (or decreased in the case of downregulation) with increasing concentrations of the chemical. Similarly, we observed a dose-based trend in the downregulation of *Pck1* in male rats (FC < −2.0), with the highest FC at the highest dose in response to all toxicants except 10:2 FTOH. However, in female rats, the expression pattern of *Pck1* was not consistent across all four of the chemicals, with inconsistent downregulation in response to 6:1 FTOH and PFHxSAm. 

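The slope of Cyp7a1 per dose step was -0.43 (SE 0.065, adjusted p = 1.0e-07) in PFHxSAm males and -0.19 (SE 0.039, adjusted p = 3.2e-05) in 10:2 FTOH males, and it was also negative in 6:1 FTOH males, -0.13 (SE 0.039, adjusted p = 0.00433), and 2,3-Benzofluorene males, -0.12 (SE 0.045, adjusted p = 0.0391). In females it was positive with 10:2 FTOH, 0.089 (SE 0.033, adjusted p = 0.0336), and stood at 0.11 (SE 0.051, adjusted p = 0.162) with PFHxSAm, 0.042 (SE 0.039, adjusted p = 0.489) with 2,3-Benzofluorene and -0.020 (SE 0.031, adjusted p = 0.653) with 6:1 FTOH. In PFHxSAm males Cyp7a1 fell at 37 mg/kg already, -2.24 (SE 0.54, adjusted p = 0.0022). In 6:1 FTOH males it fell at 12 mg/kg, -1.89 (SE 0.46, adjusted p = 0.00453), and 111 mg/kg, -1.45 (SE 0.44, adjusted p = 0.00569). Scores by the logarithm of dose leave each of these slopes on the same side (edgeR, 5 animals per dose and 10 vehicle animals). This is a weak check, since the doses rise by nearly equal ratios and those scores lie close to the ordered ones.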

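Pck1 fell from 12 mg/kg 6:1 FTOH on in males: -1.49 at 12 mg/kg, -1.17 at 37 mg/kg and -2.25 at 111 mg/kg (adjusted p = 0.00621, 0.0249 and 1.6e-06), and lowest at 333 mg/kg. In 10:2 FTOH males it stayed level, -1.36 at 18 mg/kg, -1.21 at 55 mg/kg and -1.62 at 160 mg/kg (adjusted p = 0.019, 0.0326 and 0.00107). In 2,3-Benzofluorene males it was -2.21 (SE 0.33, adjusted p = 4.9e-07) at 111 mg/kg and -2.50 (SE 0.34, adjusted p = 1.1e-08) at 333 mg/kg, and PFHxSAm males were at -1.05 (SE 0.36, adjusted p = 0.0587) at 37 mg/kg. The slopes per dose step were -0.43 (SE 0.039, adjusted p = 4.7e-17) with 6:1 FTOH, -0.33 (SE 0.044, adjusted p = 2.9e-09) with PFHxSAm, -0.25 (SE 0.027, adjusted p = 5.3e-13) with 2,3-Benzofluorene and -0.22 (SE 0.032, adjusted p = 1.9e-08) with 10:2 FTOH (edgeR, n = 5 per dose and 10 vehicle animals). At the matched 111 mg/kg, the 6:1 FTOH minus PFHxSAm difference in males was 0.64 (95% interval -0.092 to 1.37, adjusted p = 0.435).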

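In females Pck1 stood at -0.72 (SE 0.40, adjusted p = 0.228) with PFHxSAm at 111 mg/kg, 0.29 (SE 0.32, adjusted p = 0.622) with 2,3-Benzofluorene at 1000 mg/kg and 0.62 (SE 0.37, adjusted p = 0.29) with 10:2 FTOH at 475 mg/kg. Slopes per dose step were -0.18 (SE 0.045, adjusted p = 0.0032) with PFHxSAm, -0.053 (SE 0.032, adjusted p = 0.198) with 6:1 FTOH, 0.036 (SE 0.027, adjusted p = 0.351) with 2,3-Benzofluorene and 0.016 (SE 0.032, adjusted p = 0.768) with 10:2 FTOH. Single doses rose: 12 mg/kg 2,3-Benzofluorene, 1.14 (SE 0.30, adjusted p = 0.0376), 37 mg/kg 2,3-Benzofluorene, 1.01 (SE 0.30, adjusted p = 0.0387), and 0.2 mg/kg 10:2 FTOH, 1.60 (SE 0.36, adjusted p = 0.00208), a group in which female 246 carries male sex markers. The transporter Slc37a4 of the same pathway fell in 6:1 FTOH females, -0.58 (SE 0.089, adjusted p = 5.7e-08) (edgeR, n = 5 against 10).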

We observed a similar behavior for the gene *Scd,* which showed increasing upregulation in response to increasing doses of 6:1 FTOH in both male and female rats, with some inconsistencies in response to 10:2 FTOH. 

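In females Scd held near vehicle up to 333 mg/kg 6:1 FTOH, 0.70 (SE 0.38, adjusted p = 0.533) at 111 mg/kg and 0.44 (SE 0.39, adjusted p = 0.474) at 333 mg/kg, and 1000 mg/kg was the only called dose, with a slope over all doses of 0.22 (SE 0.030, adjusted p = 2.9e-09) per dose step. In males the slope was 0.018 (SE 0.041, adjusted p = 0.749), with -0.48 (SE 0.43, adjusted p = 0.588) at 37 mg/kg and -0.25 (SE 0.41, adjusted p = 0.69) at 111 mg/kg. With 10:2 FTOH the female slope was 0.10 (SE 0.020, adjusted p = 5.1e-05), with 0.75 (SE 0.23, adjusted p = 0.027) at 160 mg/kg, and the male slope 0.024 (SE 0.021, adjusted p = 0.385). Me1, the cytosolic malic enzyme that supplies NADPH, rose in both sexes with 6:1 FTOH, 3.70 (SE 0.26, adjusted p = 1.0e-21) and 3.06 (SE 0.26, adjusted p = 2.7e-18) (n = 5 against 10).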

Interestingly, two of these rate-limiting genes, *Pck1* and *Scd*, were modulated by the transcription factor SREBF1, suggesting its importance in the activation of a liver steatosis response.

**FIGURE 3:**
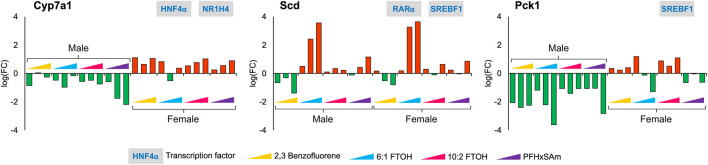
Disruption of genes with rate-limiting functions as a result of a 5-day acute exposure to three highest doses of PAH or PFAS compounds. The green and red bars denote negative and positive log fold change (FC) values indicating down- and upregulation, respectively. Each bar represents log (FC) value [FC: ratio of treatment dose group (n = 5) to the control group (n = 10)] for one of the top three doses for a given chemical as indicated in Table 1. The grey boxes with blue text contain the transcription factor(s)/MIEs (listed in Table 1) that are known to modulate the given gene.

With respect to sex-dependent gene responses, our analysis of the target gene expression profiles identified several genes that showed a sex-specific response upon toxicant exposure, as shown in Figure 4. Most of the genes, except *G0s2*, were downregulated in male rats but upregulated in female rats. 

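G0s2, which encodes an inhibitor of the triglyceride lipase ATGL, rose in males with 6:1 FTOH, 1.86 (SE 0.20, adjusted p = 2.4e-13), PFHxSAm, 1.12 (SE 0.20, adjusted p = 2.1e-06), and 2,3-Benzofluorene, 0.82 (SE 0.21, adjusted p = 0.00451), and stood at 0.23 (SE 0.22, adjusted p = 0.447) with 10:2 FTOH. In females it fell with 2,3-Benzofluorene, -0.68 (SE 0.23, adjusted p = 0.0322), and 6:1 FTOH, -0.59 (SE 0.21, adjusted p = 0.0194), and stood at -0.59 (SE 0.22, adjusted p = 0.0528) with 10:2 FTOH and 0.22 (SE 0.20, adjusted p = 0.509) with PFHxSAm. The male-minus-female difference was 2.18 (SE 0.30, adjusted p = 2.0e-08), 0.90 (SE 0.28, adjusted p = 0.0232), 1.5 (SE 0.31, adjusted p = 0.0013) and 0.82 (SE 0.31, adjusted p = 0.126) with 6:1 FTOH, PFHxSAm, 2,3-Benzofluorene and 10:2 FTOH. Myc, a growth regulator, fell in males with 6:1 FTOH, -2.24 (SE 0.37, adjusted p = 3.3e-07), and 2,3-Benzofluorene, -1.47 (SE 0.38, adjusted p = 0.0041), where females stood at -0.45 (SE 0.38, adjusted p = 0.365) and 0.28 (SE 0.41, adjusted p = 0.727), and its difference between the sexes was resolved with 6:1 FTOH only, -1.92 (SE 0.54, adjusted p = 0.00768) against -1.74 (SE 0.57, adjusted p = 0.0768), -0.97 (SE 0.48, adjusted p = 0.222) and -0.23 (SE 0.50, adjusted p = 0.849) with 2,3-Benzofluorene, PFHxSAm and 10:2 FTOH. The adjusted p of G0s2 is 0.196 with the main plate alone and 0.0523 to 0.0994 without animal 448, 536, 537, 539, 445 or 540 in 2,3-Benzofluorene females, 0.0879 without animal 430 in 6:1 FTOH females and 0.0563 with the dosed and vehicle groups alone in 2,3-Benzofluorene males. In 10:2 FTOH females it becomes 0.0262 with plate as a term, 0.0132 with the dosed and vehicle groups alone, 0.036 under DESeq2 and 0.0379 to 0.0484 without animal 317, 222, 223, 225, 227, 230 or 318.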

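At the matched 111 mg/kg, the responses of G0s2, Igfbp1 and Myc in males were not told apart between 6:1 FTOH and PFHxSAm: the differences were -0.40 (95% interval -1.09 to 0.29, adjusted p = 0.622), 0.79 (95% interval -0.58 to 2.16, adjusted p = 0.622) and -0.35 (95% interval -1.53 to 0.82, adjusted p = 0.814). Against 2,3-Benzofluorene at that dose they were 0.066 (95% interval -0.69 to 0.82, adjusted p = 0.934), 1.12 (95% interval -0.059 to 2.30, adjusted p = 0.201) and -0.25 (95% interval -1.42 to 0.92, adjusted p = 0.843). The 6:1 FTOH responses of G0s2 and Myc in males are not graded with dose: G0s2 was 1.49 (SE 0.20, adjusted p = 9.2e-08) at 4 mg/kg, 1.61 (SE 0.20, adjusted p = 4.6e-09) at 12 mg/kg and 0.72 (SE 0.20, adjusted p = 0.00305) at 111 mg/kg, and Myc was -2.20 (SE 0.36, adjusted p = 2.3e-05), -2.27 (SE 0.37, adjusted p = 5.7e-06) and -1.15 (SE 0.32, adjusted p = 0.00292) at the same doses. In PFHxSAm males Myc fell at 37 mg/kg, -1.69 (SE 0.36, adjusted p = 3.7e-04), and stood at -0.79 (SE 0.33, adjusted p = 0.0537) at 111 mg/kg, or -0.85 (adjusted p = 0.0389) without vehicle male 105 and -1.12 (0.00286) under scaling by library totals. With 10:2 FTOH, Myc stood at 0.36 (SE 0.31, adjusted p = 0.409) in males. No probe reads Tat, so its response is not analysed here (edgeR, n = 5 against 10).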

In male rats, the FC values of *G0s2*, *Igfbp1,* and *Myc* were higher in response to 6:1 FTOH compared to other toxicants while the FC of *Tat* was approximately the same across all toxicants.

**FIGURE 4:**
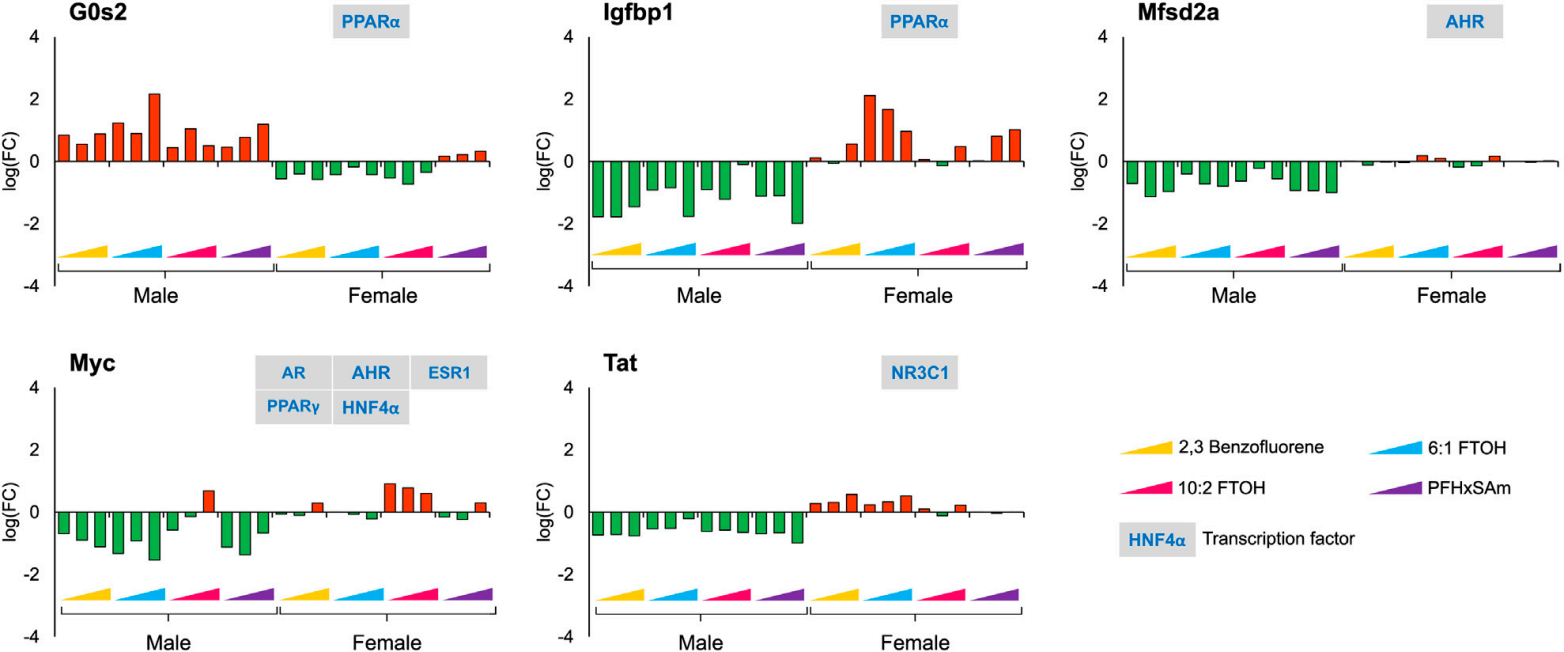
Genes with sex-specific responses to top three highest doses of both PFAS and non-PFAS toxicants. The green and red bars denote negative and positive log fold change (FC) values indicating down- and upregulation, respectively. Each bar represents log (FC) value [FC: ratio of treatment dose group (n = 5) to the control group (n = 10)] for one of the top three doses for a given chemical as indicated in Table 1. The grey boxes with blue text contain the transcription factor(s)/MIEs (listed in Table 1) that are known to modulate the given gene.

In contrast to the genes that showed sex-dependent behavior, we identified several genes that had a similar response across all the chemicals in both male and female rats. For example, Figure 5 shows the genes that had a consistent downregulation (*Abcg5, Cdkn1a,* and *Igfbp3*) or upregulation (*Abcc3* and *Nqo1*) across all toxicants and in both sexes. 

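Cdkn1a, which encodes the cell cycle inhibitor p21, fell in each of the 8 comparisons: -0.68 (SE 0.21, adjusted p = 0.0208) and -0.61 (SE 0.19, adjusted p = 0.0236) in females and males with 2,3-Benzofluorene, -1.31 (SE 0.25, adjusted p = 1.0e-05) and -1.74 (SE 0.25, adjusted p = 5.8e-09) with 6:1 FTOH, -1.20 (SE 0.21, adjusted p = 7.6e-06) and -0.55 (SE 0.19, adjusted p = 0.0178) with 10:2 FTOH, and -1.04 (SE 0.21, adjusted p = 9.5e-05) and -0.68 (SE 0.19, adjusted p = 0.00368) with PFHxSAm. Igfbp3, the main circulating carrier of insulin-like growth factors, fell in 6 of 8: -0.95 (SE 0.22, adjusted p = 8.6e-04) and -2.60 (SE 0.26, adjusted p = 8.0e-15) with 10:2 FTOH, -0.60 (SE 0.20, adjusted p = 0.0323) and -0.69 (SE 0.20, adjusted p = 0.00897) with 2,3-Benzofluorene, -0.90 (SE 0.22, adjusted p = 4.3e-04) in 6:1 FTOH males and -0.99 (SE 0.19, adjusted p = 5.9e-05) in PFHxSAm females. It stood at -0.42 (SE 0.22, adjusted p = 0.132) in 6:1 FTOH females and -0.36 (SE 0.18, adjusted p = 0.121) in PFHxSAm males, where limma gives 0.0324 and 0.00431 and leaving out male 183 gives -0.53 (adjusted p = 0.0308) in the latter. In all, 7 genes fell in all 8 comparisons, among them Slco1a1, a bile acid and organic anion uptake transporter, with -1.06 (SE 0.11, adjusted p = 1.6e-13) in 6:1 FTOH males, against 3.53e-05 if the comparisons were independent. For Cdkn1a the adjusted p is 0.132 with the main plate alone, 0.0807 with the dosed and vehicle groups alone and 0.188 without animal 537 in 2,3-Benzofluorene females, 0.223 with the main plate alone, 0.0544 with the dosed and vehicle groups alone, 0.0602 without animal 437, 0.11 without animal 535 and 0.0682 without animal 531 in males and 0.0618 under scaling by library totals, 0.0762 with the main plate alone, 0.0733 under limma, 0.0551 without animal 313 and 0.0578 without animal 311 in 10:2 FTOH males, and that of Igfbp3 is 0.183 with the main plate alone and 0.0501 to 0.202 without animal 449, 537, 539 or 447 in 2,3-Benzofluorene females and 0.0594 with the main plate alone, 0.054 with the dosed and vehicle groups alone, 0.0692 without animal 535 and 0.0714 without animal 531 in males. These genes were picked by the study on the same animals, so their fall here is not independent evidence.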

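Abcg5 encodes one of the partners of the sterol transporter that moves cholesterol into bile. It fell in all 8 comparisons, most with 6:1 FTOH, -2.97 (SE 0.43, adjusted p = 1.3e-08) in females and -2.55 (SE 0.40, adjusted p = 1.2e-07) in males, then with PFHxSAm, -1.59 (SE 0.27, adjusted p = 6.3e-06) and -2.29 (SE 0.30, adjusted p = 6.7e-10), 2,3-Benzofluorene, -1.0 (SE 0.27, adjusted p = 0.00593) and -1.17 (SE 0.27, adjusted p = 0.00102), and 10:2 FTOH, -0.98 (SE 0.27, adjusted p = 0.00465) and -0.74 (SE 0.26, adjusted p = 0.0216). At the matched 111 mg/kg the 6:1 FTOH minus PFHxSAm difference was 0.94 (95% interval 0.17 to 1.72, adjusted p = 0.174) in females and -0.53 (95% interval -1.25 to 0.19, adjusted p = 0.555) in males. Among bile transporters, Slc10a1, the bile salt uptake carrier, fell in 6:1 FTOH males, -0.61 (SE 0.093, adjusted p = 3.5e-08). In the cholesterol synthesis pathway, Idi1, the isopentenyl isomerase, fell in PFHxSAm males, -0.78 (SE 0.23, adjusted p = 0.00406). Of 16 measured genes of that list 9 were lower there (camera adjusted p = 0.686; 11 adjusted over the list alone and 5 to 10 without 1 animal). For Abcg5 the adjusted p is 0.0681 with the main plate alone in 10:2 FTOH females, 0.058 under scaling by library totals, 0.0826 under limma, 0.0619 without animal 213 and 0.086 without animal 311 in 10:2 FTOH males and 0.0631 with the main plate alone in 2,3-Benzofluorene females.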

The transporter gene *Abcg5* that is required to eliminate cholesterol from hepatocytes is downregulated upon toxicant exposure, indicating additional potential for cholesterol accumulation. 

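Nqo1, an NRF2-controlled quinone reductase, rose with 2,3-Benzofluorene, 1.64 (SE 0.26, adjusted p = 9.8e-07) in females and 2.77 (SE 0.34, adjusted p = 3.5e-10) in males, and in 10:2 FTOH males, 1.83 (SE 0.41, adjusted p = 1.9e-04). With 6:1 FTOH it was 0.95 (SE 0.32, adjusted p = 0.0113) in females and 1.01 (SE 0.40, adjusted p = 0.0339) in males, and with PFHxSAm 1.08 (SE 0.38, adjusted p = 0.0234) in males and -0.24 (SE 0.35, adjusted p = 0.706) in females. 10:2 FTOH females stood at 0.27 (SE 0.36, adjusted p = 0.682). Among other NRF2 targets, Gclm, a subunit of the glutathione-forming ligase, rose in 10:2 FTOH females, 0.96 (SE 0.18, adjusted p = 1.7e-05), and fell in 6:1 FTOH males, -0.82 (SE 0.19, adjusted p = 1.5e-04), and 10 and 12 of 16 NRF2 genes rose in 10:2 FTOH females and males (camera adjusted p = 0.00689 and 4.9e-04; 11 and 12 adjusted over the list alone) against 6 and 3 with 6:1 FTOH (0.238 and 0.883; 2 to 6 in males without 1 animal) and 3 and 4 with PFHxSAm (0.412 and 0.686). For Nqo1 the adjusted p is 0.0514 under scaling by library totals, 0.222 with the main plate alone, 0.111 under limma and 0.181 without animal 429 in 6:1 FTOH females, 0.0873 under scaling by library totals, 0.136 under limma and 0.0504 to 0.451 without animal 323, 325, 328, 329 or 411 in 6:1 FTOH males and 0.0776 under scaling by library totals, 0.108 under limma and 0.529 without animal 181 in PFHxSAm males.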

The response of *Nqo1,* a gene that is elevated in response to stress and injury in the liver (Aleksunes et al., 2006; Ross and Siegel, 2021), was different for 6:1 FTOH and PFHxSAm. Most of these genes showed dose-based responses, with the greatest response elicited by the chemical 6:1 FTOH. Furthermore, we observed a greater magnitude of change in male compared to female rats at the highest dose of exposure. 

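Slopes per dose step of Abcg5 were negative in all 8 series, -0.28 (SE 0.032, adjusted p = 4.9e-12) and -0.36 (SE 0.038, adjusted p = 6.1e-14) with 6:1 FTOH (females and males), -0.19 (SE 0.030, adjusted p = 1.2e-06) and -0.26 (SE 0.032, adjusted p = 1.5e-10) with PFHxSAm, -0.072 (SE 0.021, adjusted p = 0.00764) and -0.10 (SE 0.022, adjusted p = 3.1e-04) with 2,3-Benzofluorene and -0.11 (SE 0.022, adjusted p = 7.3e-05) and -0.12 (SE 0.021, adjusted p = 4.7e-06) with 10:2 FTOH. Those of Abcc3 were positive in all 8, from 0.093 (SE 0.017, adjusted p = 6.5e-06) in 6:1 FTOH females to 0.42 (SE 0.025, adjusted p = 6.4e-28) in 10:2 FTOH males. Cdkn1a sloped down most in 6:1 FTOH males, -0.17 (SE 0.022, adjusted p = 2.5e-10), and least in 2,3-Benzofluorene females, -0.077 (SE 0.017, adjusted p = 3.3e-04). Igfbp3 sloped down most in 10:2 FTOH males, -0.25 (SE 0.020, adjusted p = 1.1e-19), and in PFHxSAm males its slope was -0.023 (SE 0.020, adjusted p = 0.456). Nqo1 rose with dose in 2,3-Benzofluorene males, 0.36 (SE 0.030, adjusted p = 3.4e-18), and its slope in 6:1 FTOH females was 0.031 (SE 0.029, adjusted p = 0.425) (edgeR, n = 5 per dose and 10 vehicle animals).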

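At the dose shared by the sexes, 15 of 20 values of these genes were larger in size in males, 4 of them with a male-minus-female difference past the threshold. Abcg5 differed by -0.70 (SE 0.55, adjusted p = 0.431) with 6:1 FTOH at 333 mg/kg, -0.71 (SE 0.40, adjusted p = 0.309) with PFHxSAm, 0.24 (SE 0.36, adjusted p = 0.783) with 10:2 FTOH and -0.17 (SE 0.37, adjusted p = 0.916) with 2,3-Benzofluorene, and Cdkn1a by -0.59 (SE 0.35, adjusted p = 0.271), 0.36 (SE 0.28, adjusted p = 0.512), 0.65 (SE 0.28, adjusted p = 0.2) and 0.076 (SE 0.28, adjusted p = 0.965), none of them called. Igfbp3 fell more in 10:2 FTOH males than in females, -1.65 (SE 0.34, adjusted p = 9.7e-04), with -0.45 (SE 0.31, adjusted p = 0.369) for 6:1 FTOH, 0.64 (SE 0.26, adjusted p = 0.116) for PFHxSAm and -0.10 (SE 0.28, adjusted p = 0.948) for 2,3-Benzofluorene. Nqo1 differed by 1.51 (SE 0.55, adjusted p = 0.0459) with 6:1 FTOH, where females at 333 mg/kg stood at -0.50, and by 1.56 (SE 0.55, adjusted p = 0.0965) with 10:2 FTOH, 1.32 (SE 0.52, adjusted p = 0.0938) with PFHxSAm and 1.13 (SE 0.44, adjusted p = 0.173) with 2,3-Benzofluorene, only the first of them called (edgeR, n = 5 dosed and 10 vehicle animals of each sex).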

We also observed that most of these genes, except *Igfbp3,* were modulated by a single transcription factor.

**FIGURE 5:**
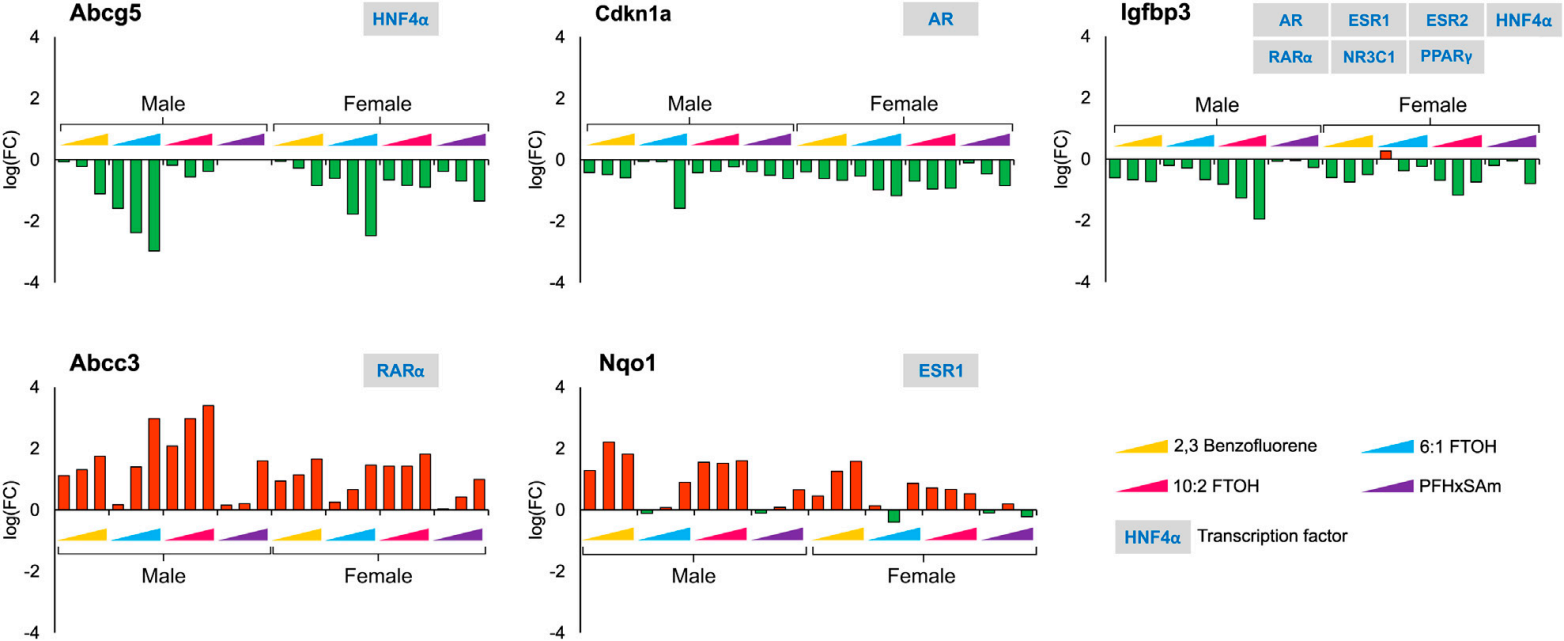
Genes that showed a similar response across all four toxicants and between sexes after a 5-day exposure to the three highest doses of PAH or PFAS compounds. The green and red bars denote negative and positive log fold change (FC) values indicating down- and upregulation, respectively. Each bar represents log (FC) value [FC: ratio of treatment dose group (n = 5) to the control group (n = 10)] for one of the top three doses for a given chemical as indicated in Table 1. The grey boxes with blue text contain the transcription factor(s)/MIEs (listed in Table 1) that are known to modulate the given gene.

Since our study contains a combination of PFAS and PAH chemicals, we explored the expression dataset to identify target gene responses that differentiate PFAS from PAH chemicals. For example, we identified *Cyp1a2*, a key target of aryl hydrocarbon receptor (AHR), to be upregulated in response to 2,3-Benzofluorene but downregulated to the PFAS compounds. 

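The response of Cyp1a2 to 2,3-Benzofluorene was graded: 1.34, 2.37, 3.01 and 3.54 in females and 1.72, 2.77, 3.42 and 3.59 in males at 12, 37, 111 and 333 mg/kg, all with an adjusted p under 0.05. With 10:2 FTOH the fall was graded too, -0.79 (SE 0.18, adjusted p = 0.00343) in females and -0.82 (SE 0.18, adjusted p = 8.5e-04) in males at 55 mg/kg and -1.30 (SE 0.19, adjusted p = 1.1e-07) and -1.44 (SE 0.19, adjusted p = 1.4e-09) at 160 mg/kg. With 6:1 FTOH it appeared at 333 mg/kg in females, -0.87 (SE 0.27, adjusted p = 0.0154), and 111 mg/kg in males, -1.71 (SE 0.28, adjusted p = 5.7e-07). Slopes per dose step with PFHxSAm were -0.0058 (SE 0.014, adjusted p = 0.839) in females and -0.029 (SE 0.014, adjusted p = 0.121) in males. At 111 mg/kg in females, 6:1 FTOH and 2,3-Benzofluorene differed by -3.01 (95% interval -3.46 to -2.56, adjusted p = 1.9e-11). No male-minus-female difference of Cyp1a2 was resolved with 2,3-Benzofluorene, 0.27 (SE 0.23, adjusted p = 0.652) (edgeR, n = 5 against 10).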

Figure 6 shows other genes, in addition to *Cyp1a2,* that respond differently to PFAS and PAH exposures, including *Acat1, Acsl1, Angptl4,* and *Acox1*. Most of these genes were upregulated in response to PFAS exposure, with the greatest dose-based response elicited by 6:1 FTOH. In addition, the observed FC values at the highest dose of each PFAS were higher in the male *versus* female rats. 

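Decr1, a mitochondrial dienoyl-CoA reductase, rose with each PFAS in females and males, 1.85 (SE 0.19) and 2.25 (SE 0.19) with 6:1 FTOH, 0.58 (SE 0.11) and 0.73 (SE 0.11) with 10:2 FTOH and 0.80 (SE 0.10) and 1.74 (SE 0.10) with PFHxSAm. Cyp4a1 fell in 2,3-Benzofluorene males, -0.65 (SE 0.14, adjusted p = 2.5e-04), and rose in 10:2 FTOH males, 1.15 (SE 0.15, adjusted p = 2.8e-10) (n = 5 against 10). Acat1, Acsl1 and Angptl4 are not analysed here.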

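Of 16 peroxisomal and omega-oxidation probes 12 rose in 10:2 FTOH males (camera adjusted p = 0.00366), 14 in PFHxSAm females (1.2e-04) and 14 in PFHxSAm males (7.4e-11), and 7 in 10:2 FTOH females (0.149), or 13, 14, 14 and 7 adjusted over the list alone. Acot2 rose in PFHxSAm males, 3.58 (SE 0.14, adjusted p = 1.7e-38), and 10:2 FTOH males, 1.11 (SE 0.15, adjusted p = 2.3e-09) (n = 5 against 10).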

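The male-minus-female difference of Ech1, a peroxisomal dienoyl-CoA isomerase, was 1.40 (SE 0.20, adjusted p = 7.7e-08) with PFHxSAm and 0.49 (SE 0.20, adjusted p = 0.18) with 10:2 FTOH. For Cyp1a2 it was -0.67 (SE 0.25, adjusted p = 0.126) for 10:2 FTOH and -0.12 (SE 0.17, adjusted p = 0.765) for PFHxSAm (edgeR, n = 5 dosed and 10 vehicle animals of each sex).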

Interestingly, we observed that all these PFAS-specific genes are targets of either PPARα or PPARγ, indicating a major role of this transcription factor in modulating a PFAS-specific response.

**FIGURE 6:**
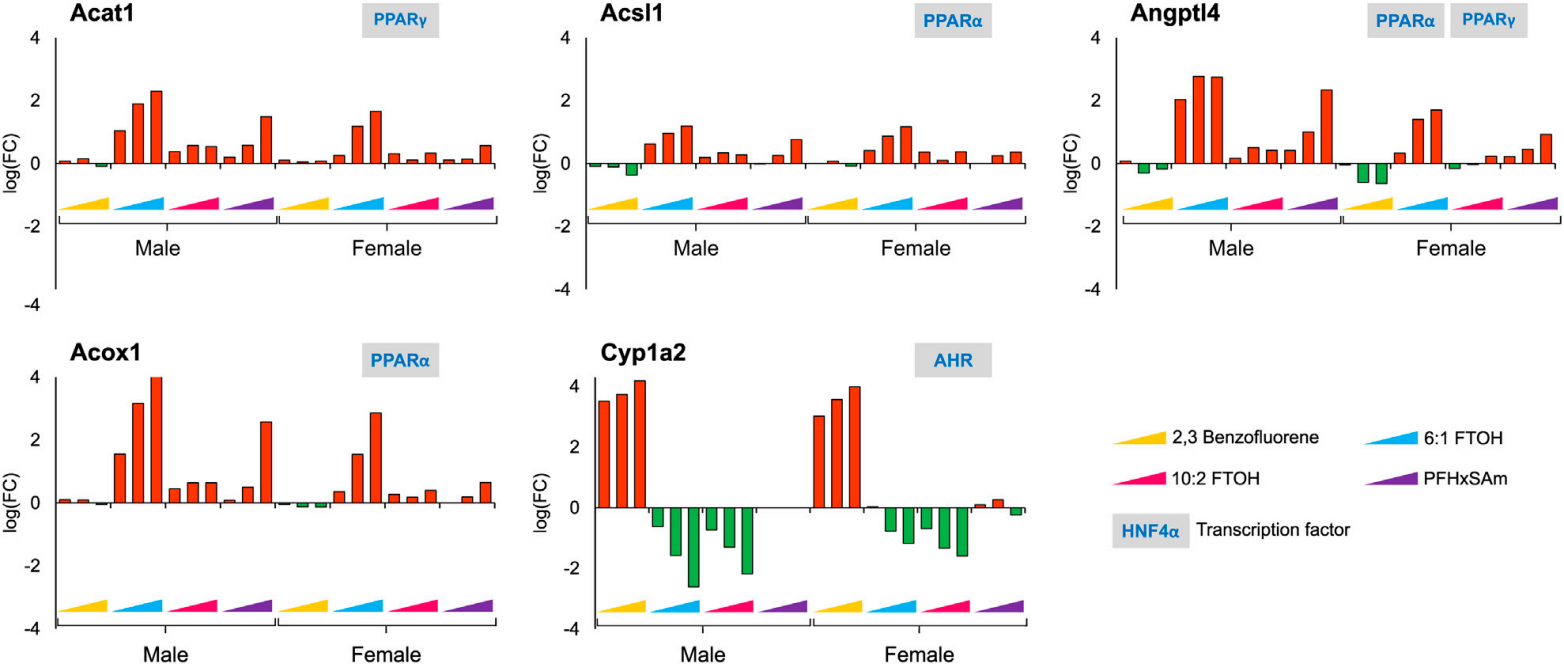
Genes that showed a similar and PFAS-specific response in both male and female rats to a 5-day acute exposure to the three highest doses of PAH or PFAS compounds. The green and red bars denote negative and positive log fold change (FC) values indicating down- and upregulation, respectively. Each bar represents log (FC) value [FC: ratio of treatment dose group (n = 5) to the control group (n = 10)] for one of the top three doses for a given chemical as indicated in Table 1. The grey boxes with blue text contain the transcription factor(s)/MIEs (listed in Table 1) that are known to modulate the given gene.

### 3.3 Analysis of expression of other steatosis-associated genes

In addition to the target genes that we obtained based on the steatosis AOP MIEs as discussed above, a few studies have reported genes commonly disrupted by steatosis-inducing chemicals (AbdulHameed et al., 2019) or in response to PFAS exposure (Ankley et al., 2010; Bagley et al., 2017). Therefore, to further analyze steatosis- and PFAS-associated gene responses in the current data, we collected the genes from such studies and analyzed their expression in the current exposure dataset. The heatmap in Figure 7 shows the dose-wise expression of each of the genes, clustered by their expression. 

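Zfp354a, a kidney and liver zinc finger repressor, fell in males with each chemical, -3.02 (SE 0.36, adjusted p = 3.3e-10) with 2,3-Benzofluorene, -2.53 (SE 0.43, adjusted p = 9.9e-07) with PFHxSAm, -2.23 (SE 0.44, adjusted p = 2.8e-05) with 10:2 FTOH and -1.73 (SE 0.36, adjusted p = 4.9e-05) with 6:1 FTOH, and held in females at -0.014 (SE 0.35, adjusted p = 0.988), 0.20 (SE 0.43, adjusted p = 0.794), -0.059 (SE 0.44, adjusted p = 0.961) and 0.18 (SE 0.37, adjusted p = 0.738). The male-minus-female difference was called for all 4: -3.01 (SE 0.49, adjusted p = 1.3e-05), -2.74 (SE 0.59, adjusted p = 4.4e-04), -2.18 (SE 0.61, adjusted p = 0.0238) and -1.95 (SE 0.51, adjusted p = 0.00365). In males it was lower from 12 mg/kg 2,3-Benzofluorene, -2.01 (SE 0.34, adjusted p = 3.0e-05), and 12 mg/kg PFHxSAm, -2.43 (SE 0.42, adjusted p = 2.2e-04), on. Stac3, an adaptor of muscle calcium channels, fell in 6:1 FTOH males, -6.15 (SE 0.55, adjusted p = 6.4e-17), and already at 111 mg/kg, -3.49 (SE 0.43, adjusted p = 1.3e-10). It stood at -1.11 (SE 0.55, adjusted p = 0.124) in 10:2 FTOH males, -0.93 (SE 0.53, adjusted p = 0.191) in PFHxSAm males and -0.69 (SE 0.29, adjusted p = 0.138) in 2,3-Benzofluorene males. Without male 312 the 10:2 FTOH value is -2.61 (adjusted p = 6.3e-04), and limma gives -1.93 (0.0109) in PFHxSAm males.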

We identified a couple of genes, *Zfp354a* and *Stac3,* that were downregulated in male rats. At the highest dose, 6:1 FTOH induced maximum alterations in the FC values of most of the genes in both sexes. 

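Among the probes for heatmap genes, 21 rose and 6 fell in 6:1 FTOH females and 20 and 10 in males, of 43. The counts (rose and fell, females then males) were 13 and 3, 14 and 12 with PFHxSAm, 9 and 4, 14 and 10 with 10:2 FTOH, and 4 and 6, 9 and 4 with 2,3-Benzofluorene. Without 1 animal the falls number 3 to 5 in PFHxSAm females and 2 to 6 in 10:2 FTOH females. Fgf21, a hepatic fasting hormone under PPARα control, rose with 6:1 FTOH in both sexes, 1.71 (SE 0.41, adjusted p = 3.4e-04) and 2.30 (SE 0.45, adjusted p = 1.3e-05), and in 2,3-Benzofluorene males, 2.09 (SE 0.40, adjusted p = 8.8e-05). Cps1 fell with 6:1 FTOH, -0.46 (SE 0.14) and -0.81 (SE 0.14). Proliferation genes rose with 6:1 FTOH as well. Mki67, a marker of cycling cells, rose by 2.45 (SE 0.35, adjusted p = 7.6e-09) in females and 2.01 (SE 0.42, adjusted p = 4.9e-05) in males. Of 19 tested genes of the cell cycle list, 19 and 18 rose (adjusted p = 0.146 and 0.412 with an estimated correlation). In PFHxSAm females 8 of 15 tested genes of that list fell (0.106), with Mki67 at -1.95 (SE 0.37, adjusted p = 4.3e-05) (n = 5 against 10). Without 1 animal that count is 5 to 10, and adjusted over the list alone the counts are 19, 18 and 10.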

Several genes were upregulated across all toxicants (*Acaa1b, Acaa1a, Vnn1, Ech1, Aldh1a1, Aldh1a7, Acaa2, Ephx2, Ephx1, and Akr7a3*). 

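Of the 8 probes for these genes, 8 rose in 6:1 FTOH females and 6 in males, 7 and 8 with 10:2 FTOH, 6 and 7 with PFHxSAm and 3 and 3 with 2,3-Benzofluorene, and none fell (adjusted p = 0.0222, 0.127, 0.00158, 7.3e-05, 2.5e-05, 1.3e-06, 0.0711 and 0.207 with an estimated correlation). Acaa1a rose in 6:1 FTOH females and males, 4.00 (SE 0.38) and 4.72 (SE 0.39), and stood at 0.13 (SE 0.10, adjusted p = 0.488) in 2,3-Benzofluorene males. Vnn1, a pantetheinase controlled by PPARα, rose by 3.76 (SE 0.39) and 4.10 (SE 0.39) with 6:1 FTOH and 2.13 (SE 0.20) and 3.17 (SE 0.20) with PFHxSAm, and stood at -0.14 (SE 0.17, adjusted p = 0.708) in 2,3-Benzofluorene males. Ech1 rose by 3.35 (SE 0.35) and 3.98 (SE 0.35) with 6:1 FTOH and stood at -0.058 (SE 0.15, adjusted p = 0.853) and -0.10 (SE 0.16, adjusted p = 0.771) with 2,3-Benzofluorene. Ephx1, the microsomal epoxide hydrolase, rose in 7 comparisons, up to 2.24 (SE 0.20, adjusted p = 3.4e-17) in 10:2 FTOH males, with 0.28 (SE 0.21, adjusted p = 0.302) in 6:1 FTOH males. Akr7a3 rose with 10:2 FTOH, 2.71 (SE 0.28) and 3.21 (SE 0.23), and stood at -0.49 (SE 0.33, adjusted p = 0.234) in 6:1 FTOH males and 0.39 (SE 0.30, adjusted p = 0.362) in PFHxSAm males. Aldh1a1, a retinal dehydrogenase, rose in PFHxSAm males, 2.68 (SE 0.23, adjusted p = 1.4e-16), and stood at 0.49 (SE 0.23, adjusted p = 0.155) in 2,3-Benzofluorene females. Without male 413 the 6:1 FTOH male value of Ephx1 is 0.54 (adjusted p = 0.018). These genes were selected by the study on the same animals and are not independent evidence (n = 5 against 10).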

One gene, *Akr1b7,* showed a PFAS-specific downregulation. 

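Of the 3 genes of this cluster with a probe, Cyp4a8, a fatty acid hydroxylase, fell in PFHxSAm males, -1.18 (SE 0.35, adjusted p = 0.00509), and stood at 0.10 (SE 0.79, adjusted p = 0.957) in PFHxSAm females and 0.29 (SE 0.31, adjusted p = 0.527) in 10:2 FTOH males. Gadd45g, a stress-response gene, fell in PFHxSAm males, -1.47 (SE 0.50, adjusted p = 0.0179), and stood at -1.75 (SE 0.64, adjusted p = 0.0705) in 2,3-Benzofluorene males and at -0.11 (SE 0.49, adjusted p = 0.917) and -0.18 (SE 0.60, adjusted p = 0.887) in the females. Onecut1, a hepatocyte transcription factor (HNF6), was called nowhere at the highest dose: -1.12 (SE 0.48, adjusted p = 0.0572) in 6:1 FTOH females, 0.87 (SE 0.49, adjusted p = 0.145) in males (-0.19 without male 413) and -0.31 (SE 0.54, adjusted p = 0.73) in PFHxSAm males. Its male-minus-female difference with 6:1 FTOH was 1.47 (SE 0.68, adjusted p = 0.14), and that of Gadd45g with PFHxSAm -1.36 (SE 0.71, adjusted p = 0.249) (edgeR, n = 5 against 10). In other settings, Gadd45g in PFHxSAm males has an adjusted p of 0.0511 without animal 182 and 0.085 without animal 185 and in 2,3-Benzofluorene males 0.0401 under scaling by library totals, 0.0295 under DESeq2 and 0.0399 to 0.0494 without animal 432, 435, 440 or 433. That of Onecut1 in 6:1 FTOH females is 0.029 under scaling by library totals, 0.047 with plate as a term, 9.6e-04 with the dosed and vehicle groups alone, 0.0499 without animal 333 and 0.0407 without animal 335, and in males 0.0233 without vehicle male 326 (1.31).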

A cluster of genes, which included *Cish*, *Gadd45g*, *Onecut1*, *Cyp4a8*, *Hamp*, and *Aldh1b1*, showed inconsistent responses between sexes, chemicals, and even doses of the same chemical. *Bcl6* was downregulated in male rats at the highest dose of each toxicant, whereas it was upregulated in female rats on exposure to most toxicants, except 6:1 FTOH. 

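Of 9 probes for these genes, 8 rose in 6:1 FTOH females and 9 in males (adjusted p = 0.0252 and 0.0684 with an estimated correlation), 2 in 10:2 FTOH females (1 to 2 without 1 animal) and 3 with 3 lower in males (0.655 and 0.983), and 4 and 5 of 8 with PFHxSAm (0.106 and 0.00753). Cpt2, the inner-membrane carnitine palmitoyltransferase, rose with PFHxSAm by 0.80 (SE 0.12, adjusted p = 9.2e-08) in females and 1.28 (SE 0.11, adjusted p = 2.3e-16) in males, a male-minus-female difference of 0.49 (SE 0.17, adjusted p = 0.0411). Fads1, the delta-5 desaturase, fell in 10:2 FTOH males, -1.25 (SE 0.16, adjusted p = 2.6e-10), as did Srebf1, the regulator of lipogenesis, -1.20 (SE 0.20, adjusted p = 4.3e-07), and their male-minus-female differences were -1.10 (SE 0.21, adjusted p = 4.0e-04) and -1.19 (SE 0.26, adjusted p = 0.00211). Srebf1 rose in PFHxSAm females, 0.82 (SE 0.17, adjusted p = 1.3e-04). Gsta3 rose in 10:2 FTOH females and males, 0.70 (SE 0.16) and 1.14 (SE 0.16), and stood at 0.034 (SE 0.14, adjusted p = 0.904) and 0.11 (SE 0.14, adjusted p = 0.642) with PFHxSAm. Fabp1 fell in 10:2 FTOH males, -0.55 (SE 0.13, adjusted p = 4.3e-04). The list was chosen by the study on the same animals, so it is not independent evidence (n = 5 against 10).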

The genes *Gsta3*, *Cdkn3*, *Serbf1*, *Fads1*, *Serpina7*, *Cpt2*, *Hmgcs2*, *Fabp1*, *Pnpla2*, *Abhd3*, *Hsd17b4*, *Acadm*, *Acsm5*, *Ddhd2*, *Abcd3*, *Fitm2*, *Scarb2*, and *Acad10* were predominantly upregulated in response to the highest doses of PFAS, with higher FC values in male compared to female rats. However, in female rats, the FC values of these genes in response to 6:1 FTOH were comparable to those in male rats. 

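With 6:1 FTOH at 1000 mg/kg in females and 333 mg/kg in males, Cpt2 stood at 1.51 (SE 0.16, adjusted p = 4.4e-13) and 1.82 (SE 0.16, adjusted p = 7.0e-17), Fabp1 at 0.96 (SE 0.15, adjusted p = 4.7e-08) and 1.78 (SE 0.14, adjusted p = 8.2e-19), Fads1 at 1.28 (SE 0.16, adjusted p = 2.1e-10) and 0.98 (SE 0.16, adjusted p = 4.9e-07) and Pnpla2, the triglyceride lipase ATGL, at 1.25 (SE 0.32, adjusted p = 9.7e-04) and 1.64 (SE 0.30, adjusted p = 4.0e-06). At the shared 333 mg/kg the male-minus-female difference was 0.75 (SE 0.24, adjusted p = 0.0228) for Cpt2, 0.94 (SE 0.21, adjusted p = 8.2e-04) for Fabp1, 0.18 (SE 0.24, adjusted p = 0.683) for Fads1 and 1.13 (SE 0.47, adjusted p = 0.0924) for Pnpla2. Cdkn3, a cell cycle phosphatase, rose in 6:1 FTOH females, 3.32 (SE 0.50, adjusted p = 4.6e-08) (edgeR, n = 5 against 10).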

Some transporter genes, including *Slc27a1*, *Slc27a5*, and *Oat*, were downregulated in male and female rats. 

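Slc27a1, a fatty acid transport protein, was lower than vehicle in 6:1 FTOH females, -0.82 (SE 0.27, adjusted p = 0.0114), and was called nowhere else: -0.21 (SE 0.29, adjusted p = 0.585) in 6:1 FTOH males, -0.48 (SE 0.27, adjusted p = 0.262) and -0.38 (SE 0.27, adjusted p = 0.437) with 2,3-Benzofluorene, -0.29 (SE 0.20, adjusted p = 0.312) in 10:2 FTOH males and -0.17 (SE 0.24, adjusted p = 0.688) and -0.14 (SE 0.27, adjusted p = 0.757) with PFHxSAm (females and males). Its relative Slc27a2, the very long-chain acyl-CoA synthetase of peroxisomes, rose with 6:1 FTOH, 1.01 (SE 0.13, adjusted p = 1.1e-09) and 1.26 (SE 0.13, adjusted p = 1.7e-13), and PFHxSAm, 0.40 (SE 0.076) and 1.07 (SE 0.074). Slc27a5 and Oat are not analysed here. In other settings, Slc27a1 in 6:1 FTOH females has an adjusted p of 0.0665 with the main plate alone and 0.0624 without animal 426 (n = 5 against 10).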

The transporter gene *Abcc2* showed sex-dependent FC, but the values were low (<0.5 and > −0.5). 

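Abcc2, the canalicular export pump MRP2, fell in males with PFHxSAm, -1.05 (SE 0.21, adjusted p = 4.4e-05), and 10:2 FTOH, -0.73 (SE 0.17, adjusted p = 3.7e-04), both beyond 0.5 in size, and stood at -0.47 (SE 0.22, adjusted p = 0.0767) with 6:1 FTOH and -0.53 (SE 0.21, adjusted p = 0.113) with 2,3-Benzofluorene. In females it stood at 0.13 (SE 0.17, adjusted p = 0.641), -0.36 (SE 0.15, adjusted p = 0.0952), -0.016 (SE 0.19, adjusted p = 0.95) and 0.25 (SE 0.18, adjusted p = 0.426) in the same order. The male-minus-female difference was -1.19 (SE 0.27, adjusted p = 9.9e-04) with PFHxSAm and -0.80 (SE 0.29, adjusted p = 0.0443) with 6:1 FTOH, against -0.37 (SE 0.23, adjusted p = 0.419) with 10:2 FTOH and -0.78 (SE 0.28, adjusted p = 0.136) with 2,3-Benzofluorene. Without male 413 the 6:1 FTOH value is -1.09 (adjusted p = 5.9e-05), without male 531 the 2,3-Benzofluorene value is -0.81 (0.0132) and without female 320 the 10:2 FTOH value is -0.52 (0.0202). Ugt2b1, a glucuronosyltransferase, rose in 6:1 FTOH females, 1.23 (SE 0.19, adjusted p = 1.0e-07) (edgeR, n = 5 against 10).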

The transporter gene *Slc25a30* was predominantly upregulated in male rats exposed to high doses of all toxicants but was mainly downregulated in female rats, except in response to 6:1 FTOH.

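Slc25a30, a mitochondrial carrier, rose in males with 6:1 FTOH, 2.18 (SE 0.37, adjusted p = 6.8e-07), and PFHxSAm, 1.89 (SE 0.38, adjusted p = 3.6e-05), and stood at 0.51 (SE 0.35, adjusted p = 0.418) with 2,3-Benzofluorene and 0.13 (SE 0.35, adjusted p = 0.813) with 10:2 FTOH. In females it rose with 6:1 FTOH, 1.25 (SE 0.36, adjusted p = 0.00325), fell with 2,3-Benzofluorene, -1.25 (SE 0.37, adjusted p = 0.0134), and stood at -0.48 (SE 0.35, adjusted p = 0.409) with 10:2 FTOH and 0.0049 (SE 0.38, adjusted p = 0.995) with PFHxSAm. The male-minus-female difference was called with 2,3-Benzofluorene, 1.75 (SE 0.50, adjusted p = 0.0382), and PFHxSAm, 1.88 (SE 0.55, adjusted p = 0.0115), and not with 6:1 FTOH, 1.18 (SE 0.54, adjusted p = 0.134), or 10:2 FTOH, 0.62 (SE 0.49, adjusted p = 0.556). The adjusted p of 2,3-Benzofluorene females is 0.0509 with the main plate alone and 0.0517 without animal 536 (edgeR, n = 5 against 10).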

**FIGURE 7:**
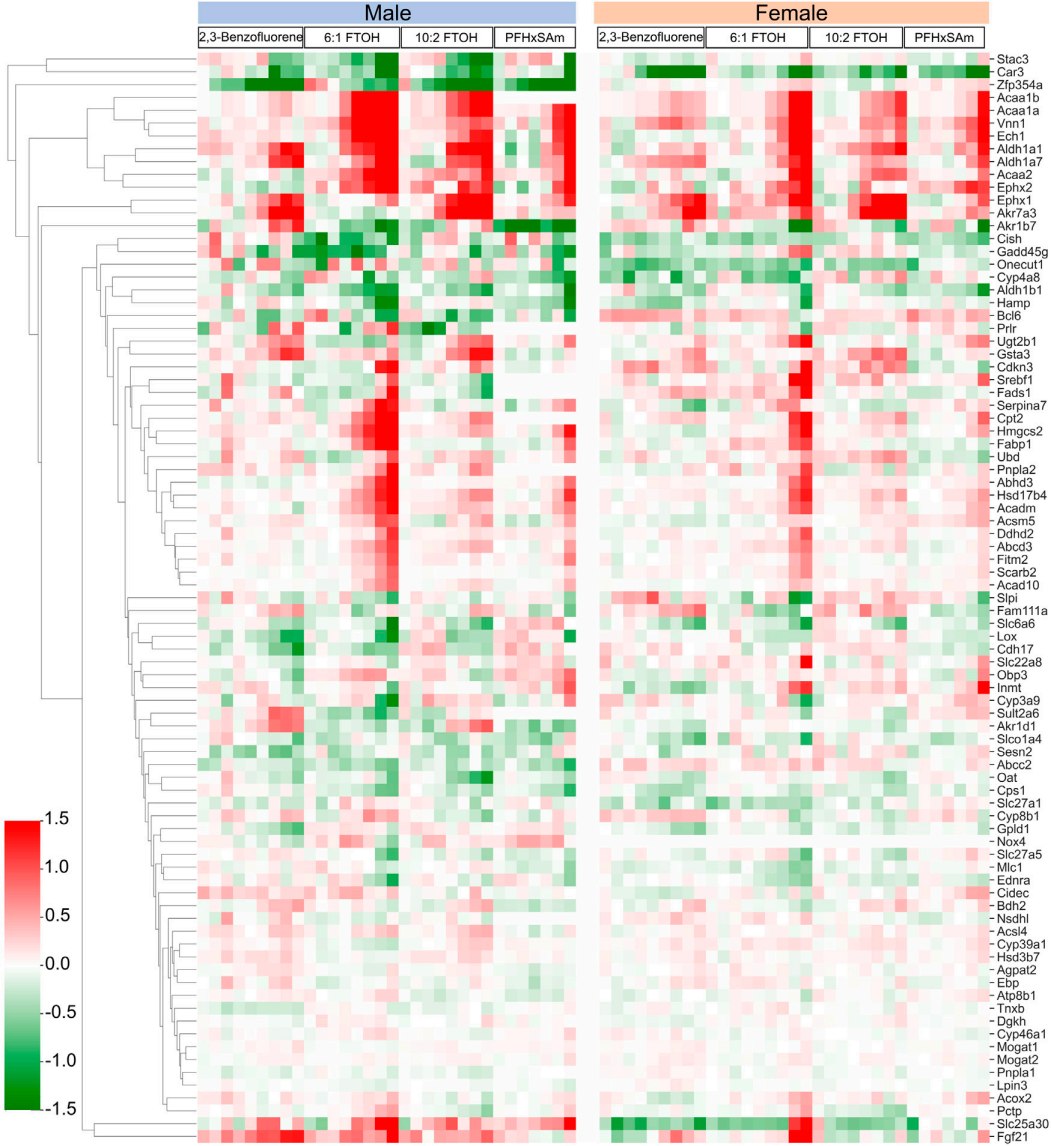
Dose response behavior of genes known to be involved in activation of steatosis AOP outcome. Logarithmic fold change expression of altered genes when male and female rats are exposed to different PFAS and PAH chemicals across various dose levels (*x*-axis represents increasing concentration of each chemical from left to right). Red cells indicate positive fold change values (upregulation) while green cells indicate negative fold change values (downregulation).

In another study, Natsoulis *et al.* characterized gene signatures associated with pharmacological and toxicological end points in the liver using a supervised classification approach (Natsoulis et al., 2008). We analyzed the expression of the genes that were part of the liver lipid accumulation signature, as classified in the previously mentioned study. The results of Natsoulis *et al.* associated a weight with each gene, with positive weights indicating upregulation with pathology and negative weights indicating downregulation with pathology. Using the weights, we identified the genes that were significantly dysregulated (q < 0.1) and followed the expression defined in the characterized signature or showed opposite behavior. Supplementary Datasheet S3 contains the gene sets analyzed along with their weights and expression in our dataset. We observed that while some of the genes followed the expected expression pattern (e.g., *Snx10*, *Tf*, *Hdc*, *Hamp*, and *Fam13a*) at the highest dose of each toxicant, a larger number of genes showed expression that was opposite to that in the gene signature (e.g., *Cryl1*, *Ehhadh*, *Orm1*, *Serpina6*, *Nrep*, and *Abcg5*). 

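Tf, transferrin, fell with 6:1 FTOH, -0.98 (SE 0.18, adjusted p = 6.0e-06) in females and -1.30 (SE 0.19, adjusted p = 8.0e-09) in males, and in PFHxSAm males, -0.91 (SE 0.092, adjusted p = 7.6e-14), and stood at -0.0013 (SE 0.086, adjusted p = 0.994) and 0.030 (SE 0.086, adjusted p = 0.896) with 2,3-Benzofluorene and 0.049 (SE 0.10, adjusted p = 0.743) in 10:2 FTOH males. Hdc, histidine decarboxylase, rose with 6:1 FTOH, 5.11 (SE 0.49, adjusted p = 3.1e-15) and 6.42 (SE 0.52, adjusted p = 8.2e-19), with PFHxSAm, 1.61 (SE 0.27, adjusted p = 4.4e-06) and 4.45 (SE 0.27, adjusted p = 4.3e-25), and in 10:2 FTOH males, 1.23 (SE 0.34, adjusted p = 0.00348). Cryl1, a crystallin-like dehydrogenase of the uronate cycle, rose with 2,3-Benzofluorene, 1.89 (SE 0.26, adjusted p = 2.2e-08) and 1.13 (SE 0.23, adjusted p = 1.4e-04), and 10:2 FTOH, 1.86 (SE 0.25, adjusted p = 8.0e-09) and 2.27 (SE 0.21, adjusted p = 1.1e-15). Serpina6, the corticosteroid-binding globulin, fell with 2,3-Benzofluorene, -1.04 (SE 0.18, adjusted p = 4.1e-06) and -0.85 (SE 0.18, adjusted p = 2.9e-04), in 10:2 FTOH males, -0.95 (SE 0.16, adjusted p = 6.1e-07), and in PFHxSAm females, -0.96 (SE 0.15, adjusted p = 4.3e-07). Nrep, a regulator of regeneration, fell in 6:1 FTOH females and males, -1.81 (SE 0.28, adjusted p = 5.5e-08) and -1.84 (SE 0.27, adjusted p = 1.3e-08), and in 10:2 FTOH males, -1.63 (SE 0.29, adjusted p = 2.5e-06). Without male 413 the 6:1 FTOH male value of Tf is -2.04 (adjusted p = 5.7e-21). Of the 9 signature examples with a probe, 3 rose and 3 fell in 6:1 FTOH females and 5 and 3 in 10:2 FTOH males, a list drawn by the study from these animals and not independent evidence (n = 5 against 10).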

We obtained gene function information from the UniProt database (UniProt, 2023a) to understand the roles of the genes. The gene *Orm1* showed an increasing FC in response to increasing doses of all the toxicants, indicating an acute inflammatory response in the liver (UniProt, 2014). Similarly, *Adh5* was upregulated and mostly showed a dose-associated trend in response to all the toxicants, potentially increasing the oxidation of long-chain omega-hydroxy fatty acids and clearance of formaldehyde from the cells (UniProt, 2022). 

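Orm1, the acute-phase protein orosomucoid 1, rose in females with 6:1 FTOH, 2.57 (SE 0.28, adjusted p = 7.7e-13), PFHxSAm, 1.99 (SE 0.20, adjusted p = 5.1e-13), and 10:2 FTOH, 1.18 (SE 0.27, adjusted p = 6.3e-04), and in males with 10:2 FTOH, 1.23 (SE 0.27, adjusted p = 1.6e-04), PFHxSAm, 0.62 (SE 0.21, adjusted p = 0.0146), and 2,3-Benzofluorene, 0.72 (SE 0.23, adjusted p = 0.0316). It stood at 0.52 (SE 0.28, adjusted p = 0.132) in 6:1 FTOH males (0.71, adjusted p = 0.0398 without male 413) and 0.58 (SE 0.23, adjusted p = 0.0896) in 2,3-Benzofluorene females. Slopes per dose step were positive in all 8 series, from 0.066 (SE 0.025, adjusted p = 0.0346) in PFHxSAm males to 0.26 (SE 0.025, adjusted p = 4.2e-15) in 6:1 FTOH females. Males responded less than females with 6:1 FTOH, -1.51 (SE 0.41, adjusted p = 0.00567), and PFHxSAm, -1.36 (SE 0.30, adjusted p = 6.7e-04). Some other acute-phase genes moved the opposite way: Fga, a fibrinogen chain, fell in 6:1 FTOH females, -0.89 (SE 0.13, adjusted p = 3.1e-08), and PFHxSAm males, -0.68 (SE 0.10, adjusted p = 1.8e-08), Hp, haptoglobin, fell in 6:1 FTOH males, -1.02 (SE 0.20, adjusted p = 1.9e-05), and of 16 tested acute-phase genes of the list 2 rose and 8 fell in 6:1 FTOH females, 0 and 9 in 6:1 FTOH males and, of 15 tested, 2 and 10 in PFHxSAm males (camera adjusted p = 0.289, 0.325 and 0.0914; 8, 10 and 10 lower adjusted over the list alone). Leaving out 1 animal gives 5 to 10 lower and 0 to 1 higher in 6:1 FTOH males, and the main plate alone gives 5 lower of 18 tested. In other settings, Orm1 in PFHxSAm males has an adjusted p of 0.167 under scaling by library totals and 0.155 under limma, in 2,3-Benzofluorene males 0.0741 under scaling by library totals, 0.3 with the main plate alone, 0.126 with the dosed and vehicle groups alone, 0.0986 under limma and 0.0532 to 0.255 without animal 432, 434, 435, 437, 534 or 531, without male 413 that of 6:1 FTOH males is 0.0398, and with the dosed and vehicle groups alone that of 2,3-Benzofluorene females is 0.0121.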

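Adh5, the glutathione-dependent formaldehyde dehydrogenase, rose in males with 6:1 FTOH, 0.69 (SE 0.077, adjusted p = 8.4e-13), 10:2 FTOH, 0.39 (SE 0.087, adjusted p = 2.0e-04), and PFHxSAm, 0.34 (SE 0.092, adjusted p = 0.00238), and stood at 0.15 (SE 0.079, adjusted p = 0.266) with 2,3-Benzofluorene. Females stood at 0.14 (SE 0.078, adjusted p = 0.15), -0.028 (SE 0.088, adjusted p = 0.893), 0.062 (SE 0.092, adjusted p = 0.706) and -0.0077 (SE 0.078, adjusted p = 0.966) in the same order. The male-minus-female difference was 0.53 (SE 0.11, adjusted p = 2.6e-04) with 6:1 FTOH, 0.42 (SE 0.12, adjusted p = 0.0374) with 10:2 FTOH and 0.28 (SE 0.13, adjusted p = 0.201) with PFHxSAm. Slopes per dose step were 0.088 (SE 0.0076, adjusted p = 6.2e-18) in 6:1 FTOH males and 0.025 (SE 0.0066, adjusted p = 0.00114) in females, 0.044 (SE 0.0074, adjusted p = 5.4e-07) in 10:2 FTOH males, 0.026 (SE 0.0066, adjusted p = 0.00196) in 2,3-Benzofluorene males and 0.0047 (SE 0.0066, adjusted p = 0.653) in 2,3-Benzofluorene females. Under scaling by library totals the PFHxSAm male value is 0.017 (adjusted p = 0.878; edgeR, n = 5 against 10).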

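Ehhadh rose with each PFAS in both sexes: 4.71 (SE 0.44, adjusted p = 1.7e-15) and 6.00 (SE 0.46, adjusted p = 3.4e-20) with 6:1 FTOH (females and males), 1.88 (SE 0.16, adjusted p = 8.1e-17) and 5.15 (SE 0.17, adjusted p = 2.0e-42) with PFHxSAm, and 0.92 (SE 0.14, adjusted p = 5.4e-08) and 1.19 (SE 0.13, adjusted p = 3.5e-12) with 10:2 FTOH. With 2,3-Benzofluorene it fell in females, -0.57 (SE 0.16, adjusted p = 0.00652), and stood at -0.24 (SE 0.15, adjusted p = 0.386) in males. The steps were graded in 6:1 FTOH males, 4.03 (SE 0.43, adjusted p = 2.7e-12) at 37 mg/kg and 5.74 (SE 0.46, adjusted p = 5.5e-19) at 111 mg/kg, and steep in PFHxSAm males, 1.55 (SE 0.16, adjusted p = 1.0e-12) at 37 mg/kg. Slopes per dose step were 0.41 (SE 0.038, adjusted p = 3.0e-15) and 0.86 (SE 0.051, adjusted p = 1.8e-27) with 6:1 FTOH, 0.21 (SE 0.019, adjusted p = 1.1e-15) and 0.53 (SE 0.020, adjusted p = 1.8e-38) with PFHxSAm, 0.13 (SE 0.012, adjusted p = 1.9e-16) and 0.15 (SE 0.012, adjusted p = 2.3e-20) with 10:2 FTOH and -0.069 (SE 0.013, adjusted p = 1.4e-05) and -0.049 (SE 0.013, adjusted p = 0.0028) with 2,3-Benzofluorene. At 111 mg/kg in males it differed from 2,3-Benzofluorene by 6.03 (95% interval 5.67 to 6.39, adjusted p = 7.9e-23) with 6:1 FTOH and 5.44 (95% interval 4.83 to 6.05, adjusted p = 5.1e-15) with PFHxSAm, and the male-minus-female difference was 2.74 (SE 0.63, adjusted p = 9.2e-04) with 6:1 FTOH and 3.27 (SE 0.24, adjusted p = 1.3e-19) with PFHxSAm. With the main plate alone the 2,3-Benzofluorene female value has an adjusted p = 0.175 (edgeR, n = 5 against 10).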

The gene *Ehhadh*, which catalyzes two reactions of long-chain fatty acid peroxisomal beta-oxidation (UniProt, 2023b), was upregulated in a dose-based, PFAS-specific manner, indicating higher fatty acid beta-oxidation in response to PFAS chemicals. These results indicate that the gene signature for PFAS- and PAH-induced lipid accumulation is potentially different from the classes of toxicants in the Natsoulis et al. study. These results also suggest the multi-factorial nature of PFAS- and PAH-induced lipid accumulation in the liver.

## 4 Discussion

We analyzed liver transcriptomic data from male and female rats exposed to various doses of environmental toxicants, i.e., PFAS and PAH, to identify genes that are dysregulated and could potentially contribute to a steatosis outcome in the liver. We identified genes by grouping them into sets based on their responses: sex- and toxicant-independent, sex-dependent, or toxicant-dependent. 

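Of 24 probes for genes drawn in the lipid and bile scheme, 15 rose and 4 fell in 6:1 FTOH females and 14 and 4 in 6:1 FTOH males. The counts were 13 and 3 in PFHxSAm females and 15 and 6 in PFHxSAm males, and 5 and 3 in 10:2 FTOH females and 12 and 8 in 10:2 FTOH males. In 2,3-Benzofluorene females and males they were 3 and 4, 3 and 7. Without 1 animal 5 to 8 fell in 10:2 FTOH males, and the scheme was drawn from these animals, so the counts are not independent evidence. On the lipoprotein side, Apoa1 also fell in PFHxSAm females, -1.42 (SE 0.13, adjusted p = 1.1e-14), 10:2 FTOH females, -1.05 (SE 0.17, adjusted p = 1.2e-06), and 2,3-Benzofluorene males, -0.77 (SE 0.16, adjusted p = 2.6e-04). Pltp, the phospholipid transfer protein, fell in 6:1 FTOH females, -1.27 (SE 0.25, adjusted p = 1.8e-05). Of 11 measured genes of the lipoprotein list 10 fell and 1 rose in 6:1 FTOH males (adjusted p = 0.16 with an estimated correlation; 10 lower adjusted over the list alone). Lipc, the hepatic lipase, fell in 10:2 FTOH males, -0.72 (SE 0.11, adjusted p = 5.1e-08). On the bile side, of 11 tested genes of the bile transport list 3 rose and 6 fell in PFHxSAm males (0.486). Fabp7, a lipid-binding protein, rose with 6:1 FTOH, 1.39 (SE 0.23, adjusted p = 2.6e-07) and 1.54 (SE 0.23, adjusted p = 1.2e-08), and fell in 10:2 FTOH males, -1.20 (SE 0.19, adjusted p = 1.2e-07) (n = 5 against 10).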

Functionally, most of the dysregulated genes play roles in lipid metabolism and bile secretion processes (Figure 8). We observed that the key rate-limiting genes of the bile acid (*Cyp7a1*), glucose (*Pck1*), and monounsaturated fatty acid synthesis pathways (*Scd*) are disrupted in response to the toxicants and that *Pck1* and *Cyp7a1* are downregulated specifically in male rats upon exposure to the toxicants. The behavior of these genes has been previously reported to be associated with fatty liver disease in various organisms, including mice and humans (Liu et al., 2016; Chiang and Ferrell, 2020; Ye et al., 2023). From the metabolic pathway diagrams (Figure 8), we observed that the downregulation of *Pck1* reduces the transformation of oxaloacetate to phosphoenolpyruvate, which reduces cycling of acetyl CoA into glucose and makes more acetyl CoA available for cholesterol and fatty acid production. The downregulation of *Cyp7a1* reduces the production of bile acids from cholesterol, which can cause cholesterol to accumulate. The specific expression of these genes could contribute to the PFAS-induced and sex-dependent activation of steatosis observed in rodent studies (Kim et al., 2011; Roth et al., 2021; Sen et al., 2022). The up- or downregulation of additional genes that showed sex-specific responses (*G0s2, Igfbp1, Mfsd2a, Myc,* and *Tat*), as observed in the male rats, has been reported to increase lipid accumulation and lead to a non-alcoholic steatohepatitis-like phenotype (Fu et al., 2010; Wang et al., 2013; de la Garza et al., 2017; Jiang et al., 2021; Chin et al., 2023). The expression of several genes that showed a consistent response in male rats varied by dose and type of PFAS in female rats, which could further explain the contradicting results in sex-based PFAS studies (Kim et al., 2011; Roth et al., 2021; Sen et al., 2022).

**FIGURE 8:**
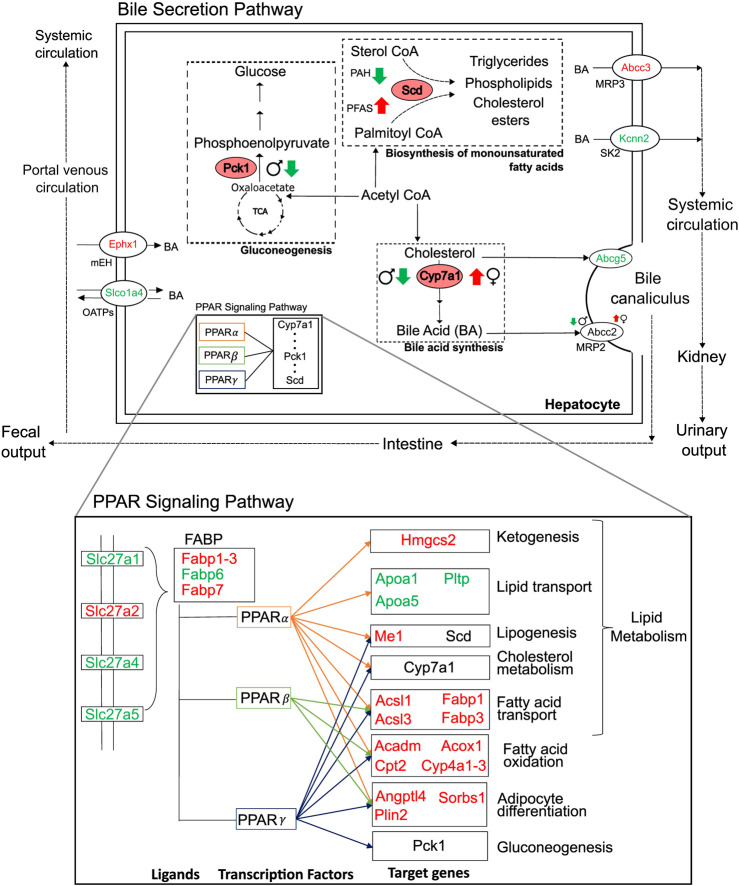
Summary of major perturbations in the lipid and bile-acid metabolism. Genes with key metabolic functions in the bile secretion and lipid metabolism pathways of the liver, as determined using the *Kyoto Encyclopedia of Genes and Genomes*. Up- and downregulated genes are indicated in red and green, respectively. Sex- and toxicant-specific responses are summarized using symbols adjacent to the gene name. Pink ovals represent genes with rate-limiting functions (*Pck1, Scd,* and *Cyp7a1*).

While we observed that some genes respond differently between the sexes and some show a PFAS *versus* non-PFAS response, we also identified a set of genes that showed a similar response in both sexes and in response to both PFAS and non-PFAS exposures (Figures 5, 8). The upregulation of genes with fatty acid synthesis, transport, and oxidation functions and downregulation of lipid transport genes provide evidence of potential for lipid accumulation, particularly via the PPAR signaling pathway (Kanehisa and Goto, 2000; Heintz et al., 2022). We also analyzed the expression of the genes described above in an independent expression dataset of male Sprague Dawley rats exposed to various doses of PFOA (Gwinn et al., 2020) and observed that the male- and PFAS-specific responses were identical in this dataset (Supplementary Material S1; Supplementary Figure S1). Interestingly, the genes showed the adverse responses even at low doses of PFOA, which is a legacy PFAS that has been discontinued due to its high toxicity. These results suggest that the identified mechanism leading to steatosis outcome is similar among PFAS chemicals and that the length and type of PFAS likely influences the extent of disruption within the mechanism. A similar comparison would need to be performed between our results for 2,3-Benzofluorene and other PAH chemicals to make PAH-specific conclusions.

We noticed that the genes that were commonly up- or downregulated by PFAS and non-PFAS toxicants showed a lower FC in response to the non-PFAS compound. Furthermore, there were genes that showed a different response between PFAS and non-PFAS chemicals (see Figures 3, 6). Exposure to PAH caused a downregulation of *Scd*, which plays a rate-limiting function in the production of triglycerides and other fatty acids from acetyl CoA products. In contrast, exposure to PFAS caused an upregulation of *Scd*, suggesting that the adverse outcome of PFAS is dependent on increased production of fatty acids from acetyl CoA products, which could be a key step that makes the PFAS mechanism of injury different from that employed by PAH. The downregulation of *Scd* in response to PAH and upregulation in response to PFAS were similar between the sexes, with male rats showing higher FC than female rats. We also observed upregulation of *Angptl4* in rats exposed to PFAS but not in rats exposed to PAH, which indicates increased cholesterol synthesis in PFAS-exposed rats (Lichtenstein et al., 2007). These results indicate that PFAS and PAH likely activate different molecular mechanisms in steatosis adverse outcome pathways and, while the mechanism is similar among the PFAS, the magnitude of the alteration likely depends on the PFAS chain length and functional group. This finding is supported by other studies that report PFAS chain length and functional moiety affecting PFAS activity *in vivo* (Wan et al., 2012; Fenton et al., 2021).

Lipid accumulation in the liver and an increased incidence of fatty liver disease, such as hepatic steatosis, are the most commonly reported adverse outcomes of PFAS exposure (Wan et al., 2012; Beggs et al., 2016; Bagley et al., 2017; Das et al., 2017; Roth et al., 2021; Costello et al., 2022; Zhang et al., 2023). The responses of the specific genes described above have been reported to independently play roles in altering lipid composition within the liver and consequently contributing to steatosis and other liver injury phenotypes (Yu et al., 2002; Wu et al., 2004; Aleksunes et al., 2006; Li et al., 2009; Chai et al., 2012; Zhang et al., 2017; He et al., 2020; Pan et al., 2021; Chin et al., 2023). In addition to looking at genes with similar responses by toxicant or sex, we also analyzed the expression of a gene set associated with a toxicant-induced steatosis outcome (AbdulHameed et al., 2019). The results (shown in Figure 7) revealed that most of the genes in this set are disrupted more in response to PFAS than to PAH, which further suggests that PFAS chemicals likely have a greater potential to cause steatosis than PAH.

NAFLD occurs because of an imbalance between lipid uptake, biosynthesis, and elimination processes (via oxidation and export) in the liver (Tessari et al., 2009; Berlanga et al., 2014). Our analysis revealed many genes within each of the processes of lipid and fatty acid transport, lipogenesis, and fatty acid oxidation that could disrupt lipid homeostasis in the liver. Our results suggest that the steatosis outcome from the PFAS exposures could be multifactorial, with several genes in the lipid uptake, transport, and biosynthesis steps dominating the overall outcome compared to the protective upregulation of fatty acid oxidation-related genes driven by the PPAR signaling pathway. However, our analysis of transcriptomics data alone is insufficient to quantitatively identify the key driver of lipid imbalance caused by toxicant exposure. While the clinical chemistry data from the NIEHS studies (Auerbach et al., 2023a; Auerbach et al., 2023b; Auerbach et al., 2023c; Auerbach et al., 2023d), corresponding to the transcriptomics data analyzed here, showed an increase in ALT and AST levels (Supplementary Material S1, Supplementary Table S3), which provides indirect evidence of liver injury, a histological analysis would be required to confirm the steatosis outcome. ALT and AST levels were both increased in male and female rats exposed to the fluorotelomer alcohols (6:1 FTOH and 10:2 FTOH), and only ALT increased in response to PFHxSAm, suggesting varying potencies between the PFAS types. Interestingly, cholesterol levels showed a PAH-specific increase, while an increase in triglyceride levels was observed mostly in female rats.

In this study, we used published steatosis AOPs and predictions from ToxProfiler to identify molecular events that initiate a steatosis outcome in rats exposed to PFAS or PAH (Figure 1). Our results revealed that most of the disrupted genes are targets of PPAR, followed by glucocorticoid receptor (NR3C1), AR, and ESR1 (Table 1). Previous studies have reported PPAR-dependent and -independent mechanisms of PFAS toxicity in mouse, rat, and human hepatocytes (Takacs and Abbott, 2007; Wolf et al., 2008; Elcombe et al., 2012; Rosen et al., 2017; Heintz et al., 2022; Louisse et al., 2023). Some studies have also reported HNF4α-dependent mechanisms (Beggs et al., 2016) and estrogen receptor-mediated mechanisms (Behr et al., 2018; Qiu et al., 2020). Our results indicate that PFAS may be using estrogen signaling in addition to PPAR signaling to cause adverse outcomes, but the exact mechanism of toxicity may depend on the length and type of PFAS. Carboxylate-based PFAS have been reported to be more potent at activating PPAR signaling mechanisms than sulfonic acid-based PFAS (Wolf et al., 2008). We observed a similar result in the rat expression data we analyzed, suggesting that functional group attachment and length of PFAS need to be considered in studies analyzing the toxic effects of PFAS. Furthermore, the MIEs and genes studied here could be associated with outcomes other than steatosis. For example, our search of alternative AOPs on the EPA AOP-DB for the same set of genes revealed associations with reproductive dysfunction and early life stage mortality, with steatosis as one of the major outcomes, as shown in Supplementary Material S1, Supplementary Figure S2. Interestingly, some of the alternative outcomes (Leydig cell tumors, impaired fertility via malformation of the male reproductive tract, and decreased fertility via adult Leydig cell dysfunction) were also specific to male rats.

In conclusion, the widespread occurrence of toxicants that can bioaccumulate is a cause of concern due to their long half-lives and ability to rapidly accumulate in organisms (Fenton et al., 2021; Mallah et al., 2022). Here, we studied the potential of a limited set of PFAS and PAH chemicals to independently cause steatosis adverse outcomes in rats at various doses and during acute exposure. Although the FC values are not alarmingly high for the highest dose of any of the toxicants, it is possible that the toxicants induce more drastic effects on human livers due to species-specific metabolic differences or have a higher affinity for the human isoforms of the MIEs (Wolf et al., 2008; Qiu et al., 2020). The genes that we report to show dose-based trends were identified from observed FC responses, and further analysis that includes dose-response modeling would be needed to evaluate the significance of dose-dependency. The amount of data analyzed here was large, with over 350 samples across ∼17K genes, from which we extracted key sex-based differences that could potentially activate a steatosis outcome. While our approach does not describe the potential of PFAS to cause steatosis specifically in humans, we highlight genes and mechanisms that can be translated to understand adverse outcomes in humans and to design therapeutic approaches that can circumvent the toxic effects of PFAS. Finally, our approach can be applied to computationally design and analyze steatosis AOPs for various toxicants using any liver gene expression data.

## Data Availability

Publicly available datasets were analyzed in this study. This data can be found here: GEO database accession no. GSE183705.

## References

[B1] AbdulHameedM. D. M.LiuR.SchymanP.SachsD.XuZ.DesaiV. (2021). ToxProfiler: toxicity-target profiler based on chemical similarity. Computat. Toxicol. 18, 100162. 10.1016/j.comtox.2021.100162

[B2] AbdulHameedM. D. M.PannalaV. R.WallqvistA. (2019). Mining public toxicogenomic data reveals insights and challenges in delineating liver steatosis adverse outcome pathways. Front. Genet. 10, 1007. 10.3389/fgene.2019.01007 31681434 PMC6813744

[B3] AleksunesL. M.GoedkenM.ManautouJ. E. (2006). Up-regulation of NAD(P)H quinone oxidoreductase 1 during human liver injury. World J. Gastroenterol. 12 (12), 1937–1940. 10.3748/wjg.v12.i12.1937 16610002 PMC4087521

[B4] AnkleyG. T.BennettR. S.EricksonR. J.HoffD. J.HornungM. W.JohnsonR. D. (2010). Adverse outcome pathways: a conceptual framework to support ecotoxicology research and risk assessment. Environ. Toxicol. Chem. 29 (3), 730–741. 10.1002/etc.34 20821501

[B5] AttanasioR. (2019). Sex differences in the association between perfluoroalkyl acids and liver function in US adolescents: analyses of NHANES 2013-2016. Environ. Pollut. 254 (Pt B), 113061. 10.1016/j.envpol.2019.113061 31454574

[B6] AuerbachS. S. (2023a) NIEHS report on the *in vivo* repeat dose biological potency study of 2,3-Benzofluorene (CASRN 243-17-4) in Sprague Dawley (Hsd:Sprague Dawley® SD®) rats (gavage studies): NIEHS report 09. Research Triangle Park, NC: NIEHS.37018437

[B7] AuerbachS. S. (2023b) NIEHS report on the *in vivo* repeat dose biological potency study of 6:1 Fluorotelomer Alcohol (CASRN 375-82-6) in Sprague Dawley (Hsd:Sprague Dawley® SD®) rats (gavage studies): NIEHS report 07. Research Triangle Park, NC: NIEHS.37018435

[B8] AuerbachS. S. (2023c) NIEHS report on the *in vivo* repeat dose biological potency study of 1,1,2,2-Tetrahydroperfluoro-1-dodecanol (CASRN 865-86-1) in Sprague Dawley (Hsd:Sprague Dawley® SD®) rats (gavage studies): NIEHS report 08. Research Triangle Park, NC: NIEHS.37018436

[B9] AuerbachS. S. (2023d) NIEHS report on the in vivo repeat dose biological potency study of perfluorohexanesulfonamide (CASRN 41997-13-1) in Sprague Dawley (Hsd:Sprague Dawley® SD®) rats (gavage studies): NIEHS report 10. Research Triangle Park, NC: NIEHS.37018438

[B10] BagleyB. D.ChangS. C.EhresmanD. J.EvelandA.ZitzowJ. D.ParkerG. A. (2017). Perfluorooctane sulfonate-induced hepatic steatosis in male Sprague Dawley rats is not attenuated by dietary choline supplementation. Toxicol. Sci. 160 (2), 284–298. 10.1093/toxsci/kfx185 28973659

[B11] BeggsK. M.McGrealS. R.McCarthyA.GunewardenaS.LampeJ. N.LauC. (2016). The role of hepatocyte nuclear factor 4-alpha in perfluorooctanoic acid- and perfluorooctanesulfonic acid-induced hepatocellular dysfunction. Toxicol. Appl. Pharmacol. 304, 18–29. 10.1016/j.taap.2016.05.001 27153767 PMC5367386

[B12] BehrA. C.LichtensteinD.BraeuningA.LampenA.BuhrkeT. (2018). Perfluoroalkylated substances (PFAS) affect neither estrogen and androgen receptor activity nor steroidogenesis in human cells *in vitro* . Toxicol. Lett. 291, 51–60. 10.1016/j.toxlet.2018.03.029 29601859

[B13] BerlangaA.Guiu-JuradoE.PorrasJ. A.AuguetT. (2014). Molecular pathways in non-alcoholic fatty liver disease. Clin. Exp. Gastroenterol. 7, 221–239. 10.2147/CEG.S62831 25045276 PMC4094580

[B14] BlakeB. E.PinneyS. M.HinesE. P.FentonS. E.FergusonK. K. (2018). Associations between longitudinal serum perfluoroalkyl substance (PFAS) levels and measures of thyroid hormone, kidney function, and body mass index in the Fernald Community Cohort. Environ. Pollut. 242 (Pt A), 894–904. 10.1016/j.envpol.2018.07.042 30373035 PMC6309414

[B15] ChaiJ.CaiS. Y.JiangZ.WangH.LiQ. (2012). *Elevated hepatic multidrug resistance-associated protein 3/ATP-binding cassette subfamily C 3 expression in human obstructive cholestasis is mediated through tumor necrosis factor alpha and c-Jun NH* _2_ *-terminal kinase/stress-activated protein kinase-signaling pathway* . Hepatology 55 (5), 1485–1494. 10.1002/hep.24801 22105759 PMC3297707

[B16] ChiangJ. Y. L.FerrellJ. M. (2020). Up to date on cholesterol 7 alpha-hydroxylase (CYP7A1) in bile acid synthesis. Liver Res. 4 (2), 47–63. 10.1016/j.livres.2020.05.001 34290896 PMC8291349

[B17] ChinC. F.GalamD. L.GaoL.TanB. C.WongB. H.ChuaG. L. (2023). Blood-derived lysophospholipid sustains hepatic phospholipids and fat storage necessary for hepatoprotection in overnutrition. J. Clin. Investig. 133 (17), e171267. 10.1172/JCI171267 37463052 PMC10471173

[B18] ChoiY. H.LeeJ. Y.MoonK. W. (2023). Exposure to volatile organic compounds and polycyclic aromatic hydrocarbons is associated with the risk of non-alcoholic fatty liver disease in Korean adolescents: Korea National Environmental Health Survey (KoNEHS) 2015-2017. Ecotoxicol. Environ. Saf. 251, 114508. 10.1016/j.ecoenv.2023.114508 36621033

[B19] CostelloE.RockS.StratakisN.EckelS. P.WalkerD. I.ValviD. (2022). Exposure to per- and polyfluoroalkyl substances and markers of liver injury: a systematic review and meta-analysis. Environ. Health Perspect. 130 (4), 46001. 10.1289/EHP10092 35475652 PMC9044977

[B20] D’AdamoR.PelosiS.TrottaP.SansoneG. (1997). Bioaccumulation and biomagnification of polycyclic aromatic hydrocarbons in aquatic organisms. Mar. Chem. 56, 45–49. 10.1016/s0304-4203(96)00042-4

[B21] DasK. P.WoodC. R.LinM. T.StarkovA. A.LauC.WallaceK. B. (2017). Perfluoroalkyl acids-induced liver steatosis: effects on genes controlling lipid homeostasis. Toxicology 378, 37–52. 10.1016/j.tox.2016.12.007 28049043 PMC5994610

[B22] de la GarzaR. G.Morales-GarzaL. A.Martin-EstalI.Castilla-CortazarI. (2017). Insulin-like growth factor-1 deficiency and cirrhosis establishment. J. Clin. Med. Res. 9 (4), 233–247. 10.14740/jocmr2761w 28270882 PMC5330765

[B23] ElcombeC. R.ElcombeB. M.FosterJ. R.ChangS. C.EhresmanD. J.NokerP. E. (2012). Evaluation of hepatic and thyroid responses in male Sprague Dawley rats for up to eighty-four days following seven days of dietary exposure to potassium perfluorooctanesulfonate. Toxicology 293 (1-3), 30–40. 10.1016/j.tox.2011.12.015 22239858

[B24] EriksenK. T.Raaschou-NielsenO.McLaughlinJ. K.LipworthL.TjønnelandA.OvervadK. (2013). Association between plasma PFOA and PFOS levels and total cholesterol in a middle-aged Danish population. PLoS One 8 (2), e56969. 10.1371/journal.pone.0056969 23441227 PMC3575486

[B25] FentonS. E.DucatmanA.BoobisA.DeWittJ. C.LauC.NgC. (2021). Per- and polyfluoroalkyl substance toxicity and human health review: current state of knowledge and strategies for informing future research. Environ. Toxicol. Chem. 40 (3), 606–630. 10.1002/etc.4890 33017053 PMC7906952

[B26] FuL.DongS. S.XieY. W.TaiL. S.ChenL.KongK. L. (2010). Down-regulation of tyrosine aminotransferase at a frequently deleted region 16q22 contributes to the pathogenesis of hepatocellular carcinoma. Hepatology 51 (5), 1624–1634. 10.1002/hep.23540 20209601

[B27] GalloV.LeonardiG.GenserB.Lopez-EspinosaM. J.FrisbeeS. J.KarlssonL. (2012). Serum perfluorooctanoate (PFOA) and perfluorooctane sulfonate (PFOS) concentrations and liver function biomarkers in a population with elevated PFOA exposure. Environ. Health Perspect. 120 (5), 655–660. 10.1289/ehp.1104436 22289616 PMC3346788

[B28] GwinnW. M.AuerbachS. S.ParhamF.StoutM. D.WaidyanathaS.MutluE. (2020). Evaluation of 5-day *in vivo* rat liver and kidney with high-throughput transcriptomics for estimating benchmark doses of apical outcomes. Toxicol. Sci. 176 (2), 343–354. 10.1093/toxsci/kfaa081 32492150 PMC7416315

[B29] HammarstrandS.JakobssonK.AnderssonE.XuY.LiY.OlovssonM. (2021). Perfluoroalkyl substances (PFAS) in drinking water and risk for polycystic ovarian syndrome, uterine leiomyoma, and endometriosis: a Swedish cohort study. Environ. Int. 157, 106819. 10.1016/j.envint.2021.106819 34391986

[B30] HanH.ChoJ. W.LeeS.YunA.KimH.BaeD. (2018). TRRUST v2: an expanded reference database of human and mouse transcriptional regulatory interactions. Nucleic Acids Res. 46 (D1), D380-D386–D386. 10.1093/nar/gkx1013 29087512 PMC5753191

[B31] HarrisC. R.MillmanK. J.van der WaltS. J.GommersR.VirtanenP.CournapeauD. (2020). Array programming with NumPy. Nature 585 (7825), 357–362. 10.1038/s41586-020-2649-2 32939066 PMC7759461

[B32] HaugM.DunderL.LindP. M.LindL.SalihovicS. (2023). Associations of perfluoroalkyl substances (PFAS) with lipid and lipoprotein profiles. J. Expo. Sci. Environ. Epidemiol. 33 (5), 757–765. 10.1038/s41370-023-00545-x 37019983 PMC10541331

[B33] HeA. (2020). Acetyl-CoA derived from hepatic peroxisomal beta-oxidation inhibits autophagy and promotes steatosis via mTORC1 activation. Mol. Cell. 79 (1), 30–42.e34. 10.1016/j.molcel.2020.05.007 32473093 PMC7335356

[B34] HeintzM. M.ChappellG. A.ThompsonC. M.HawsL. C. (2022). Evaluation of transcriptomic responses in livers of mice exposed to the short-chain PFAS compound HFPO-DA. Front. Toxicol. 4, 937168. 10.3389/ftox.2022.937168 35832492 PMC9271854

[B35] HuangD. W.ShermanB. T.StephensR.BaselerM. W.LaneH. C.LempickiR. A. (2008). DAVID gene ID conversion tool. Bioinformation 2 (10), 428–430. 10.6026/97320630002428 18841237 PMC2561161

[B36] HunterJ. D. (2007). Matplotlib: a 2D graphics environment. Comput. Sci Eng 9, 90–95. 10.1109/mcse.2007.55

[B37] IgarashiY.NakatsuN.YamashitaT.OnoA.OhnoY.UrushidaniT. (2015). Open TG-GATEs: a large-scale toxicogenomics database. Nucleic Acids Res. 43, D921–D927. 10.1093/nar/gku955 25313160 PMC4384023

[B38] JiangZ. Y.ZhouY.ZhouL.LiS. W.WangB. M. (2021). Identification of key genes and immune infiltrate in nonalcoholic steatohepatitis: a bioinformatic analysis. Biomed. Res. Int. 2021, 7561645. 10.1155/2021/7561645 34552988 PMC8452393

[B39] JolliffeI. T. (1982). A note on the use of principal components in regression. J. R. Stat. Soc. Ser. C. Appl. Stat. 31 (3), 300–303. 10.2307/2348005

[B40] KanehisaM.GotoS. (2000). KEGG: Kyoto Encyclopedia of genes and Genomes. Nucleic Acids Res. 28 (1), 27–30. 10.1093/nar/28.1.27 10592173 PMC102409

[B41] KhalilN.ChenA.LeeM.CzerwinskiS. A.EbertJ. R.DeWittJ. C. (2016). Association of perfluoroalkyl substances, bone mineral density, and osteoporosis in the U.S. population in NHANES 2009-2010. Environ. Health Perspect. 124 (1), 81–87. 10.1289/ehp.1307909 26058082 PMC4710590

[B42] KimH. S.Jun KwackS.Sik HanE.Seok KangT.Hee KimS.Young HanS. (2011). Induction of apoptosis and CYP4A1 expression in Sprague-Dawley rats exposed to low doses of perfluorooctane sulfonate. J. Toxicol. Sci. 36 (2), 201–210. 10.2131/jts.36.201 21467747

[B43] LangmeadB.TrapnellC.PopM.SalzbergS. L. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 10 (3), R25. 10.1186/gb-2009-10-3-r25 19261174 PMC2690996

[B44] LiL. O.EllisJ. M.PaichH. A.WangS.GongN.AltshullerG. (2009). Liver-specific loss of long chain acyl-CoA synthetase-1 decreases triacylglycerol synthesis and beta-oxidation and alters phospholipid fatty acid composition. J. Biol. Chem. 284 (41), 27816–27826. 10.1074/jbc.M109.022467 19648649 PMC2788832

[B45] LiY.BarregardL.XuY.ScottK.PinedaD.LindhC. H. (2020). Associations between perfluoroalkyl substances and serum lipids in a Swedish adult population with contaminated drinking water. Environ. Health 19 (1), 33. 10.1186/s12940-020-00588-9 32169067 PMC7071576

[B46] LichtensteinL.BerbéeJ. F. P.van DijkS. J.van DijkK. W.BensadounA.KemaI. P. (2007). Angptl4 upregulates cholesterol synthesis in liver via inhibition of LPL- and HL-dependent hepatic cholesterol uptake. Arterioscler. Thromb. Vasc. Biol. 27 (11), 2420–2427. 10.1161/ATVBAHA.107.151894 17761937

[B47] LiuB.GaoL.DingL.LvL.YuY. (2023). Trophodynamics and bioaccumulation of polycyclic aromatic hydrocarbons (PAHs) in marine food web from Laizhou Bay, China. Mar. Pollut. Bull. 194 (Pt B), 115307. 10.1016/j.marpolbul.2023.115307 37478788

[B48] LiuH.PathakP.BoehmeS.ChiangJ. Y. L. (2016). Cholesterol 7α-hydroxylase protects the liver from inflammation and fibrosis by maintaining cholesterol homeostasis. J. Lipid Res. 57 (10), 1831–1844. 10.1194/jlr.M069807 27534992 PMC5036364

[B49] LouisseJ.FragkiS.RijkersD.JanssenA.van DijkB.LeendersL. (2023). Determination of *in vitro* hepatotoxic potencies of a series of perfluoroalkyl substances (PFASs) based on gene expression changes in HepaRG liver cells. Arch. Toxicol. 97 (4), 1113–1131. 10.1007/s00204-023-03450-2 36864359 PMC10025204

[B50] MallahM. A.ChangxingL.NoreenS.LiuY.SaeedM. (2022). Polycyclic aromatic hydrocarbon and its effects on human health: an overeview. Chemosphere 296, 133948. 10.1016/j.chemosphere.2022.133948 35151703

[B51] MansouriK.GrulkeC. M.JudsonR. S.WilliamsA. J. (2018). OPERA models for predicting physicochemical properties and environmental fate endpoints. J. Cheminform 10 (1), 10. 10.1186/s13321-018-0263-1 29520515 PMC5843579

[B52] MathWorks Inc. (2022) MATLAB version: 9.12.0 (R2022a).

[B53] MavD.ShahR. R.HowardB. E.AuerbachS. S.BushelP. R.CollinsJ. B. (2018). A hybrid gene selection approach to create the S1500+ targeted gene sets for use in high-throughput transcriptomics. PLoS One 13 (2), e0191105. 10.1371/journal.pone.0191105 29462216 PMC5819766

[B54] MellorC. L.SteinmetzF. P.CroninM. T. (2016). The identification of nuclear receptors associated with hepatic steatosis to develop and extend adverse outcome pathways. Crit. Rev. Toxicol. 46 (2), 138–152. 10.3109/10408444.2015.1089471 26451809

[B55] MelzerD.RiceN.DepledgeM. H.HenleyW. E.GallowayT. S. (2010). Association between serum perfluorooctanoic acid (PFOA) and thyroid disease in the U.S. National Health and Nutrition Examination Survey. Environ. Health Perspect. 118 (5), 686–692. 10.1289/ehp.0901584 20089479 PMC2866686

[B56] MortensenH. M.SennJ.LeveyT.LangleyP.WilliamsA. J. (2021). The 2021 update of the EPA's adverse outcome pathway database. Sci. Data 8 (1), 169. 10.1038/s41597-021-00962-3 34253739 PMC8275694

[B57] NatsoulisG.PearsonC. I.GollubJ.P EynonB.FerngJ.NairR. (2008). The liver pharmacological and xenobiotic gene response repertoire. Mol. Syst. Biol. 4, 175. 10.1038/msb.2008.9 18364709 PMC2290941

[B58] NelsonJ. W.HatchE. E.WebsterT. F. (2010). Exposure to polyfluoroalkyl chemicals and cholesterol, body weight, and insulin resistance in the general U.S. population. Environ. Health Perspect. 118 (2), 197–202. 10.1289/ehp.0901165 20123614 PMC2831917

[B59] PanJ.CenL.ZhouT.YuM.ChenX.JiangW. (2021). Insulin-like growth factor binding protein 1 ameliorates lipid accumulation and inflammation in nonalcoholic fatty liver disease. J. Gastroenterol. Hepatol. 36 (12), 3438–3447. 10.1111/jgh.15627 34273192

[B60] PatelA. B.ShaikhS.JainK. R.DesaiC.MadamwarD. (2020). Polycyclic aromatic hydrocarbons: sources, toxicity, and remediation approaches. Front. Microbiol. 11, 562813. 10.3389/fmicb.2020.562813 33224110 PMC7674206

[B61] QiuZ.QuK.LuanF.LiuY.ZhuY.YuanY. (2020). Binding specificities of estrogen receptor with perfluorinated compounds: a cross species comparison. Environ. Int. 134, 105284. 10.1016/j.envint.2019.105284 31707300

[B62] RengarajanT.RajendranP.NandakumarN.LokeshkumarB.RajendranP.NishigakiI. (2015). Exposure to polycyclic aromatic hydrocarbons with special focus on cancer. Asian Pac. J. Trop. Biomed. 5 (3), 182–189. 10.1016/s2221-1691(15)30003-4

[B63] RosenM. B.DasK. P.RooneyJ.AbbottB.LauC.CortonJ. C. (2017). PPARα-independent transcriptional targets of perfluoroalkyl acids revealed by transcript profiling. Toxicology 387, 95–107. 10.1016/j.tox.2017.05.013 28558994 PMC6129013

[B64] RossD.SiegelD. (2021). The diverse functionality of NQO1 and its roles in redox control. Redox Biol. 41, 101950. 10.1016/j.redox.2021.101950 33774477 PMC8027776

[B65] RothK.YangZ.AgarwalM.LiuW.PengZ.LongZ. (2021). Exposure to a mixture of legacy, alternative, and replacement per- and polyfluoroalkyl substances (PFAS) results in sex-dependent modulation of cholesterol metabolism and liver injury. Environ. Int. 157, 106843. 10.1016/j.envint.2021.106843 34479135 PMC8490327

[B66] SangL.GeY.LiuF.WeiK.ShenX.ZhangY. (2024). Association between per- and polyfluoroalkyl substances and sex hormone levels in males based on human studies. Ecotoxicol. Environ. Saf. 271, 115998. 10.1016/j.ecoenv.2024.115998 38262091

[B67] SchlezingerJ. J.PuckettH.OliverJ.NielsenG.Heiger-BernaysW.WebsterT. F. (2020). Perfluorooctanoic acid activates multiple nuclear receptor pathways and skews expression of genes regulating cholesterol homeostasis in liver of humanized PPARα mice fed an American diet. Toxicol. Appl. Pharmacol. 405, 115204. 10.1016/j.taap.2020.115204 32822737 PMC7503133

[B68] SchultzA. A.StantonN.SheltonB.PomazalR.LangeM. A.IrvingR. (2023). Biomonitoring of perfluoroalkyl and polyfluoroalkyl substances (PFAS) from the survey of the health of Wisconsin (SHOW) 2014-2016 and comparison with the national health and nutrition examination survey (NHANES). J. Expo. Sci. Environ. Epidemiol. 33 (5), 766–777. 10.1038/s41370-023-00593-3 37580384 PMC10804284

[B69] Sciome (2022). Sciome. GeniE. Available at: https://apps.sciome.com/genie/home (accessed on January 12, 2024).

[B70] SenP.QadriS.LuukkonenP. K.RagnarsdottirO.McGlincheyA.JänttiS. (2022). Exposure to environmental contaminants is associated with altered hepatic lipid metabolism in non-alcoholic fatty liver disease. J. Hepatol. 76 (2), 283–293. 10.1016/j.jhep.2021.09.039 34627976

[B71] ShannonP.MarkielA.OzierO.BaligaN. S.WangJ. T.RamageD. (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res. 13 (11), 2498–2504. 10.1101/gr.1239303 14597658 PMC403769

[B72] Society for Advancement of AOPs (2012). AOP-Wiki. Available at: http://aopwiki.org (accessed on April 12, 2024).

[B73] SteenlandK.TinkerS.FrisbeeS.DucatmanA.VaccarinoV. (2009). Association of perfluorooctanoic acid and perfluorooctane sulfonate with serum lipids among adults living near a chemical plant. Am. J. Epidemiol. 170 (10), 1268–1278. 10.1093/aje/kwp279 19846564

[B74] TakacsM. L.AbbottB. D. (2007). Activation of mouse and human peroxisome proliferator-activated receptors (alpha, beta/delta, gamma) by perfluorooctanoic acid and perfluorooctane sulfonate. Toxicol. Sci. 95 (1), 108–117. 10.1093/toxsci/kfl135 17047030

[B75] TessariP.CoracinaA.CosmaA.TiengoA. (2009). Hepatic lipid metabolism and non-alcoholic fatty liver disease. Nutr. Metab. Cardiovasc Dis. 19 (4), 291–302. 10.1016/j.numecd.2008.12.015 19359149

[B76] The Pandas Development Team (2023) pandas-dev/pandas: pandas.

[B77] UniProtC. (2014). Orm1. Available at: https://www.uniprot.org/uniprotkb/P02764/entry (accessed on February 14, 2024).

[B78] UniProtC. (2022). Adh5. Available at: https://www.uniprot.org/uniprotkb/P12711/entry (accessed on February 15, 2024).

[B79] UniProtC. (2023a). UniProt: the universal protein knowledgebase in 2023. Nucleic Acids Res. 51 (D1), D523–D531. 10.1093/nar/gkac1052 36408920 PMC9825514

[B80] UniProtC. (2023b). Ehhadh. Available at: https://www.uniprot.org/uniprotkb/P07896/entry (accessed on February 14, 2024).

[B81] United States Environmental Protection Agency (2022). CompTox chemicals dashboard: 11H-Benzo[b]fluorene 243-17-4 | DTXSID1022477: executive summary 2021. Available at: https://comptox.epa.gov/dashboard/chemical/executive-summary/DTXSID1022477 (accessed on January 17, 2024).

[B82] United States Environmental Protection Agency (2023). CompTox chemicals dashboard: perfluorohexanesulfonamide 41997-13-1 | DRXSID5049320: executive summary 2021. Available at: https://comptox.epa.gov/dashboard/chemical/executive-summary/DTXSID50469320 (accessed on January 17, 2024).

[B83] United States Environmental Protection Agency (2024a). CompTox chemicals dashboard: 6:1 fluorotelomer alcohol 375-82-6 | DTXSID00190950: executive summary 2021. Available at: https://comptox.epa.gov/dashboard/chemical/executive-summary/DTXSID00190950, accessed on January 17, 2024

[B84] United States Environmental Protection Agency (2024b). Final PFAS national primary drinking water regulation. Available at: https://www.epa.gov/sdwa/and-polyfluoroalkyl-substances-pfas (accessed on April 22, 2024).

[B85] United States Environmental Protection Agency. PFAS national primary drinking water regulation rulemaking, march 29, 2023. Fed. Regist. 88 (6), 18638–18754.

[B86] WanH. T.ZhaoY. G.WeiX.HuiK. Y.GiesyJ. P.WongC. K. C. (2012). PFOS-induced hepatic steatosis, the mechanistic actions on β-oxidation and lipid transport. Biochim. Biophys. Acta 1820 (7), 1092–1101. 10.1016/j.bbagen.2012.03.010 22484034

[B87] WangH.YanS.CuiJ.LiangY.RenS. (2022). Adverse effects of perfluorooctane sulfonate on the liver and relevant mechanisms. Toxics 10 (5), 265. 10.3390/toxics10050265 35622678 PMC9144769

[B88] WangY.ZhangY.QianH.LuJ.ZhangZ.MinX. (2013). The g0/g1 switch gene 2 is an important regulator of hepatic triglyceride metabolism. PLoS One 8 (8), e72315. 10.1371/journal.pone.0072315 23951308 PMC3741160

[B89] WaskomM. (2021). Seaborn: statistical data visualization. Open Source Softw. 6 (60), 3021. 10.21105/joss.03021

[B90] WolfC. J.TakacsM. L.SchmidJ. E.LauC.AbbottB. D. (2008). Activation of mouse and human peroxisome proliferator-activated receptor alpha by perfluoroalkyl acids of different functional groups and chain lengths. Toxicol. Sci. 106 (1), 162–171. 10.1093/toxsci/kfn166 18713766

[B91] WuY.-L.YeJ.ZhangS.ZhongJ.XiR. P. (2004). Clinical significance of serum IGF-I, IGF-II and IGFBP-3 in liver cirrhosis. World J. Gastroenterol. 10 (18), 2740–2743. 10.3748/wjg.v10.i18.2740 15309731 PMC4572205

[B92] XieX.WengX.LiuS.ChenJ.GuoX.GaoX. (2021). Perfluoroalkyl and polyfluoroalkyl substance exposure and association with sex hormone concentrations: results from the NHANES 2015-2016. Environ. Sci. Eur. 33 (1), 69. 10.1186/s12302-021-00508-9 36061407 PMC9440377

[B93] XuC.LiuQ.LiangJ.WengZ.XuJ.JiangZ. (2021). Urinary biomarkers of polycyclic aromatic hydrocarbons and their associations with liver function in adolescents. Environ. Pollut. 278, 116842. 10.1016/j.envpol.2021.116842 33711626

[B94] YeQ.LiuY.ZhangG.DengH.WangX.TuoL. (2023). Deficiency of gluconeogenic enzyme PCK1 promotes metabolic-associated fatty liver disease through PI3K/AKT/PDGF axis activation in male mice. Nat. Commun. 14 (1), 1402. 10.1038/s41467-023-37142-3 36918564 PMC10015095

[B95] YeakleyJ. M.ShepardP. J.GoyenaD. E.VanSteenhouseH. C.McCombJ. D.SeligmannB. E. (2017). A trichostatin A expression signature identified by TempO-Seq targeted whole transcriptome profiling. PLoS One 12 (5), e0178302. 10.1371/journal.pone.0178302 28542535 PMC5444820

[B96] YuL.HammerR. E.Li-HawkinsJ.Von BergmannK.LutjohannD.CohenJ. C. (2002). Disruption of Abcg5 and Abcg8 in mice reveals their crucial role in biliary cholesterol secretion. Proc. Natl. Acad. Sci. U. S. A. 99 (25), 16237–16242. 10.1073/pnas.252582399 12444248 PMC138595

[B97] ZhangX.HeckmannB. L.CampbellL. E.LiuJ. (2017). G0S2: a small giant controller of lipolysis and adipose-liver fatty acid flux. Biochim. Biophys. Acta Mol. Cell. Biol. Lipids 1862 (10 Pt B), 1146–1154. 10.1016/j.bbalip.2017.06.007 28645852 PMC5890940

[B98] ZhangX.ZhaoL.DucatmanA.DengC.von StackelbergK. E.DanfordC. J. (2023). Association of per- and polyfluoroalkyl substance exposure with fatty liver disease risk in US adults. JHEP Rep. 5 (5), 100694. 10.1016/j.jhepr.2023.100694 36968216 PMC10033989

[B99] ZhouS.GuoC.DaiY.PanX.LuoX.QinP. (2024). Association between polycyclic aromatic hydrocarbon exposure and liver function: the mediating roles of inflammation and oxidative stress. Environ. Pollut. 342, 123068. 10.1016/j.envpol.2023.123068 38042471

# Supplementary material for: Exposure to PFAS chemicals induces sex-dependent alterations in key rate-limiting steps of lipid metabolism in liver steatosis
**Source:** Front Toxicol. 2024 Jun 5;6:1390196. doi: 10.3389/ftox.2024.1390196
**Supplement:** Supplementary file 2

Supplementary Material

# Supplementary Tables

**Supplementary Table S1**. Chemicals used as input to ToxProfiler to predict MIEs of PFAS and PAH chemicals

| **Compound class** | **Name** | **SMILES** |
| --- | --- | --- |
| PAH | 2,3-Benzofluorene* | C1C2=CC=CC=C2C3=CC4=CC=CC=C4C=C31 |
| PFAS | PFHxSAm* | C(C(C(C(F)(F)S(=O)(=O)N)(F)F)(F)F)(C(C(F)(F)F)(F)F)(F)F |
| PFAS | 6:1 FTOH* | FC(F)(F)C(F)(F)C(F)(F)C(F)(F)C(F)(F)C(F)(F)CO |
| PFAS | 10:2 FTOH* | FC(F)(F)C(F)(F)C(F)(F)C(F)(F)C(F)(F)C(F)(F)C(F)(F)C(F)(F)C(F)(F)C(F)(F)CCO |
| PFECA | HFPO-TA | C(=O)(C(C(F)(F)F)(OC(C(C(F)(F)F)(OC(C(C(F)(F)F)(F)F)(F)F)F)(F)F)F)F |
| PFECA | HFPO-DA | C(=O)(C(C(F)(F)F)(OC(C(C(F)(F)F)(F)F)(F)F)F)O |
| PFSA | PFDS | C(C(C(C(C(C(F)(F)S(=O)(=O)O)(F)F)(F)F)(F)F)(F)F)(C(C(C(C(F)(F)F)(F)F)(F)F)(F)F)(F)F |
| PFSA | PFOS | C(C(C(C(C(F)(F)S(=O)(=O)O)(F)F)(F)F)(F)F)(C(C(C(F)(F)F)(F)F)(F)F)(F)F |
| PFSA | PFHpS | C(C(C(C(F)(F)F)(F)F)(F)F)(C(C(C(F)(F)S(=O)(=O)O)(F)F)(F)F)(F)F |
| PFSA | PFHxS | C(C(C(C(F)(F)S(=O)(=O)O)(F)F)(F)F)(C(C(F)(F)F)(F)F)(F)F |
| PFSA | PFBS | C(C(C(F)(F)S(=O)(=O)O)(F)F)(C(F)(F)F)(F)F |
| PFCA | PFHxDA | C(=O)(C(C(C(C(C(C(C(C(C(C(C(C(C(C(C(F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)O |
| PFCA | PFTeDA | C(=O)(C(C(C(C(C(C(C(C(C(C(C(C(C(F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)O |
| PFCA | PFDoDA | C(=O)(C(C(C(C(C(C(C(C(C(C(C(F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)O |
| PFCA | PFUnDA | C(=O)(C(C(C(C(C(C(C(C(C(C(F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)O |
| PFCA | PFDA | C(=O)(C(C(C(C(C(C(C(C(C(F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)O |
| PFCA | PFNA | C(=O)(C(C(C(C(C(C(C(C(F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)O |
| PFCA | PFOA | C(=O)(C(C(C(C(C(C(C(F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)O |
| PFCA | PFHpA | C(=O)(C(C(C(C(C(C(F)(F)F)(F)F)(F)F)(F)F)(F)F)(F)F)O |
| PFCA | PFHxA | C(=O)(C(C(C(C(C(F)(F)F)(F)F)(F)F)(F)F)(F)F)O |
| PFCA | PFPeA | C(=O)(C(C(C(C(F)(F)F)(F)F)(F)F)(F)F)O |

An asterisk (*) marks the compounds analyzed in this study.
**MIEs**, molecular initiating events; **PAH**, polycyclic aromatic hydrocarbons; **PFAS**, per- or polyfluoro alkyl substances; **PFECA**, perfluoroalkyl ether carboxylic acids; **PFSA**, perfluoroalkyl sulfonic acids; **PFCA**, perfluoroalkyl carboxylic acids; **PFHxSAm**, perfluorohexanesulfonamide; **6:1 FTOH**, 6:1 fluorotelomer alcohol; **10:2 FTOH**, 10:2 fluorotelomer alcohol; **HFPO-TA**, hexafluoropropylene oxide trimer acid; **HFPO-DA**, hexafluoropropylene oxide dimer acid; **PFDS**, perfluorodecane sulfonate; **PFOS**, perfluorooctane sulfonate; **PFHpS**, perfluoroheptane sulfonate; **PFHxS**, perfluorohexane sulfonate; **PFBS**, perfluorobutane sulfonate; **PFHxDA**, perfluorohexadecanoic acid; **PFTeDA**, perfluorotetradecanoic acid; **PFDoDA**, perfluorododecanoic acid; **PFUnDA**, perfluoroundecanoic acid; **PFDA**, perfluorodecanoic acid; **PFNA**, perfluorononanoic acid; **PFOA**, perfluorooctanoic acid; **PFHpA**, perfluoroheptanoic acid; **PFHxA**, perfluorohexanoic acid; **PFPeA**, perfluoropentanoic acid.

**Supplementary Table S2**. Number of target genes up- (red cells) or downregulated (green cells) for each MIE in response to PFAS or PAH exposure. MIEs were obtained from ToxProfiler and published AOPs and their target genes were obtained from TRRUST database.

|  | **2,3-Benzofluorene** | | | | | | **6:1 FTOH** | | | | | | **10:2 FTOH** | | | | | | **PFHxSAm** | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Female** | | | **Male** | | | **Female** | | | **Male** | | | **Female** | | | **Male** | | | **Female** | | | **Male** | | |
| **Dose**  **(mg/kg)** | 111 | 333 | 1000 | 111 | 333 | 1000 | 111 | 333 | 1000 | 37 | 111 | 333 | 55 | 160 | 475 | 55 | 160 | 475 | 12 | 37 | 111 | 12 | 37 | 111 |
| AHR | 3 | 3 | 4 | 4 | 3 | 4 | 0 | 2 | 7 | 1 | 3 | 6 | 1 | 1 | 1 | 3 | 4 | 6 | 0 | 0 | 3 | 0 | 0 | 1 |
| AR | 0 | 0 | 0 | 0 | 1 | 0 | 0 | 0 | 3 | 1 | 2 | 2 | 1 | 2 | 3 | 0 | 2 | 7 | 0 | 0 | 0 | 0 | 0 | 2 |
| ESR1 | 0 | 1 | 2 | 1 | 1 | 1 | 0 | 2 | 7 | 2 | 4 | 9 | 2 | 2 | 0 | 1 | 5 | 9 | 0 | 0 | 2 | 1 | 0 | 2 |
| ESR2 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 1 | 0 | 0 | 0 | 0 | 1 | 2 | 0 | 0 | 1 | 0 | 0 | 0 |
| HNF4α | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 1 | 0 | 0 | 0 | 0 | 0 | 0 |
| NFE2 | 0 | 1 | 1 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 1 | 0 | 0 | 1 | 0 | 0 | 0 | 0 | 0 | 0 |
| NR1H2 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| NR1H3 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| NR1H4 | 1 | 1 | 1 | 0 | 0 | 0 | 1 | 0 | 1 | 0 | 1 | 1 | 0 | 1 | 1 | 0 | 0 | 2 | 0 | 0 | 1 | 0 | 0 | 0 |
| NR1I2 | 1 | 1 | 1 | 1 | 2 | 1 | 0 | 2 | 2 | 0 | 2 | 2 | 0 | 1 | 1 | 1 | 1 | 3 | 0 | 0 | 1 | 0 | 0 | 0 |
| NR1I3 | 1 | 1 | 1 | 1 | 1 | 1 | 0 | 1 | 1 | 0 | 1 | 1 | 0 | 0 | 0 | 1 | 1 | 1 | 0 | 0 | 1 | 0 | 0 | 0 |
| NR3C1 | 1 | 1 | 1 | 1 | 1 | 1 | 0 | 1 | 5 | 0 | 2 | 4 | 0 | 0 | 1 | 1 | 1 | 4 | 0 | 0 | 1 | 0 | 0 | 0 |
| PPARα | 1 | 1 | 1 | 2 | 1 | 2 | 3 | 12 | 13 | 10 | 13 | 14 | 0 | 0 | 1 | 1 | 6 | 8 | 0 | 1 | 5 | 0 | 3 | 12 |
| PPARγ | 2 | 2 | 3 | 1 | 1 | 1 | 2 | 7 | 14 | 5 | 9 | 14 | 1 | 2 | 6 | 1 | 5 | 10 | 0 | 0 | 3 | 0 | 1 | 6 |
| RARα | 1 | 1 | 1 | 1 | 1 | 1 | 0 | 3 | 4 | 0 | 2 | 2 | 1 | 1 | 3 | 1 | 2 | 2 | 0 | 1 | 3 | 0 | 0 | 2 |
| RARβ | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | 0 | 0 | 0 | 0 | 0 | 1 | 0 | 0 | 0 | 0 | 0 | 0 |
| RARγ | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 1 | 0 | 0 | 0 | 0 | 0 | 1 | 0 | 1 | 1 | 0 | 0 | 0 | 0 | 0 | 0 |
| RXRα | 2 | 2 | 2 | 1 | 1 | 1 | 1 | 2 | 2 | 0 | 2 | 2 | 1 | 2 | 2 | 1 | 1 | 1 | 0 | 0 | 2 | 0 | 0 | 2 |
| SREBF1 | 1 | 0 | 0 | 0 | 2 | 0 | 2 | 6 | 7 | 0 | 2 | 4 | 1 | 0 | 5 | 0 | 0 | 1 | 0 | 0 | 2 | 1 | 0 | 1 |
| AHR | 0 | 0 | 0 | 2 | 2 | 3 | 0 | 2 | 2 | 2 | 4 | 4 | 1 | 1 | 1 | 2 | 1 | 1 | 0 | 0 | 0 | 2 | 3 | 3 |
| AR | 0 | 2 | 1 | 2 | 2 | 2 | 0 | 1 | 2 | 1 | 1 | 4 | 2 | 3 | 2 | 2 | 1 | 2 | 0 | 0 | 3 | 1 | 2 | 3 |
| ESR1 | 0 | 2 | 2 | 1 | 1 | 2 | 1 | 1 | 4 | 1 | 2 | 3 | 1 | 1 | 1 | 0 | 0 | 0 | 0 | 0 | 2 | 1 | 2 | 3 |
| ESR2 | 0 | 1 | 1 | 0 | 0 | 0 | 0 | 1 | 1 | 0 | 1 | 2 | 1 | 1 | 1 | 0 | 0 | 0 | 0 | 0 | 1 | 0 | 1 | 1 |
| HNF4α | 0 | 1 | 2 | 2 | 1 | 3 | 1 | 2 | 3 | 4 | 8 | 7 | 2 | 4 | 3 | 0 | 1 | 2 | 0 | 2 | 3 | 2 | 4 | 7 |
| NFE2 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| NR1H2 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| NR1H3 | 0 | 0 | 1 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | 0 | 0 | 1 |
| NR1H4 | 0 | 0 | 0 | 1 | 0 | 0 | 0 | 1 | 1 | 1 | 3 | 2 | 0 | 0 | 0 | 0 | 0 | 1 | 0 | 0 | 0 | 0 | 1 | 2 |
| NR1I2 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 3 |
| NR1I3 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| NR3C1 | 0 | 1 | 1 | 1 | 1 | 2 | 0 | 1 | 1 | 0 | 1 | 2 | 1 | 1 | 1 | 1 | 0 | 1 | 0 | 0 | 1 | 1 | 1 | 3 |
| PPARα | 1 | 1 | 3 | 1 | 1 | 3 | 0 | 2 | 4 | 2 | 6 | 6 | 0 | 2 | 0 | 1 | 2 | 2 | 0 | 0 | 0 | 2 | 2 | 6 |
| PPARγ | 0 | 2 | 2 | 1 | 1 | 2 | 0 | 1 | 2 | 2 | 2 | 4 | 1 | 1 | 1 | 0 | 0 | 0 | 0 | 0 | 1 | 2 | 1 | 3 |
| RARα | 1 | 1 | 2 | 1 | 0 | 1 | 0 | 1 | 1 | 0 | 2 | 2 | 1 | 1 | 1 | 0 | 0 | 0 | 0 | 0 | 1 | 0 | 0 | 2 |
| RARβ | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 1 |
| RARγ | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 1 |
| RXRα | 0 | 0 | 0 | 1 | 0 | 0 | 0 | 0 | 0 | 0 | 1 | 0 | 0 | 0 | 0 | 0 | 0 | 1 | 0 | 0 | 0 | 0 | 1 | 1 |
| SREBF1 | 0 | 0 | 1 | 3 | 2 | 3 | 0 | 0 | 2 | 4 | 3 | 3 | 0 | 0 | 0 | 2 | 2 | 2 | 1 | 0 | 1 | 3 | 1 | 5 |

**MIEs**, molecular initiating events; **PAH**, polycyclic aromatic hydrocarbons; **PFAS**, per- or polyfluoro alkyl substances; **PFHxSAm**, perfluorohexanesulfonamide; **6:1 FTOH**, 6:1 fluorotelomer alcohol; **10:2 FTOH**, 10:2 fluorotelomer alcohol; **AHR**, aryl hydrocarbon receptor; **AR**, androgen receptor; **ESR1/2**, estrogen receptor 1/2; **HNF4α**, hepatocyte nuclear factor 4α; **NFE2**, nuclear factor erythroid 2; **NR1H2/3/4**, nuclear receptor subfamily 1, group H, member 2/3/4; **NR1I2**, nuclear receptor subfamily 1, group I, member 2; **NR3C1**, nuclear receptor subfamily 3, group C, member 1; **PPARα/γ**, peroxisome proliferator-activated receptor α/γ; **RAR**, retinoic acid receptor; **RXR**, retinoid X receptor; **SREBF1**, sterol regulatory element binding transcription factor 1.

**Supplementary Table S3**. Average alanine aminotransferase and aspartate aminotransferase levels in serum of rats exposed to the highest and lowest (control) concentrations of each toxicant at day 5 of exposure

| **Sex** | **Chemical** | **Dose,**  **mg/kg** | **ALT,**  **IU/L** | | | **AST,**  **IU/L** | | | **Cholesterol,**  **mg/dL** | | | **TG,**  **mg/dL** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Female** | **2,3-Benzofluorene** | **0** | 47.3 | ± | 2.9 | 69.90 | ± | 1.91 | 105.0 | ± | 5.3 | 49.0 | ± | 2.6 |
|  |  | **1,000** | 46.4 | ± | 6.3 | 71.40 | ± | 7.98 | 162.4 | ± | 5.8 | 64.0 | ± | 10.6 |
|  | **6:1 FTOH** | **0** | 50.8 | ± | 2.3 | 72.80 | ± | 1.78 | 95.6 | ± | 4.9 | 70.9 | ± | 10.4 |
|  |  | **1,000** | 62.0 | ± | 1.8 | 103.00 | ± | 19.79 | 54.0 | ± | 6.8 | 143.2 | ± | 25.2 |
|  | **10:2 FTOH** | **0** | 50.2 | ± | 2.8 | 78.50 | ± | 2.13 | 107.8 | ± | 3.4 | 57.6 | ± | 8.4 |
|  |  | **475** | 58.4 | ± | 3.7 | 82.60 | ± | 0.60 | 103.8 | ± | 4.6 | 56.4 | ± | 4.6 |
|  | **PFHxSAm** | **0** | 57.9 | ± | 2.3 | 82.20 | ± | 1.88 | 93.2 | ± | 2.3 | 51.5 | ± | 3.7 |
|  |  | **111** | 69.8 | ± | 6.0 | 69.60 | ± | 1.57 | 86.6 | ± | 5.5 | 84.4 | ± | 13.8 |
| **Male** | **2,3-Benzofluorene** | **0** | 60.8 | ± | 4.7 | 74.90 | ± | 2.54 | 114.9 | ± | 5.9 | 96.6 | ± | 12.1 |
|  |  | **1,000** | 52.4 | ± | 5.2 | 72.80 | ± | 6.51 | 163.6 | ± | 7.1 | 85.8 | ± | 9.0 |
|  | **6:1 FTOH** | **0** | 61.2 | ± | 3.6 | 80.10 | ± | 4.72 | 106.6 | ± | 3.8 | 99.9 | ± | 9.9 |
|  |  | **333** | 209.0 | ± | 67.2 | 195.00 | ± | 54.03 | 69.2 | ± | 4.9 | 58.6 | ± | 14.8 |
|  | **10:2 FTOH** | **0** | 61.8 | ± | 3.1 | 80.22 | ± | 3.53 | 118.1 | ± | 3.7 | 100.8 | ± | 1.4 |
|  |  | **475** | 96.0 | ± | 10.5 | 122.25 | ± | 11.46 | 89.2 | ± | 5.2 | 98.5 | ± | 9.7 |
|  | **PFHxSAm** | **0** | 64.8 | ± | 4.0 | 79.22 | ± | 3.28 | 103.3 | ± | 4.4 | 85.8 | ± | 11.2 |
|  |  | **111** | 78.0 | ± | 12.1 | 15.80 | ± | 5.54 | 79.8 | ± | 4.0 | 65.8 | ± | 13.1 |

**ALT**, alanine aminotransferase; **AST**, aspartate aminotransferase; **TG**, triglyceride; **6:1 FTOH**, 6:1 fluorotelomer alcohol; **10:2 FTOH**, 10:2 fluorotelomer alcohol; **PFHxSAm**, perfluorohexanesulfonamide.

# Supplementary Figures

**
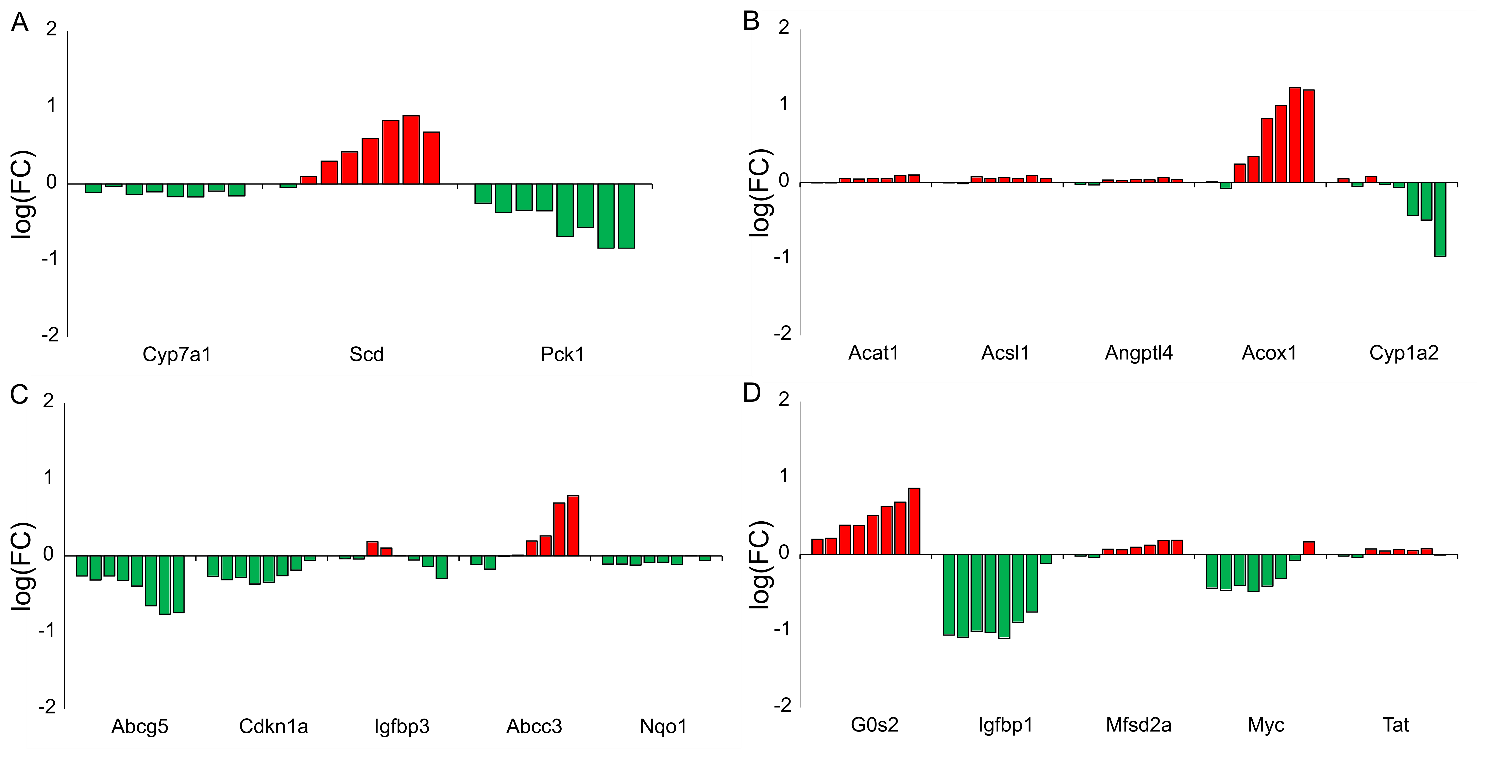
**

**Supplementary Figure S1**. Expression of key genes in response to perfluorooctanoic acid (PFOA) corroborates the findings of this study. The bar plots show the PFOA-induced fold-change (FC) values of the genes with (A) rate-limiting function, (B) per- or polyfluoro alkyl substances (PFAS)-specific and sex-independent responses, (C) similar responses to PFAS and non-PFAS compounds, and (D) sex-specific responses.

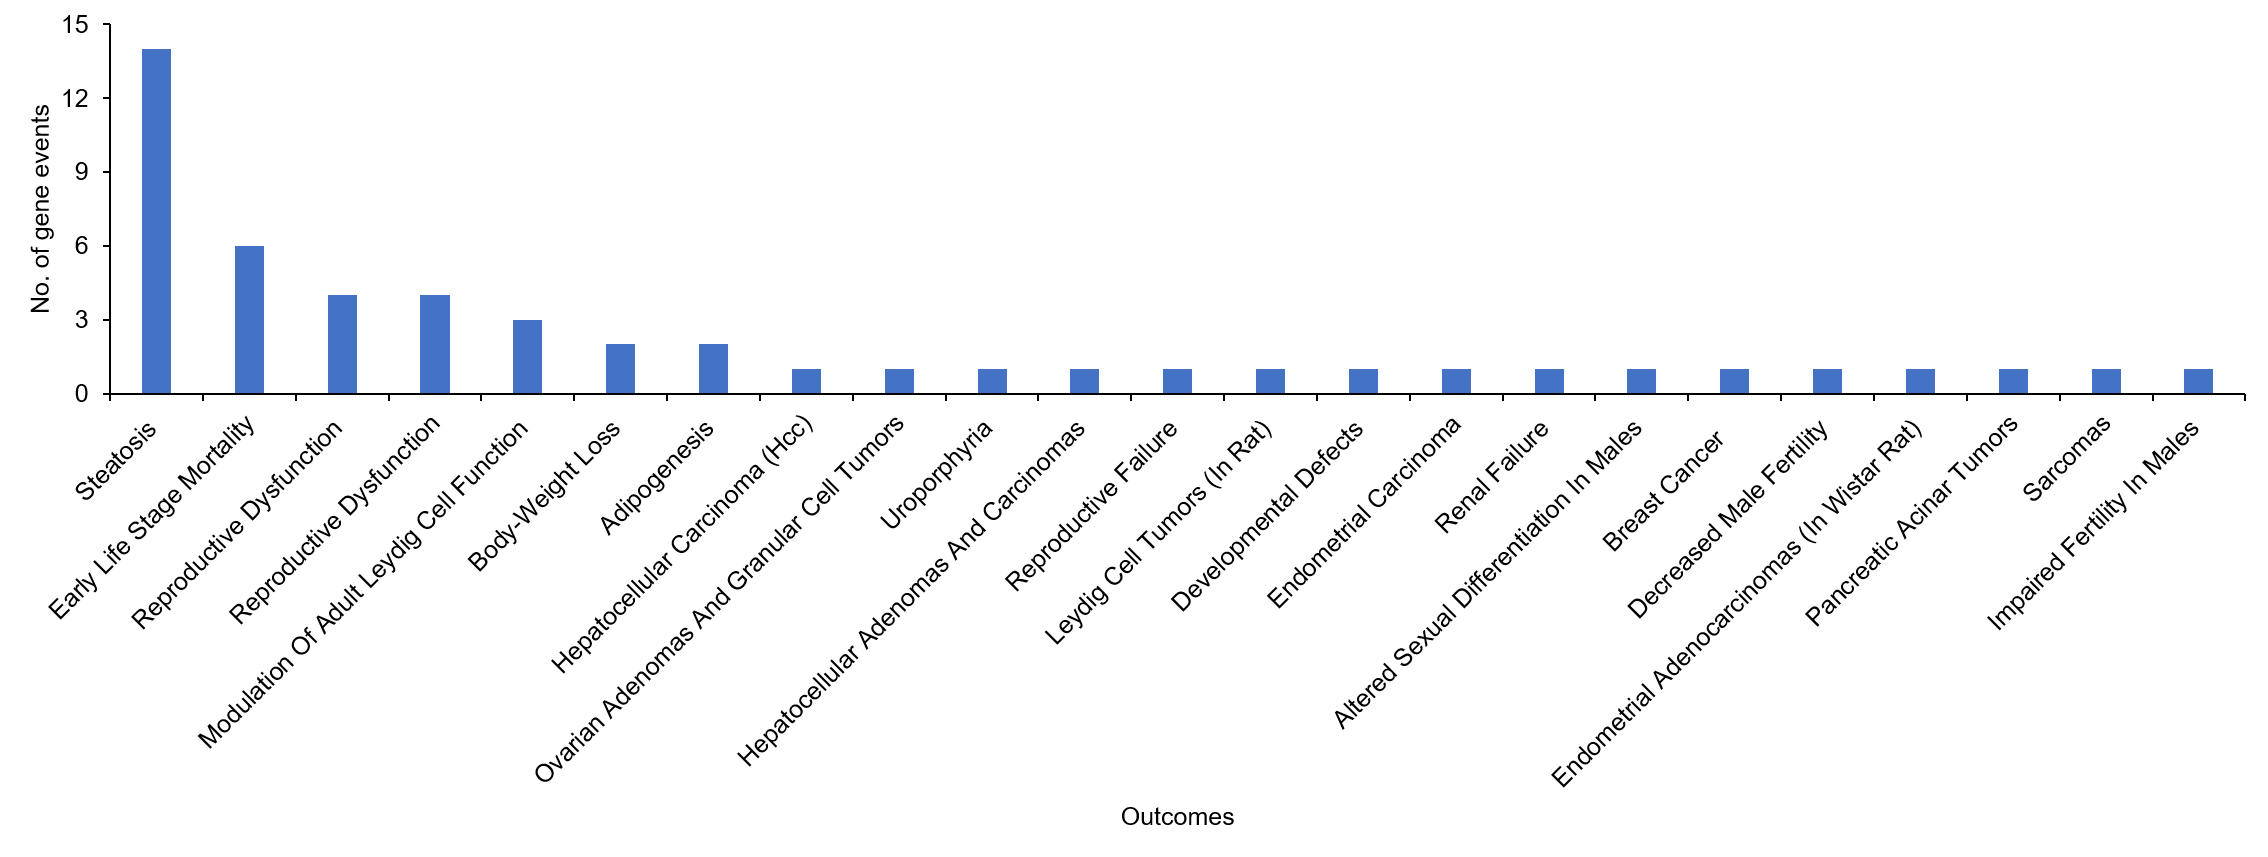
 **Supplementary Figure S2.** Alternate outcomes of target genes analyzed in this study, mined from the US environmental protection agency adverse outcome pathway database (EPA AOP-DB).

How the deposited data were processed for this re-analysis (not part of the article)

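Liver and kidney RNA of 416 rats dosed for 5 days with vehicle, 2,3-Benzofluorene, 6:1 FTOH, 10:2 FTOH or PFHxSAm was measured with TempO-Seq, 1 library per animal and tissue (832 libraries on 12 plates). The values are raw counts per probe, which the authors obtained by aligning reads to the probe sequences with Bowtie 1.2.2. Their later steps (correction for attenuation, RPM, log2 and extrapolation to further genes with GeniE 3.0.4) follow these counts in the paper, and the whole numbers with unequal totals show that scaling, log2 and extrapolation are not in them. Whether the attenuation correction is in them is not stated. Totals ran from 920003 to 2266834 counts (median 1503704) in liver and from 24929 to 2700736 (median 1661820) in kidney. At least 5 counts were found for 61.0% of probes or more in each liver library and 34.3% or more in each kidney library.

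Counts were analysed with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr with the groups, quasi-likelihood test), in 1 fit per chemical and tissue with all animals of both sexes and a mean per sex and dose. Each dose was compared with the vehicle group of its chemical and sex, 5 dosed against 10 vehicle animals, with p adjusted by Benjamini-Hochberg over all probes kept and a threshold of 0.05. The single male at 1000 mg/kg 6:1 FTOH was left out, as a group of 1. Probes tested were 1771, 1766, 1843 and 1751 in liver and 2110, 2090, 2029 and 2067 in kidney for 2,3-Benzofluorene, 6:1 FTOH, 10:2 FTOH and PFHxSAm, with a common biological coefficient of variation of 0.172, 0.218, 0.193 and 0.185 and 0.228, 0.199, 0.212 and 0.173. Values are log2 FC with the SE taken as its size over the root of the F statistic, and levels are counts relative to the library total (CPM, mean ± SD). Highest doses were 1000 mg/kg 2,3-Benzofluorene, 1000 (females) and 333 (males) mg/kg 6:1 FTOH, 475 mg/kg 10:2 FTOH and 111 mg/kg PFHxSAm. The sexes were compared by the difference of their responses at the highest dose both received, and chemicals at 111 mg/kg within each sex, which 10:2 FTOH was not given. The lowest dose with a response is the lowest from which that dose and every higher one have at least 10 genes past the threshold. Dose trends are linear contrasts over the ordered groups.

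Targets of molecular initiating events come from the study's table of targets and count at a log2 FC of at least 0.6 in size, the paper's rule. Target sets and fixed gene lists with at least 5 measured members were tested with camera in limma 3.58.1, with the correlation estimated and p adjusted over the lists of a comparison. Lists drawn from the paper's figures were chosen by the study on these animals and are not independent evidence. Apart from those stated to be later choices, the tests, the gene lists and the other settings were fixed before the data were examined. So was the rule for naming genes: every measured gene the paper names in its results or draws in Figures 3 to 8; per liver comparison the 5 largest and 5 smallest log2 FC among those past the threshold with all dosed animals on one side of the vehicle mean (3 and 3 in kidney); 2 to 4 members of each list with the smallest p; and the 5 smallest p per test of a difference. A few of these genes, and the targets of 1 factor, are not reported here. Values in the paper's tables had been seen by then.

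The other settings were scaling by library totals, no filter, a stricter filter (mean count 50), plate as a term, the main plate alone, the dosed and vehicle groups alone, DESeq2 1.42.0, limma on log2(RPM + 1), a log2 FC or adjusted p limit added, 5 or 20 genes as the minimum for a dose, camera with a preset correlation of 0.01, fry, each sex at its own highest dose, log10 doses and leaving out each animal. The check of sex labels was planned with X-inactivation and Y-linked genes, none of which has a probe. It was made instead with probes at least 8 times higher in vehicle animals of one sex (at least 20 CPM in kidney) and a share limit of 0.1, settled after the data had been looked at. By it 5 liver and 20 kidney libraries carry transcripts of the other sex. All are used as labelled, and the runs without them, and without the kidney library under 300000 counts, were added later. Tables and figures were assembled in Python 3.11.15.

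The method was tested on simulated data with 200 changed genes per comparison, after the fits on the measured counts. edgeR recovered 60.6 to 76.1% of genes changed by 0.6 on the log2 scale, 80.6 to 92.5% at 1 and 95.4 to 100% at 2, with 1.73 to 6.15% of calls false, against 1.18 to 5.42% with DESeq2 and 3.39 to 38.3% with limma. A raised list was called in all 8 comparisons, and 0 of 20 unchanged lists in each. Tests of the difference between sexes gave 9 to 18 false calls.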

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

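The tests of added RNA and of a response to the dose, the marker genes that define a contrary library and the runs without such libraries were chosen only after the result was seen, and the comparison of liver with kidney libraries was set up after the sex markers had been seen and before its own result.

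The response of the liver differed between the sexes in a test of the difference itself, at the highest dose that both sexes received. It covered 42 genes with 2,3-Benzofluorene, 276 genes with 6:1 FTOH, 65 genes with 10:2 FTOH and 198 genes with PFHxSAm. Among the 12 genes the paper draws that were looked at animal by animal, the log2 FC with 2,3-Benzofluorene was more positive in males for G0s2 (1.5), and more negative for Pck1 (-2.40) and Igfbp1 (-2.03). With 6:1 FTOH it was more positive in males for G0s2 (2.18), Abcc3 (2.16) and Nqo1 (1.51), and more negative for Igfbp1 (-3.70), Pck1 (-3.49) and Myc (-1.92). With 10:2 FTOH it was more positive in males for Abcc3 (1.89), and more negative for Cyp7a1 (-2.24), Pck1 (-2.00) and Igfbp3 (-1.65). With PFHxSAm it was more positive in males for G0s2 (0.90), and more negative for Cyp7a1 (-4.14), Igfbp1 (-2.75) and Pck1 (-2.17). Regrouping the same animals at random (100 splits drawn) excludes a random grouping for all 4 counts. The difference between the sexes rests on its direct test and not on this regrouping. The highest other split reaches 57 with 2,3-Benzofluorene, 326 with 6:1 FTOH, 121 with 10:2 FTOH and 174 with PFHxSAm. For the first 3 it calls more genes than the real grouping. Counts as large, the real one included, arose there in 2, 2 and 4 of the 100 splits.

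A sample stood far from the others of its group in 14 of 192 groups of liver libraries (12 genes, vehicle and highest dose), by the gap to its neighbour over the group's whole range; chance alone gives about 1 in 20 groups, here 9.6. With 2,3-Benzofluorene these were Cdkn1a in female 537 (1000 mg/kg; 7.55 CPM against 21.5 to 28.5, ratio 0.781), Igfbp3 in female 539 (1000 mg/kg; 10.4 CPM against 21.1 to 27.4, ratio 0.727) and Nqo1 in male 433 (vehicle; 0 CPM against 2.03 to 6.10, ratio 0.566). With 6:1 FTOH it was Cyp1a2 in male 413 (333 mg/kg; 4770 CPM against 294 to 599, ratio 0.745). With 10:2 FTOH these were Abcc3 in female 227 (vehicle; 155 CPM against 39.3 to 80.3, ratio 0.483), Pck1 in female 318 (475 mg/kg; 96.1 CPM against 202 to 246, ratio 0.789), Cdkn1a in male 219 (vehicle; 38.3 CPM against 53.5 to 76.3, ratio 0.484), Abcg5 in male 311 (475 mg/kg; 31.8 CPM against 43.1 to 47.1, ratio 0.77), Cyp1a2 in male 314 (475 mg/kg; 403 CPM against 617 to 650, ratio 0.89), Cyp7a1 in male 312 (475 mg/kg; 2.95 CPM against 9.75 to 13.3, ratio 0.78) and G0s2 in male 314 (475 mg/kg; 473 CPM against 241 to 276, ratio 0.8). With PFHxSAm these were Abcc3 in male 105 (vehicle; 40.5 CPM against 6.74 to 15.9, ratio 0.536), Igfbp1 in male 103 (vehicle; 1090 CPM against 153 to 329, ratio 0.611) and Scd in male 181 (111 mg/kg; 0.747 CPM against 3.35 to 5.15, ratio 0.726). Male 314 appears in 2 genes, and libraries 413 and 105 also carry sex-biased transcripts of the other sex.

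The kidney libraries of the same animals, which the paper does not report on, also responded at the highest dose. Genes past the threshold numbered 376 in 6:1 FTOH females (227 higher, 149 lower), 509 in 6:1 FTOH males (272 higher, 237 lower), 163 in PFHxSAm females (103 higher, 60 lower) and 213 in PFHxSAm males (143 higher, 70 lower). There were 37 in 2,3-Benzofluorene females (23 higher, 14 lower), 1 in 2,3-Benzofluorene males (1 higher, 0 lower) and 11 in 10:2 FTOH females (10 higher, 1 lower). In 10:2 FTOH males edgeR called 0, with 179 at an unadjusted p under 0.05, DESeq2 called 0 and limma 1. Other splits of the animals (100 drawn) exclude chance for 6:1 FTOH females (highest other 350), 6:1 FTOH males (highest other 100), PFHxSAm females (highest other 92), PFHxSAm males (highest other 230), 2,3-Benzofluorene females (highest other 77) and 10:2 FTOH females (highest other 5). They do not exclude it for 2,3-Benzofluorene males (highest other 356 against 1), where counts as large arose in 9 of the 100 splits, and for 10:2 FTOH males they decide nothing, since a count of 0 is reached by all 100 (highest other 174). In these 2 groups of males some regroupings, and in 2,3-Benzofluorene females 1, call many more genes than the real one, which points to a structure of the samples, and in PFHxSAm males 1 calls more (230 against 213). The chemical's main plate alone gives 74 genes in 2,3-Benzofluorene females, 35 in 2,3-Benzofluorene males and 9 in 10:2 FTOH males. 10:2 FTOH females have 4 to 23 genes when 1 animal is left out (4 without 221, 5 without 320, 6 without 224, 226 or 228, 7 without 317, 18 without 318 or 319, 23 without 225). 10:2 FTOH males have 0 to 4 genes when 1 animal is left out (1 without 312, 313 or 314, 3 without 214, 4 without 315). 2,3-Benzofluorene females have 14 to 48 genes when 1 animal is left out (14 without 539, 18 without 540, 23 without 445 or 536, 24 without 450). 2,3-Benzofluorene males have 0 to 4 genes when 1 animal is left out (0 without 436 or 533, 2 without 431 or 532, 3 without 531, 4 without 439). 6:1 FTOH females have 209 to 429 genes when 1 animal is left out (209 without 429).

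Of 20 kidney libraries of 2,3-Benzofluorene on plate 8, 14 (7 labelled male, 7 labelled female) carry the sex-biased kidney transcripts of the other sex, against 0 of 90 on plate 7 and 0 of the 16 6:1 FTOH libraries that share plate 8. A response to the dose is argued against: 6 of them are vehicle animals, and none of the 90 libraries on plate 7 shows it. Added RNA of another library is left open. No contrary male keeps more than 0.0141 of the male level of the male markers, but a share under 0.1 is what marked these males as contrary. In the contrary females the share of the female level of the female markers ran from -0.041 to 0.104, and added RNA was not tested there. A candidate explanation is an exchange of labels among the libraries of this chemical on the plate: by 21 genes that vary between animals in both tissues, the animal's own liver library ranks first of 110 for 1 of 20 kidney libraries (5%), against 65 of 90 (72.2%) on plate 7, while for the 16 6:1 FTOH libraries of plate 8 it does so for 10 (62.5%), so the values do not show an exchange over the whole plate. When labels were exchanged on purpose among 20 libraries of plate 7, the own liver library came first for 0, against 16 with the labels as given. Which animal each library belongs to was not resolved, so all are used as labelled, and the kidney values of 2,3-Benzofluorene and 10:2 FTOH rest on those labels.

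Of 20 kidney libraries of 10:2 FTOH on plate 12, 6 (3 labelled male, 3 labelled female) carry the sex-biased kidney transcripts of the other sex, against 0 of 90 on plate 10. A response to the dose is argued against: 1 of them is a vehicle animal, and none of the 90 libraries on plate 10 shows it. Added RNA of another library is left open here too. No contrary male keeps more than 0.0154 of the male level of the male markers, but a share under 0.1 is what marked these males as contrary. In the contrary females the share of the female level of the female markers ran from -0.032 to 0.067, and added RNA was not tested there. A candidate explanation is an exchange of labels among the libraries of this chemical on the plate: by 21 genes that vary between animals in both tissues, the animal's own liver library ranks first of 110 for 0 of 20 kidney libraries (0%), against 75 of 90 (83.3%) on plate 10. When labels were exchanged on purpose among 20 libraries of plate 10, the own liver library came first for 0, against 16 with the labels as given.

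In liver, female 378 (4 mg/kg 6:1 FTOH) and male 413 (333 mg/kg) each carry the sex-biased transcripts of the other sex: the male share is 0.871 and 0.00041 and the female share -0.013 and 0.963 of the level in vehicle animals of that sex. A response of the liver to the dose is argued against, since the highest female share among the other 4 males at 333 mg/kg is -0.011. Whether the libraries, which lie in neighbouring wells, were exchanged cannot be told apart from other mix-ups: library 413 ranks the kidney library of 378 first of 106 (r 0.828), but library 378 ranks that of 413 at place 2 (r 0.741), behind that of animal 353, and an exchange needed both in first place. Their own kidney libraries rank at places 15 and 23, while the kidney library of each ranks the liver library of the other first. Both are used as labelled, and without the contrary libraries 910 genes change in 6:1 FTOH males instead of 790 and 733 in females instead of 691.

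Regrouping the dosed and vehicle animals of the liver comparisons (100 splits drawn) excludes chance for all 8 counts at the highest dose: 206 against at most 22 in 2,3-Benzofluorene females, 159 against at most 95 in 2,3-Benzofluorene males, 691 against at most 212 in 6:1 FTOH females, 790 against at most 409 in 6:1 FTOH males, 298 against at most 193 in 10:2 FTOH females, 553 against at most 160 in 10:2 FTOH males, 314 against at most 62 in PFHxSAm females and 565 against at most 181 in PFHxSAm males. The same regrouping was made for the 6 comparisons of chemicals at 111 mg/kg. It cannot decide whether chemicals differ, since it regroups dosed with vehicle animals and not the chemicals. That difference rests on its direct test. For 6:1 FTOH and 2,3-Benzofluorene the counts were 24 against at most 53 in females and 330 against at most 86 in males. For 6:1 FTOH and PFHxSAm they were 55 against at most 1 in females and 35 against at most 4 in males. For PFHxSAm and 2,3-Benzofluorene they were 148 against at most 0 in females and 238 against at most 4 in males. In 1 of these, 6:1 FTOH and 2,3-Benzofluorene in females, the highest other split calls more genes than the real one.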

How the results depend on the processing

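The runs without the libraries whose sex markers do not match their label (the contrary libraries) and without the library under 300000 counts were chosen only after the data were seen, and every other setting was planned. Across the settings other than leaving out an animal, 109 of 140 counts of changed genes stayed within 1.5 times their value, 26 of 34 counts of genes differing between sexes, 25 of 32 between chemicals and 128 of 148 counts of targets. All 24 dose trends rerun with log10 doses kept direction and side of the threshold. The doses rise by nearly equal ratios, so log10 scores lie close to the ordered scores and this is a weak check. The text gives slopes of more genes than these 24 trends cover. Of the lowest doses 53 of 82 were the same, and of the set tests 107 of 132, fry included, although fry tests a set against no change and camera against the other probes. Of 2822 values of named genes, 2699 kept direction and side, 48 lost the call, 33 gained it and 42 turned, none of these called in either run. Leaving out 1 animal kept 214 of 240 counts of changed genes within 1.5 times, 120 of 120 between sexes, 170 of 180 between chemicals and 224 of 240 of targets, left 142 of 165 lowest doses and 233 of 240 set tests as they were, and for named genes kept 5142 of 5280 values, with 58 losing the call, 35 gaining it and 45 turning, none of these called. No paired analysis was possible because every animal has its own number and gave 1 library per tissue. Settings that give no value are plate as a term and the main plate alone for PFHxSAm, whose libraries of a tissue share 1 plate, and for the pairs of chemicals, the dosed and vehicle groups alone for those pairs, which hold no other groups, the set tests in DESeq2 and limma, and any setting whose filter removes the gene. Animals were not left out for the dose trends, and each sex at its own highest dose applies to 6:1 FTOH alone.

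Depth sets a floor: libraries hold 920003 to 2266834 counts in liver and 24929 to 2700736 in kidney over 2654 probes, so 1751 to 1843 probes are tested in liver, and for transcripts of a few counts per library a fold is bounded only by the counts. Scaling by library totals moves the median of all genes by over 0.1 in 2,3-Benzofluorene males (-0.10), 6:1 FTOH females and males (-0.22 and -0.19), 10:2 FTOH females (0.14) and PFHxSAm males (-0.34), and limma on the log2(RPM + 1) scale, which has the same scaling, by -0.10, -0.21, -0.20, 0.14 and -0.33, so their counts in PFHxSAm males include that shift. For each change listed from here on the cause was not tested, except that a fold or p limit added shrinks a count by construction. In the following, the value with the settings of the text stands in parentheses, doses are in mg/kg, and a target counts when its log2 FC is at least 0.6 in size.

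Changed liver genes with a log2 FC limit of 0.6 added numbered 92 (206) in 2,3-Benzofluorene females, 82 (159) in 2,3-Benzofluorene males, 388 (691) in 6:1 FTOH females, 452 (790) in 6:1 FTOH males, 139 (298) in 10:2 FTOH females, 253 (553) in 10:2 FTOH males, 123 (314) in PFHxSAm females and 262 (565) in PFHxSAm males. PPARA targets with an adjusted p limit of 0.05 added numbered 1 (2) in 2,3-Benzofluorene females, 2 (4) in 2,3-Benzofluorene males and 0 (1) in PFHxSAm females. HNF4A targets with an adjusted p limit of 0.05 added numbered 2 (4) in 2,3-Benzofluorene females and 3 (5) in 10:2 FTOH females. Lowest doses at a minimum of 5 genes were (in mg/kg) 4 (12) in 6:1 FTOH males, 18 (55) in 10:2 FTOH females, 6 (18) in 10:2 FTOH males and 0.5 (4) in PFHxSAm males. Lowest doses at a minimum of 20 genes were (in mg/kg) 37 (12) in 2,3-Benzofluorene females, 111 (12) in 2,3-Benzofluorene males and 333 (111) in 6:1 FTOH females. The PPARA set with the preset correlation had an adjusted p of 4.8e-04 (0.0684) in 6:1 FTOH males. The HNF4A set with the preset correlation had an adjusted p of 0.0321 (0.183) in 2,3-Benzofluorene males, 0.00112 (0.127) in 6:1 FTOH males, 0.0283 (0.305) in 10:2 FTOH females, 0.0283 (0.198) in 10:2 FTOH males and 0.00902 (0.115) in PFHxSAm males. The PPARA set by fry, which tests it against no change (camera in parentheses), had an adjusted p of 4.5e-05 (0.436) in 6:1 FTOH females, 2.0e-14 (0.0684) in 6:1 FTOH males and 0.00163 (0.412) in PFHxSAm females. The HNF4A set by fry, which tests it against no change (camera in parentheses), had an adjusted p of 4.9e-04 (0.183) in 2,3-Benzofluorene males, 0.00467 (0.481) in 6:1 FTOH females, 8.2e-12 (0.127) in 6:1 FTOH males, 0.00149 (0.305) in 10:2 FTOH females, 4.3e-06 (0.198) in 10:2 FTOH males, 0.0358 (0.467) in PFHxSAm females and 3.4e-10 (0.115) in PFHxSAm males. Genes differing between sexes with each sex at its own highest dose numbered 132 (276) with 6:1 FTOH.

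Changed liver genes under library totals numbered 879 (565) in PFHxSAm males. Changed kidney genes under library totals numbered 3 (1) in 2,3-Benzofluorene males. Genes differing between sexes under library totals numbered 401 (198) with PFHxSAm. Genes differing between chemicals under library totals numbered 36 (55) for 6:1 FTOH and PFHxSAm (females), 54 (35) for 6:1 FTOH and PFHxSAm (males) and 508 (238) for PFHxSAm and 2,3-Benzofluorene (males). Lowest doses under library totals were (in mg/kg) 37 (12) in 2,3-Benzofluorene males. PPARA targets under library totals numbered 1 (0) in 10:2 FTOH females. The PPARA set under library totals had an adjusted p of 0.0231 (0.0684) in 6:1 FTOH males and 0.109 (0.00764) in PFHxSAm males. Under library totals, the direction turned, with no call either way, for Tf (-0.076 in 2,3-Benzofluorene males), Adh5 (-0.052 in 6:1 FTOH females and 0.10 in 10:2 FTOH females), Cyp7a1 (-0.028 in 6:1 FTOH females), Zfp354a (-0.021 in 6:1 FTOH females and 0.082 in 10:2 FTOH females), Gsta3 (-0.019 in PFHxSAm females and -0.19 in PFHxSAm males) and Slc25a30 (-0.049 in PFHxSAm females). Changed kidney genes without a filter numbered 6 (0) in 10:2 FTOH males. Genes differing between sexes without a filter numbered 27 (42) with 2,3-Benzofluorene. Lowest doses without a filter were (in mg/kg) 37 (12) in 2,3-Benzofluorene males and 333 (111) in 6:1 FTOH females. PPARA targets without a filter numbered 3 (0) in 10:2 FTOH females and 3 (1) in 10:2 FTOH males. HNF4A targets without a filter numbered 11 (7) in 10:2 FTOH males. The PPARA set without a filter had an adjusted p of 0.968 (0.978) in 2,3-Benzofluorene males, direction down. Without a filter, the direction turned, with no call either way, for Tf (0.0040 in 2,3-Benzofluorene females). Changed kidney genes under the stricter filter numbered 7 (11) in 10:2 FTOH females. Lowest doses under the stricter filter were (in mg/kg) 18 (55) in 10:2 FTOH females and 6 (18) in 10:2 FTOH males. PPARA targets under the stricter filter numbered 1 (2) in 2,3-Benzofluorene females, 2 (4) in 2,3-Benzofluorene males, 1 (0) in 10:2 FTOH females and 0 (1) in 10:2 FTOH males. HNF4A targets under the stricter filter numbered 4 (7) in PFHxSAm males. The PPARA set under the stricter filter had an adjusted p of 0.065 (0.00764) in PFHxSAm males. Under the stricter filter, the direction turned, with no call either way, for Adh5 (0.014 in 2,3-Benzofluorene females and 0.016 in 10:2 FTOH females), Tf (0.020 in 2,3-Benzofluorene females), Zfp354a (0.010 in 2,3-Benzofluorene females) and Slc25a30 (-0.019 in PFHxSAm females). Changed kidney genes in DESeq2 numbered 8 (1) in 2,3-Benzofluorene males. Genes differing between chemicals in DESeq2 numbered 50 (24) for 6:1 FTOH and 2,3-Benzofluorene (females) and 65 (35) for 6:1 FTOH and PFHxSAm (males). Lowest doses in DESeq2 were (in mg/kg) 4 (12) in 6:1 FTOH males, 18 (55) in 10:2 FTOH females, 6 (18) in 10:2 FTOH males and 12 (37) in PFHxSAm females. In DESeq2, the direction turned, with no call either way, for Tf (0.0043 in 2,3-Benzofluorene females) and Abcc2 (0.0062 in 6:1 FTOH females). Changed liver genes in limma numbered 907 (565) in PFHxSAm males. Changed kidney genes in limma numbered 5 (1) in 2,3-Benzofluorene males, 6 (11) in 10:2 FTOH females and 1 (0) in 10:2 FTOH males. Genes differing between sexes in limma numbered 414 (198) with PFHxSAm. Genes differing between chemicals in limma numbered 32 (55) for 6:1 FTOH and PFHxSAm (females) and 532 (238) for PFHxSAm and 2,3-Benzofluorene (males). Lowest doses in limma were (in mg/kg) 37 (12) in 2,3-Benzofluorene males. HNF4A targets in limma numbered 7 (4) in 6:1 FTOH females and 4 (7) in 10:2 FTOH males. In limma, the direction turned, with no call either way, for Tf (-0.079 in 2,3-Benzofluorene males), Adh5 (-0.054 in 6:1 FTOH females and 0.10 in 10:2 FTOH females), Ephx1 (-0.12 in 6:1 FTOH males), Scd (-0.10 in 6:1 FTOH males), Zfp354a (0.075 in 10:2 FTOH females), Cyp4a8 (-0.015 in PFHxSAm females), Gsta3 (-0.029 in PFHxSAm females and -0.21 in PFHxSAm males) and Slc25a30 (-0.087 in PFHxSAm females).

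Changed kidney genes with plate as a term numbered 2 (0) in 10:2 FTOH males. Lowest doses with plate as a term were (in mg/kg) 37 (12) in 2,3-Benzofluorene males and 6 (18) in 10:2 FTOH males. PPARA targets with plate as a term numbered 1 (0) in 10:2 FTOH females. With plate as a term, the direction turned, with no call either way, for Tf (0.00091 in 2,3-Benzofluorene females). Changed liver genes on the main plate alone numbered 111 (206) in 2,3-Benzofluorene females, 88 (159) in 2,3-Benzofluorene males and 163 (298) in 10:2 FTOH females. Changed kidney genes on the main plate alone numbered 74 (37) in 2,3-Benzofluorene females, 35 (1) in 2,3-Benzofluorene males and 9 (0) in 10:2 FTOH males. Genes differing between sexes on the main plate alone numbered 18 (42) with 2,3-Benzofluorene, 164 (276) with 6:1 FTOH and 32 (65) with 10:2 FTOH. Lowest doses on the main plate alone were (in mg/kg) 37 (12) in 2,3-Benzofluorene females, 111 (12) in 2,3-Benzofluorene males and 333 (111) in 6:1 FTOH females. PPARA targets on the main plate alone numbered 1 (0) in 10:2 FTOH females. HNF4A targets on the main plate alone numbered 3 (5) in 10:2 FTOH females. The PPARA set on the main plate alone had an adjusted p of 0.797 (0.978) in 2,3-Benzofluorene males, direction down and 0.0455 (0.0684) in 6:1 FTOH males. On the main plate alone, the direction turned, with no call either way, for Adh5 (0.092 in 2,3-Benzofluorene females and 0.0059 in 10:2 FTOH females), Ech1 (0.046 in 2,3-Benzofluorene females), Gadd45g (0.030 in 2,3-Benzofluorene females), Zfp354a (0.14 in 2,3-Benzofluorene females), Abcc2 (0.034 in 6:1 FTOH females), Scd (-0.57 in 6:1 FTOH males) and Slc25a30 (-0.075 in 10:2 FTOH males). Changed kidney genes in fits of the dosed and vehicle groups alone numbered 21 (37) in 2,3-Benzofluorene females, 2 (1) in 2,3-Benzofluorene males, 330 (509) in 6:1 FTOH males and 139 (213) in PFHxSAm males. Lowest doses in fits of the dosed and vehicle groups alone were (in mg/kg) 37 (12) in 2,3-Benzofluorene females, 37 (12) in 2,3-Benzofluorene males, 4 (12) in 6:1 FTOH males, 6 (18) in 10:2 FTOH males and 12 (4) in PFHxSAm males. The PPARA set in fits of the dosed and vehicle groups alone had an adjusted p of 0.961 (0.978) in 2,3-Benzofluorene males, direction down and 0.078 (0.00764) in PFHxSAm males. In fits of the dosed and vehicle groups alone, the direction turned, with no call either way, for Adh5 (0.0072 in 2,3-Benzofluorene females), Tf (0.013 in 2,3-Benzofluorene females), Zfp354a (0.0027 in 2,3-Benzofluorene females) and Slc25a30 (-0.016 in PFHxSAm females). Changed kidney genes without the contrary libraries numbered 59 (37) in 2,3-Benzofluorene females, 26 (1) in 2,3-Benzofluorene males and 2 (0) in 10:2 FTOH males. Genes differing between sexes without the contrary libraries numbered 436 (276) with 6:1 FTOH. Lowest doses without the contrary libraries were (in mg/kg) 4 (12) in 6:1 FTOH males and 18 (55) in 10:2 FTOH females. PPARA targets without the contrary libraries numbered 1 (0) in 10:2 FTOH females. The PPARA set without the contrary libraries had an adjusted p of 0.00472 (0.0684) in 6:1 FTOH males. Without the contrary libraries, the direction turned, with no call either way, for Onecut1 (-0.19 in 6:1 FTOH males) and Slc27a1 (0.046 in 6:1 FTOH males).

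Leaving out 1 animal at a time moved the following, with the range over all such runs first. Changed kidney genes ranged over 4 to 23 in 10:2 FTOH females, 0 to 4 in 10:2 FTOH males, 14 to 48 in 2,3-Benzofluorene females, 0 to 4 in 2,3-Benzofluorene males and 209 to 429 in 6:1 FTOH females, with the animals named in the first part. Lowest doses ranged over 18 to 55 in 10:2 FTOH females (18 without 227 or 317), 6 to 18 in 10:2 FTOH males (6 without 216), 12 to 37 in 2,3-Benzofluorene females (37 without 449, 496, 497, 498 or 500), 12 to 37 in 2,3-Benzofluorene males (37 without 431, 435, 438, 439, 492, 493, 494, 495, 532 or 533), 111 to 333 in 6:1 FTOH females (333 without 331, 406 or 409), 4 to 12 in 6:1 FTOH males (4 without 413) and 4 to 12 in PFHxSAm males (12 without 154). Genes differing between chemicals ranged over 16 to 45 for 6:1 FTOH and 2,3-Benzofluorene (females) (38 without 517, 44 without 332, 45 without 441), 24 to 62 for 6:1 FTOH and PFHxSAm (females) (24 without 190, 34 without 407) and 19 to 59 for 6:1 FTOH and PFHxSAm (males) (19 without 401, 20 without 181, 22 without 404, 56 without 403, 59 without 184). PPARA targets ranged over 0 to 2 in 10:2 FTOH females (1 without 222, 223, 225, 230, 316, 317 or 320, 2 without 227 or 318), 1 to 2 in 10:2 FTOH males (2 without 311 or 313) and 1 to 2 in PFHxSAm females (2 without 117, 186 or 190). HNF4A targets ranged over 3 to 6 in 10:2 FTOH females (3 without 320) and 3 to 7 in 2,3-Benzofluorene males (3 without 531). The adjusted p of the PPARA set ranged over 0.884 to 0.998 in 2,3-Benzofluorene males, turning in direction without 433, 436, 438, 439, 531 or 533 and 0.0329 to 0.0831 in 6:1 FTOH males (0.0329 without 413).

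Genes that stood near 0 or varied between animals turned in direction, with no call before or after, when 1 animal was left out: Abcc2 in 6:1 FTOH females -0.066 to 0.022 (turned without 332, 338, 428 or 429), Adh5 in 2,3-Benzofluorene females -0.026 to 0.020 (turned without 445, 446, 447 or 448), Cyp4a8 in PFHxSAm females -0.32 to 0.42 (turned without 189), Cyp7a1 in 6:1 FTOH males -0.43 to 0.057 (turned without 328, 411 or 412), Ech1 in 2,3-Benzofluorene females -0.11 to 0.043 (turned without 446 or 539), Ech1 in 2,3-Benzofluorene males -0.17 to 0.0071 (turned without 435), Gadd45g in PFHxSAm females -0.33 to 0.084 (turned without 190), Gsta3 in PFHxSAm females -0.087 to 0.10 (turned without 118 or 188) and Igfbp1 in 10:2 FTOH females -0.26 to 0.37 (turned without 316). The same holds for Onecut1 in 6:1 FTOH males -0.19 to 1.31 (turned without 413), Scd in 6:1 FTOH males -0.27 to 0.47 (turned without 415), Slc25a30 in 10:2 FTOH males -0.23 to 0.35 (turned without 314), Slc25a30 in PFHxSAm females -0.23 to 0.16 (turned without 111, 113, 115, 118, 120, 186 or 189), Slc27a1 in 6:1 FTOH males -0.44 to 0.045 (turned without 413), Tf in 10:2 FTOH males -0.015 to 0.13 (turned without 311), Tf in 2,3-Benzofluorene females -0.033 to 0.050 (turned without 442, 443, 444, 448, 450, 538 or 539), Tf in 2,3-Benzofluorene males -0.049 to 0.059 (turned without 535) and Zfp354a in 2,3-Benzofluorene females -0.14 to 0.044 (turned without 445, 446, 450, 537, 538 or 539).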

Differences from the paper's values

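The tests in this part were planned, apart from the run without the contrary libraries, which was chosen after the values were seen. The paper's supplementary network table lists a log2 FC for 96 of the values compared here (genes of Figures 3, 4, 5 and 6 with a probe, at the highest dose), extrapolated and normalized by the authors' own steps, and 20 differ from the values here by more than the SD between dosed animals or in sign, 4 of them in sign, with 2 listed as 0 by the paper. These 2 are Abcg5 and Cyp1a2 in PFHxSAm males, and the paper's text has both genes lower with each PFAS. Whether the entries of 0 are measured values is not known here, so they may not be a disagreement with the paper. A setting fixed before the data were examined counts as reaching the paper's value when its own lies within that SD of it and on the same side of 0, and a count when it lies within 1.5 times.

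No such setting, leaving out 1 animal included, reaches the paper's value for Abcg5 in PFHxSAm males, -2.29 here against the paper's 0, Cdkn1a in 10:2 FTOH males, -0.55 here against the paper's -0.23, Cyp1a2 in PFHxSAm males, -0.45 here against the paper's 0, G0s2 in 6:1 FTOH males, 1.86 here against the paper's 2.16, Igfbp1 in 6:1 FTOH males, -2.29 here against the paper's -1.76, Nqo1 in 2,3-Benzofluorene males, 2.77 here against the paper's 1.82, Scd in 2,3-Benzofluorene females, 0.31 here against the paper's -0.794, Scd in 2,3-Benzofluorene males, 0.61 here against the paper's -1.38, Scd in 6:1 FTOH males, 0.23 here against the paper's 3.57, Scd in PFHxSAm females, -0.71 here against the paper's 0.866 and Scd in PFHxSAm males, -0.39 here against the paper's 1.16.

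Abcc3 in 10:2 FTOH females is 1.54 here against the paper's 1.82, which is reached under limma and without animal 227 and not in the others. Abcg5 in 2,3-Benzofluorene females is -1.0 here against the paper's -0.835, which is reached with the stricter filter and without animal 446, 448, 536, 537 or 539 and not in the others. Abcg5 in 6:1 FTOH females is -2.97 here against the paper's -2.47, which is reached with the main plate alone and without animal 335 and not in the others. Abcg5 in 10:2 FTOH males is -0.74 here against the paper's -0.379, which is reached under limma and not in the others. Cyp7a1 in PFHxSAm males is -3.11 here against the paper's -2.19, which is reached under limma and without animal 103, 104, 109, 181, 182 or 183 and not in the others. Igfbp3 in 10:2 FTOH males is -2.60 here against the paper's -1.95, which is reached under limma and without animal 311 and not in the others. Myc in 6:1 FTOH males is -2.24 here against the paper's -1.54, which is reached with the main plate alone and not in the others. Myc in 10:2 FTOH males is 0.36 here against the paper's 0.685, which is reached under limma and not in the others. Pck1 in 10:2 FTOH males is -1.38 here against the paper's -1.07, which is reached under scaling by library totals, with the main plate alone, with the dosed and vehicle groups alone, under limma and without animal 214, 218, 220, 311, 312 or 314 and not in the others (it is also reached without the contrary libraries, a run chosen after seeing the values, which drops 1 of the 51 values of at least 0.6 in size in the paper's table).

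Of 16 counts of measured PPARA and HNF4A targets with a log2 FC of at least 0.6 in size, taken from the same table by the paper's own limit, 4 differ, all for PPARA. In 2,3-Benzofluorene females it is 2 here against the paper's 1, reached with an adjusted p limit added and with the stricter filter and not in the others. In 10:2 FTOH females it is 0 here against the paper's 1, reached under scaling by library totals, with the stricter filter, with plate as a term, with the main plate alone and without animal 222, 223, 225, 230, 316, 317 or 320 and not in the others (the run without the contrary libraries reaches it as well). In 10:2 FTOH males it is 1 here against the paper's 3, reached with no filter and without animal 311 or 313 and not in the others. In PFHxSAm females it is 1 here against the paper's 2, reached without animal 117, 186 or 190 and not in the others.

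Beyond single values, some statements of the paper go another way here, and others hold in direction but not in each call. The paper has Cyp7a1 and Pck1 lower only in males and higher in females, and then describes female Pck1 as inconsistent, with falls under 6:1 FTOH and PFHxSAm. In females here Pck1 fell with 6:1 FTOH, -1.44, as that later statement has it, and stood uncalled at -0.72 with PFHxSAm, 0.29 with 2,3-Benzofluorene and 0.62 with 10:2 FTOH, while Cyp7a1 stood at 0.98, 0.19, 0.94 and 1.02 with 2,3-Benzofluorene, 6:1 FTOH, 10:2 FTOH and PFHxSAm, uncalled. In males Pck1 fell with all 4 chemicals, as the paper has it, and Cyp7a1 with 10:2 FTOH, -1.29, and PFHxSAm, -3.11, and stood at -0.62 with 2,3-Benzofluorene and -0.18 with 6:1 FTOH. With the settings of the text, each Cyp7a1 value had the sign the paper states, negative in males and positive in females. The paper has Scd higher with each PFAS in both sexes and lower with 2,3-Benzofluorene. Here Scd rose in females with 6:1 FTOH, 3.73, and 10:2 FTOH, 0.86, and stood uncalled at -0.71 in PFHxSAm females, 0.23, 0.27 and -0.39 in males with 6:1 FTOH, 10:2 FTOH and PFHxSAm and 0.31 and 0.61 in females and males with 2,3-Benzofluorene. Scd was read at few counts in liver. In PFHxSAm males at 111 mg/kg it had 0.747 CPM in male 181 and 3.35 to 5.15 CPM in the others. In the kidneys of PFHxSAm vehicle males it had 78.7 CPM. How well the probe reads Scd in liver was not tested, so the uncalled values do not settle the paper's statement. The paper places the strongest fall of male Pck1 at the highest dose for all but 10:2 FTOH. With 2,3-Benzofluorene the lowest value lay at 333 mg/kg, -2.50, against -2.11 at 1000 mg/kg. These doses were not tested against each other, so which has the stronger fall is not resolved. With 6:1 FTOH and PFHxSAm the lowest value lay at the highest dose, as stated. By setting, Cyp7a1 in 2,3-Benzofluorene females is called higher without vehicle female 445 (1.40, adjusted p = 0.0409), Cyp7a1 in 10:2 FTOH females is called higher under scaling by library totals (1.10, adjusted p = 0.0361) and without vehicle female 223 (1.16, adjusted p = 0.0245), Cyp7a1 in PFHxSAm females is called higher without vehicle female 115 (1.29, adjusted p = 0.0298) and without female 189 (1.28, adjusted p = 0.0322) and Scd in PFHxSAm females is called lower under limma (-0.86, adjusted p = 0.0377). The direction turned when 1 animal was left out for Cyp7a1 in 6:1 FTOH males to 0.057 without 328, 0.052 without 411 and 0.053 without 412 and Scd in 6:1 FTOH males to -0.27 without 415.

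For the genes it draws as common to all toxicants and both sexes, 39 of 40 values have the stated direction and 36 of 40 are called. Not called are Igfbp3 in 6:1 FTOH females, -0.42, and PFHxSAm males, -0.36, and Nqo1 in females with 10:2 FTOH, 0.27, and PFHxSAm, -0.24. Of those, Igfbp3 in 6:1 FTOH females is called lower under scaling by library totals (-0.61, adjusted p = 0.0323) and under limma (-0.59, adjusted p = 0.0324) and Igfbp3 in PFHxSAm males is called lower under scaling by library totals (-0.64, adjusted p = 0.00932), under limma (-0.67, adjusted p = 0.00431) and without male 183 (-0.53, adjusted p = 0.0308). The paper gives 6:1 FTOH the greatest response for most of them. It is the largest in 4 of 10 series of a gene in a sex. For the genes of Figure 7 the paper gives 6:1 FTOH the largest change for most in both sexes. It is the largest for 25 of 42 probes in females, as stated, and for 19 of 42 in males. Of the genes it has rising with all toxicants, 56 of 64 values lie above 0 and 48 of 64 are called higher. The called values number 6 of 16 for 2,3-Benzofluorene, 14 of 16 for 6:1 FTOH, 15 of 16 for 10:2 FTOH and 13 of 16 for PFHxSAm.

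The paper has the transporter Slc27a1 lower in both sexes. All 8 values lay below 0, and it was called lower in 6:1 FTOH females alone, -0.82, against -0.21 in 6:1 FTOH males. It puts Abcc2 within 0.5 of 0, and here Abcc2 fell in males with PFHxSAm, -1.05, and 10:2 FTOH, -0.73. It has Slc25a30 predominantly higher in males at high doses of all toxicants, and here all 4 male values lay above 0 at the highest dose and the gene was called higher with 6:1 FTOH, 2.18, and PFHxSAm, 1.89, and stood at 0.51 with 2,3-Benzofluorene and 0.13 with 10:2 FTOH. It has Adh5 higher with all toxicants. Males rose with 6:1 FTOH, 0.69, 10:2 FTOH, 0.39, and PFHxSAm, 0.34, with 2,3-Benzofluorene males at 0.15, and no female value passed the threshold (0.14, -0.028, 0.062 and -0.0077 with 6:1 FTOH, 10:2 FTOH, PFHxSAm and 2,3-Benzofluorene). By the paper 2,3-Benzofluorene affected the fewest targets of molecular initiating events. With the paper's limit that holds in males (23 against 54, 38 and 38 with 6:1 FTOH, 10:2 FTOH and PFHxSAm), while in females 10:2 FTOH has 20 and 2,3-Benzofluorene 22 of the measured targets. It has 10:2 FTOH lowest among the PFAS in both sexes, and in males it ties with PFHxSAm. The direction turned when 1 animal was left out for Slc27a1 in 6:1 FTOH males to 0.045 without 413, Slc25a30 in 10:2 FTOH males to -0.23 without 314 and Adh5 in 2,3-Benzofluorene females to 0.00058 without 445, 0.015 without 446, 0.0050 without 447 and 0.020 without 448.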

Other observations

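The kidney tests and the fixed lists were planned; the run without the libraries whose sex markers do not match their label, the marker genes of that check and the comparison of liver with kidney libraries were chosen only after the libraries had been looked at.

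In kidney, which the paper does not report on, 6:1 FTOH raised genes of fatty acid oxidation in both sexes (1000 mg/kg in females, 333 mg/kg in males). The peroxisomal Ehhadh rose by 2.69 (SE 0.17, adjusted p = 7.0e-25) on the log2 scale in females and 3.26 (SE 0.17, adjusted p = 1.5e-29) in males, and in females Acaa1a by 2.37 (SE 0.14, adjusted p = 7.2e-27), Acot2 by 1.77 (SE 0.10, adjusted p = 2.7e-28) and Vnn1 by 3.04 (SE 0.18, adjusted p = 1.7e-27). Of 16 probes for peroxisomal oxidation 14 rose in females and 13 in males, with 0 lower in either sex (15 and 13 adjusted over the list alone; camera adjusted p = 3.4e-07 and 7.9e-06). Of 15 for mitochondrial oxidation 12 and 11 rose and 0 and 1 fell (adjusted over the list alone, 12 and 12 higher; 3.4e-07 and 2.1e-05). Genes of sterol synthesis rose too: Insig1 by 1.09 (SE 0.12, adjusted p = 7.6e-12) and 1.32 (SE 0.12, adjusted p = 9.0e-16). Of 15 tested genes of that list 10 rose and 1 fell in females and 10 and 0 in males (adjusted over the list alone, 10 and 12 higher; 0.0386 and 0.0115). Genes of tubular injury also rose, with Lcn2 at 2.37 (SE 0.34, adjusted p = 2.3e-08) in females and 3.54 (SE 0.34, adjusted p = 3.5e-15) in males, and Spp1 at 3.52 (SE 0.47, adjusted p = 2.3e-09) and Timp1 at 2.14 (SE 0.22, adjusted p = 2.8e-13) in males. The injury list had 7 of 10 tested members higher in males (10 over the list alone; 0.0295) and 5 in females (6; 0.205). Cyp2c11 and Cyp2c24 fell in males, -4.30 (SE 0.70, adjusted p = 6.2e-07) and -2.73 (SE 0.25, adjusted p = 5.0e-16).

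PFHxSAm at 111 mg/kg raised genes of lipid synthesis in the male kidney. Scd rose by 3.02 (SE 0.36, adjusted p = 2.0e-10), Fasn by 1.26 (SE 0.092, adjusted p = 4.7e-20), Insig1 by 2.01 (SE 0.10, adjusted p = 6.0e-30) and Fdps by 0.92 (SE 0.074, adjusted p = 4.3e-18), and 12 of 14 sterol genes and 8 of 11 lipogenic genes rose, with 0 lower (14 and 9 over the lists alone; camera adjusted p = 2.8e-08 and 5.9e-10). Genes of oxidation rose in both sexes: Ehhadh rose by 2.71 (SE 0.15, adjusted p = 4.7e-26) in males, and the peroxisomal list had 12 and 9 of 16 probes higher (13 and 10 over the list alone; 3.1e-09 and 0.0125). The bile acid transporter Slc10a1 and the carbonic anhydrase Car14 fell in males, -2.21 (SE 0.29, adjusted p = 5.3e-09) and -1.34 (SE 0.21, adjusted p = 5.3e-07). In females the clock genes Dbp and Nr1d1 rose, 2.56 (SE 0.088, adjusted p = 2.3e-40) and 2.69 (SE 0.37, adjusted p = 2.0e-08), and Nfil3 fell, -2.25 (SE 0.40, adjusted p = 2.0e-05). The groups of the other chemicals hold the contrary libraries of plates 8 and 12, and with all libraries as labelled few genes were called. Without the contrary libraries 2,3-Benzofluorene has 59 genes in females and 26 in males. As labelled, in females the retinoic acid hydroxylase Cyp26b1 rose with 10:2 FTOH, 1.84 (SE 0.37, adjusted p = 0.00817), and with 2,3-Benzofluorene Ugt2b15 rose, 1.78 (SE 0.34, adjusted p = 5.2e-04), and Ace fell, -1.48 (SE 0.29, adjusted p = 9.1e-04). The 1 gene called in 2,3-Benzofluorene males was Gstp1, 1.35 (SE 0.28, adjusted p = 0.0139), at 1.16, adjusted p = 0.116 without male 533 and 1.28, 0.0523 without vehicle male 436.

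Each of the kidney values of single genes given here lies on the called side of the vehicle mean in 5 of 5 dosed animals. Over 269 values past the threshold at the highest dose for genes named in the text, liver and kidney together (values at lower doses and differences between sexes or chemicals are not counted), 250 have all dosed animals on the called side of the vehicle mean and 19 all but 1. The kidney library of female 396 (37 mg/kg 6:1 FTOH) holds 24929 counts, under the paper's minimum of 300000, and without it 407 and 527 kidney genes change in 6:1 FTOH females and males.

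In liver, 3 more libraries carry transcripts of the other sex. Vehicle male 105 and female 129 (0.15 mg/kg) of PFHxSAm, in neighbouring wells of plate 1, show both sets, with male shares of 0.452 and 0.592 and female shares of 0.793 and 0.615. Liver library 105 ranks the kidney library of 129 first of 90 (r 0.723), and 129 ranks that of 105 at place 4 (r 0.47). Female 246 (0.2 mg/kg 10:2 FTOH) has a male share of 1.12 and a female share of -0.0047, and its own kidney library ranks at place 91 of 110.

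No libraries were found to be copies of each other: over 1030 pairs within groups in each tissue, the smallest chi-square per gene was 7.10 in liver and 6.50 in kidney.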
